# Single‐base methylome profiling of the giant kelp *Saccharina japonica* reveals significant differences in DNA methylation to microalgae and plants

**DOI:** 10.1111/nph.16125

**Published:** 2019-09-27

**Authors:** Xiao Fan, Wentao Han, Linhong Teng, Peng Jiang, Xiaowen Zhang, Dong Xu, Chang Li, Matteo Pellegrini, Chunhui Wu, Yitao Wang, Michelle Joyce Slade Kaczurowski, Xin Lin, Leila Tirichine, Thomas Mock, Naihao Ye

**Keywords:** brown algae, BS‐PCR, DNA methylation, DNMT2, gene expression, life‐cycle stages, MeDIP‐seq, WGBS‐seq

## Abstract

- Brown algae have convergently evolved plant‐like body plans and reproductive cycles, which in plants are controlled by differential DNA methylation. This contribution provides the first single‐base methylome profiles of haploid gametophytes and diploid sporophytes of a multicellular alga.
- Although only *c*. 1.4% of cytosines in *Saccharina japonica* were methylated mainly at CHH sites and characterized by 5‐methylcytosine (5mC), there were significant differences between life‐cycle stages. DNA methyltransferase 2 (DNMT2), known to efficiently catalyze tRNA methylation, is assumed to methylate the genome of *S. japonica* in the structural context of tRNAs as the genome does not encode any other DNA methyltransferases. Circular and long noncoding RNA genes were the most strongly methylated regulatory elements in *S. japonica*.
- Differential expression of genes was negatively correlated with DNA methylation with the highest methylation levels measured in both haploid gametophytes. Hypomethylated and highly expressed genes in diploid sporophytes included genes involved in morphogenesis and halogen metabolism.
- The data herein provide evidence that cytosine methylation, although occurring at a low level, is significantly contributing to the formation of different life‐cycle stages, tissue differentiation and metabolism in brown algae.

## Introduction

Cytosine DNA methylation is a common epigenetic mark essential for genomic imprinting, X‐chromosome inactivation and silencing of transposable elements, as well as regulation of gene expression in many species (Meissner *et al*., 2008; Feng *et al*., 2010; Law & Jacobsen, 2010; Stelzer *et al*., 2015). Genome‐wide methylation studies with many different plant and animal species but also unicellular eukaryotes (e.g. fungi, algae) over the last few years have revealed significant inter‐ and intraspecific variations in cytosine DNA methylation (Cokus *et al*., 2008; Lee *et al*., 2010; Molaro *et al*., 2011; Greaves *et al*., 2012; Ziller *et al*., 2013). For example, vertebrate genomes are characterized by significant levels of cytosine methylation, whereas genomes of invertebrates, plants and fungi are characterized by sparse DNA methylation (Sturgill *et al*., 2007; Feng *et al*., 2010). Generally, the degree of DNA methylation is positively correlated with the complexity of organisms; thus, prokaryotes and unicellular eukaryotes have much lower levels of DNA methylation compared to organisms with complex life cycles, developmental stages and cell‐type differentiation (Molaro *et al*., 2011; Lopez *et al*., 2015). Furthermore, there are significant differences in establishing, maintaining and modifying DNA methylation in plants vs animals. For instance, in plants, DNA methylation has been observed for GC, CHG and CHH contexts with H being any nucleotide but G. DNA methylation in plants occurs predominantly on repetitive DNA elements (e.g. transposons) regardless of their life cycle and developmental stages (Lopez *et al*., 2015; Takuno *et al*., 2016). Similar DNA methylation patterns have been observed for unicellular photosynthetic eukaryotes (e.g. microalgae) (Veluchamy *et al*., 2013). By contrast, DNA methylation in mammals mostly occurs in the GC context throughout the genome except in clusters near promoters (CpG islands) (Molaro *et al*., 2011; Smith *et al*., 2012; Hon *et al*., 2013; Kundaje *et al*., 2015). Generally, DNA methylation in plants and animals is dynamic with genome‐wide reduction during both male and female gametogenesis as well as development (Molaro *et al*., 2011; Shao *et al*., 2014; Lopez *et al*., 2015). However, in plants, many DNA methylation patterns seem to be inherited over many generations whereas transgenerational DNA methylation in animals is much more variable (Hon *et al*., 2013; Lister *et al*., 2013; Shao *et al*., 2014).

Brown algae, although only distantly related to plants and animals, have convergently evolved plant‐like body plans and reproductive cycles including male and female gametogenesis (Charrier *et al*., 2012). Furthermore, many brown algae have an alternative life cycle with two life stages, termed gametophytes (1N) and sporophytes (2N) (Charrier *et al*., 2012; Cock *et al*., 2014). Gametophytes from some kelp species, such as *Saccharina japonica,* can even develop into larger multicellular organisms but rarely reach tissue differentiation (Ye *et al*., 2015). Some other brown algae, such as *Ectocarpus siliculosus,* have isomorphic life‐cycle stages that are filamentous and phenotypically indistinguishable from one another (Luthringer *et al*., 2014).

Brown algae comprise a group of *c*. 2000 species, possessing a large variety of phenotypes including the largest multicellular photosynthetic organisms in the ocean with distinct and specialized tissue differentiation, such as holdfast, blade and stripe. Despite their convergently evolved plant‐like body plans, their ecological (e.g. main primary producers of temperate and polar rocky shores) and commercial (e.g. alginate, fucoidan) significance, genomes of only three brown algal species are available to date: *E. siliculosus* (Cock *et al*., 2010), *S. japonica* (Ye *et al*., 2015) and *Cladosiphon okamuranus* (Nishitsuji *et al*., 2016). A comparative study based on the genomes of *E. siliculosus* and *S. japonica* revealed that they share 4309 gene families, which comprise 17 379 genes in *S. japonica* and 14 136 genes in *E. siliculosus*, covering 93% and 86% of the gene content of each genome, respectively. About 40% of the assembled *S. japonica* genome comprises repetitive elements, which is nearly twice as much as for the *E. siliculosus* genome (*c*. 23%) (Ye *et al*., 2015).

DNA methylation in brown algal genomes was considered to be negligible based on preliminary high performance liquid chromatography (HPLC) analyses of deoxycytosine methylation (5mdC) of hydrolyzed DNA from *E. siliculosus* (Cock *et al*., 2010). These data indicated that the percentage of 5mdC in *E. siliculosus* is < 0.035%. However, the present study using single‐base DNA methylome profiling of a fully developed *S. japonica* sporophyte (SP), female (FG) and male (MG) gametophyte revealed that *c*. 1.4% of all cytosines in *S. japonica* were methylated in GC, CHG and CHH contexts potentially mediated by a DNA methyltransferase 2 (DNMT2) as there is no other DNA methyltransferase encoded in the genome of *S. japonica*, which is different to most plants, animals and unicellular algae such as the green alga *Chlamydomonas reinhartii* (Lopez *et al*., 2015) and even the more closely related diatom *Phaeodactylum tricornutum* (Takuno *et al*., 2016; Tirichine *et al*., 2017). Among the three life‐cycle stages of *S. japonica*, the highest level of DNA methylation was found in both gametophytes. Furthermore, the highest methylated elements of any life‐cycle stage were found to be genes encoding noncoding RNAs (circular and long noncoding), which is different to other photosynthetic eukaryotes as they mostly methylate repetitive elements (e.g. transposons) (Sleutels *et al*., 2002; Dinger *et al*., 2008; Law & Jacobsen, 2010). Differentially methylated genes in MG and in FG were significantly enriched for cellular processes, cell‐wall organization and cell–cell junctions, whereas genes in SP were more enriched for rRNA modification and RNA methylation. However, for all life‐cycle stages, an overall negative correlation was found between DNA methylation and gene expression. Thus, despite an overall low level of cytosine methylation in the genome of *S. japonica*, there is evidence that it may play a significant role for the development of life‐cycle stages and regulation of metabolism via the control of gene expression and noncoding RNAs, which is different to what has been observed so far in plants, animals and many microbes.

## Materials and Methods

### Strain selection, DNA and RNA extraction and purification

The *Saccharina japonica* strain Ye‐c12 was used for methylated DNA immunoprecipitation (MeDIP), bisulfite and RNA sequencing. The haploid male (MG) and female (FG) gametophytes were collected from a blade of the diploid Ye‐c12 sporophyte (SP) and expanded via the application of gametophyte cloning technology (Wang *et al*., 2013). The diploid sporophyte of Ye‐c12 was obtained from sexual reproduction of FG and MG, and collected when the blade length was *c*. 3 cm. Genomic DNA from haploid gametophytes and diploid sporophytes was extracted using the Plant Genomic DNA kit (Tiangen, Beijing, China), and RNA was removed by incubating the DNA solution at 37°C with a DNase‐free RNase A (Tiangen) (Supporting Information Table S1) for 30 min. DNA integrity was assessed using agarose gels and a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). DNA was quantified with a Qubit^®^ 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA) using the Qubit^®^ DNA Assay Kit.

Total RNA was extracted using the RNAprep Pure Plant Kit (Tiangen) and DNA was removed using an RNase‐Free DNase I treatment according the instructions by the manufacturer (Tiangen). RNA integrity was assessed on 1% agarose gels and by using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA). RNA was quantified with a Qubit^®^ 2.0. Flurometer (Life Technologies). A total amount of 3 μg RNA per sample was used as input material. Ribosomal RNA was depleted by Epicentre Ribo‐zeroTM rRNA Removal Kit (Epicentre, NB, USA), and the rRNA‐free residue was cleaned up by ethanol precipitation. Subsequently, libraries were generated using the rRNA‐depleted RNA by NEBNext^®^ UltraTM Directional RNA Library Prep Kit for Illumina^®^ (NEB, USA). The Illumina HiSeq 2500 paired‐end platform was used to sequence the libraries with a read length of 125 bp.

### Identification of genes encoding circular, long noncoding and transfer RNAs (circRNAs, lncRNAs and tRNAs)

Unmapped RNA‐seq reads were kept and 20‐mers from 5′ and 3′ ends of these reads were extracted and aligned independently to reference sequences by bowtie v.2.0.6. Anchor sequences were extended by nd_circ such that the complete reads aligned and the breakpoints were anchored by GU/AG splice sites. The back‐spliced reads with at least two supporting reads were annotated as circRNAs. CNCI (Coding‐Non‐Coding‐Index) (v.2) with default parameters was used to effectively distinguish protein‐coding and noncoding sequences independent of known annotations CPC (Coding Potential Calculator) (0.9‐r2) . mainly was used to assess the extent and quality of the ORF in a transcript and search the sequences with the NCBI eukaryotes’ protein database with the e‐value of ‘1e‐10’. Each transcript was translated in all three possible reading frames and used pfam scan (v.1.3) to identify occurrence of any of the known protein family domains documented in the Pfam database (Pfam A and Pfam B), by default parameters of −E 0.001 –domE 0.001. Transcripts predicted with coding potential by either/all of the three tools above were filtered out, and those without coding potential were the candidate set of lncRNAs. Genome‐wide tRNA genes were predicted using the tRNAscan‐SE web server (Lowe & Chan, 2016). The genomic loci for circRNA, lncRNA and tRNA were deposited at CNGB Nucleotide Sequence Archive (https://db.cngb.org/cnsa/, project CNP0000364).

### Determining the level of heterozygosity between gametophytes and the reference genome

Both parental haploid gametephytes were used to perform whole‐genome sequencing (WGS) employing an Illumina Hiseq 2500 platform, and the reads of each parent were mapping to the reference *S. japonica* genome using BWA (Li & Durbin, 2010). The heterozygosity sites and indel sites were called using samtools (Li *et al*., 2009), which also were used to calculate the heterozygosity between individual haplotypes and the reference genome.

### Methylated DNA immunoprecipitation (MeDIP)

Extracted genomic DNA was sonicated to obtain fragments from 100 to 500 bp. The fragmented DNA was end‐repaired, subjected to A‐tailing and PE adapters were ligated. Subsequently, the treated DNA fragments were immunoprecipitated with an antibody that specifically recognizes 5‐methylcytosine using the MagMeDIP Kit (Diagenode, Liege, Belgium). The specificity of the enrichment was confirmed by quantitative real‐time polymerase chain reaction (qRT‐PCR). After PCR amplification of the enriched fragments, they were quantified with the Agilent 2100 Analyzer (Agilent Technologies). Sequencing libraries of MeDIP fragments were constructed by adopting the Illumina paired‐end protocol. The negative control (input) MeDIP experiment was performed using the same procedure except for the absence of DNA immunoprecipitation with the 5‐methylcytosine recognizing antibody.

### MeDIP‐Seq sequence alignments and data analysis

Raw sequencing data were filtered by removing the adaptors and discarding low‐quality reads. Clean reads were aligned to the reference genome of *S. japonica* with bowtie's (Langmead & Salzberg, 2012) best mode using default parameters. Read depths of each sample were normalized to eliminate the influence via differences of total read numbers between samples (Fig. 1a). After using input reads to eliminate the background noise in three MG samples, peaks were called using ‘MACS2 callpeak’ (Zhang *et al*., 2008) (Fig. S2A). According to GTF annotation, the normalized absolute read depth (NARD) between genomic components were calculated, including GENOME (genome‐wide), TSSUP (transcript start site), TESDOWN (transcript stop site), exon, intron, transposable elements (TEs), genes encoding for lncRNAs, circRNAs and tRNAs. Absolute read depths were normalized to genome read depths in order to be comparable between any two classes. Absolute read depth (ARD) for each class of genomic components was calculated as following: ARD = (absolute read counts (ARC) × 150)/total length of this class. Finally, ARDs of each class were normalized to the NARD of its genome (Fig. S2B). The NARDs across the genomic components were represented via metaplot (Fig. S2C). The regions 2 kbp upstream and downstream of the components were split into 20 nonoverlapping bins, whereas genes were split into 40 equal windows.

**Figure 1:**
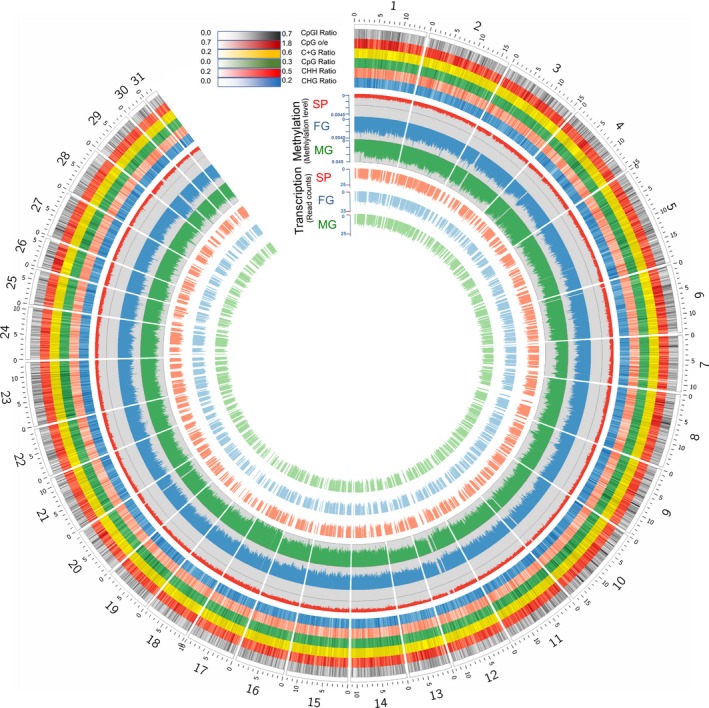
Methylome and transcriptome profiles for 31 chromosomes of the *Saccharina japonica* sporophyte (SP), male (MG) and female (FG) gametophyte genomes. All calculations were conducted by applying a 10‐kbp sliding window. The sliding step length was set at 10 kbp ensuring no region was accounted for twice. The CpGI ratio (grey track), CpG_o/e_ (observed value/expected value, dark red track), C + G Ratio (yellow track), CpG ratio (green track), CHH ratio (light red track) and the CHG ratio (blue track) are displayed by the six outermost circles in the graph. Differential transcription (normalized read counts) between the different life‐cycle stages in relation to DNA methylation (MLgf) is shown by the six innermost circles.

### Library preparation and quantification of whole‐genome bisulfite sequencing (WGBS)

A total amount of 5.2 μg genomic DNA spiked with 26 ng lambda DNA were fragmented to 200–300 bp by sonication (Covaris S220), followed by end‐repair and adenylation. Cytosine‐methylated barcodes were ligated to sonicated DNA. DNA fragments were treated twice with bisulfite using EZ DNA Methylation‐Gold^TM^ Kit (Zymo Research, Irvine, CA, USA), before the resulting single‐stranded DNA fragments were PCR‐amplified using KAPA HiFi HotStart Uracil + ReadyMix (2×). Libraries were quantified by Qubit^®^ 2.0 Flurometer (Life Technologies) and qRT‐PCR, and the insert size was assessed on the Agilent Bioanalyzer 2100 system.

### Clustering and data analysis of WGBS

Clustering of the index‐coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v.3‐cBot‐HS (Illumina) according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and 125‐bp paired‐end reads were generated. Image analysis and base calling were performed with the Illumina CASAVA pipeline, and finally 125 bp paired‐end reads were generated. bismark software (v.0.16.1) (Krueger & Andrews, 2011) was used to perform alignments of bisulfite‐treated reads to a reference genome using default parameters. Results of the methylation extractor were transformed to bigWig format for visualization using the IGV browser (Thorvaldsdóttir *et al*., 2013). The bisulfite nonconversion rate was calculated as the percentage of cytosines sequenced at cytosine reference positions in the lambda genome.

### Calculation of methylation levels of mCs using WGBS

The methylation level of methylated cytosines (MLmc) was calculated by the read count of methylated cytosines mapped to their genomic locus divided by the read count of all cytosines mapped to the same locus:

$$\text{ML}\left(C\right)=\frac{\text{reads}(\text{mC})}{\text{reads}(\text{mC})+\text{reads}(C)}$$

The methylation level of a specific genomic fragment (MLgf) (including every single gene, intron, circRNA, lncRNA, transcriptional start (TSSUP) and stop (TESDOWN) CpG island (CGI), tRNA and 10k bin of chromosomes or the entire chromosome) was calculated based on the methylation levels of all mCs of this genomic fragment divided by the sum of cytosines and guanines of the same fragment (Figs 2f, 3) (Xiang *et al*., 2010).

**Figure 2:**
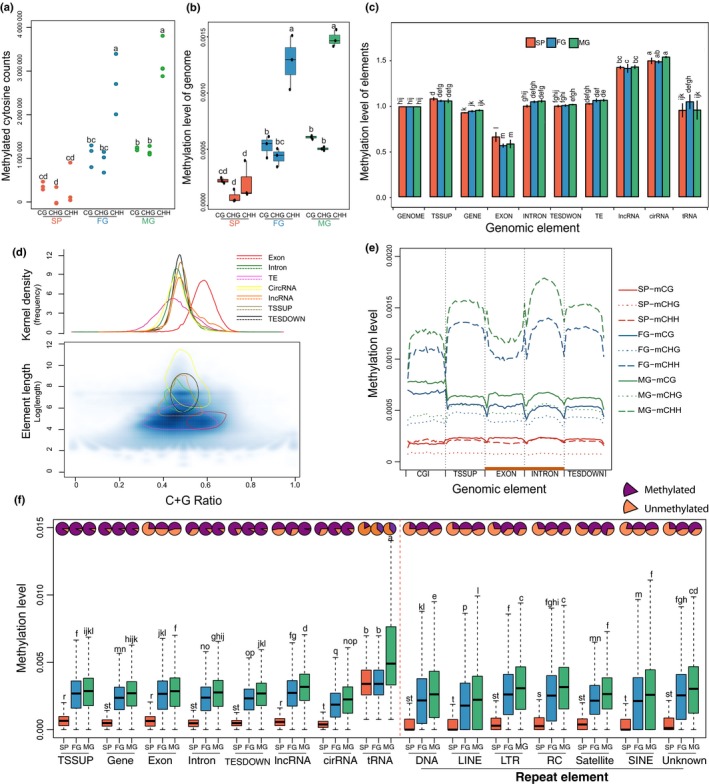
Genome‐wide methylation landscapes and NMLgc of *Saccharina japonica* sporophyte (SP), male (MG) and female (FG) gametophytes. (a) The counts of methylated cytosines (mCs) in CpG, CHG and CHH contexts for SP, FG and MG. The three dots in each column are results of replicates. (b) Distribution of methylation level of the whole genome (MLwg) in CpG, CHG and CHH contexts for SP, FG and MG. See the Materials and Methods section for the calculation of MLwg. The data of methylation level of each mC (MLmc) and its context attribute is obtained from the direct result Bismark (Supporting Information Datasets S1–S9). The white spots of the violin plots stand for the median value. (c) Methylation level of genomic components (MLgc) of TSSUP (transcript start site), TESDOWN (transcript stop site), exon, intron, transposable elements (TEs), genes encoding for long noncoding RNAs (lncRNAs), circular RNAs (circRNAs) and transfer RNAs (tRNAs). To eliminate the variability among samples, all MLgc are normalized by the intrasample MLwg (GENOME). Error bars indicate ± SD. (d) The distribution of CG ratios (number of G and C residues/total number of residues) of all elements for all life stages. Upper panel: density plot lines of different types (in different colours) show the distribution of CG ratios of all element types. The density command was used with parameter bw = 0.01 to draw these plots. Lower panel: scatter plots show the distribution of the lengths of individual elements (*y*‐axis) and their CG ratios (*y*‐axis). (e) Metaplots of methylation levels of genomic fragments (MLgf) across genomic elements of SP, FG and MG in three contexts (CpG, CHG and CHH). Each single element is divided into 20 equal bins and numbered by order of position, and the MLgf for each bin is calculated in three contexts (CpG, CHG and CHH, respectively). The MLgf of bins in the same order in the same genomic class are averaged. (f) Methylation levels of methylated genomic elements (MLgf). The pie charts on top describe the percentage of methylated (purple) and unmethylated (orange) elements, whereas box plots display their Mlgf (regardless of unmethylated genomic elements). Statistics were based on Duncan's and Student's *t*‐tests, the lowercase letters notations associated with plots in (a–c, f) indicate the level of significance among different groups.

**Figure 3:**
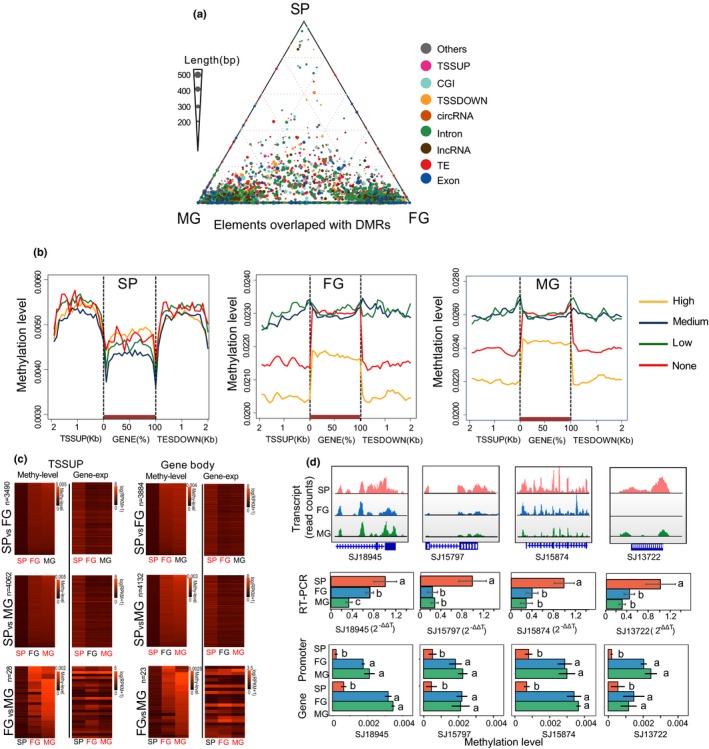
Genomic elements overlapped with differentially methylated regions (DMRs) for all *Saccharina japonica* life‐cycle stages (Sporophyte (SP), male (MG) and female (FG) gametophytes) and their relationship to gene expression. (a) Methylation differences of genomic elements (different colours) that overlapped with DMRs (see the Materials and Methods section) for SP, FG and MG. Ternary plots were drawn according to the methylation levels of genomic fragments (MLgf). (b) MLgf of genes for SP, FG and MG including 2‐kbp up‐ (TSSUP) and down‐stream (TESDOWN) flanking regions. All 18 733 genes were classified into four quantiles according to their expression levels (high, medium, low and none). The 2‐kbp regions up‐ and downstream of genes were divided into 100‐bp intervals for screening. Each gene was divided into 20 intervals (5% of total coding length per interval). Plots show the MLgf of each interval for both coding and noncoding regions up‐ and down‐stream of genes. (c) Heat maps of genes and their promoter regions (TSSUP) with significant negative correlation (*P* < 0.05) between their MLgf and expression levels for pairwise comparisons between all life‐cycle stages. Heat maps are coloured according to MLgf whereas gene expression levels are coloured according to log(RPKM+1). Abbreviations used in the figure: methy‐level (MLgf), gene‐exp (gene expression). (d) Significant negative correlation (*P* < 0.05) between the MLgf and the expression of genes (including their promoter regions) which moved from the sex determination region to autosomal loci. Upper row of panels: transcript read counts of four genes (SJ18945: glycosyl transferase, SJ15975: villin, SJ15874: GTPase activating protein, SJ13722: memo‐like protein) from SP, FG and MG. Middle row of panels: real‐time (RT)‐PCR results of the same four genes using SP as control. Lower row of panels: Methylation levels of the four genes and their promoters. *n* = 3; Statistics were based on Duncan's and Student's *t*‐tests. Error bars indicate ± SD.

In order to identify genomic compomemts that were preferentially methylated, the methylation level of a class of genomic component (MLgc such as tRNAs, lncRNAs) was calculated as following: the sum of MLmc of all mCs belonging to a specific component (e.g. tRNAs, lncRNAs) divided by the sum of cytosines and guanines of this component. The approach also was used to calculate the methylation level of the whole genome (MLwg; Fig. 2b). To remove experimental artifacts, noise and any batch effects, MLgc were normalized according to MLwg, which is defined as the normalized methylation level of genomic components (NMLgc; Fig. 2c) (Xiang *et al*., 2010).

### Differentially methylated sites (DMSs: a DMS corresponds to a single nucleotide), regions (DMRs) and promoters (DMPs) of WGBS

The DMRs were identified using the swdmr software (http://122.228.158.106/swDMR/), which uses a sliding‐window approach. The window size of 1000 bp using a step length of 100 bp was used. To avoid overlap of neighbouring DMRs, the sliding‐window always started downstream of already identied DMRs. Fisher's exact test was implemented to detect DMRs. The areaStat value that combines both the *P*‐values and fold‐change between two experimental groups were introduced to identify the DMR (see details for areaStat: http://www.bioconductor.org/packages/release/bioc/vignettes/DSS/inst/doc/DSS.html#11_background). A larger absolute value of the areaStat is more likely to be a DMR. The minimal absolute value of areaStat in the present study is 40, resulting in a greater than six‐fold difference in methylation level between two experimental groups (*n* = 3) with *P* < 0.05. Customized scripts were used to identify DMSs using Fisher's exact test with FDR multiple test correction. DMSs with *P* < 0.05 and a fold‐change of > 2 in methylation level between two experimental groups (*n* = 3) were considered candidate DMSs. The identification of DMPs was conducted for 2000 bp upstream of each gene using the same significance criteria as for DMRs.

### Validation of DNA methylation by bisulfite sequencing PCR (BS‐PCR)

The MLgf of specific genomic regions were validated by BS‐PCR. Genomic DNA (500 ng) of MG, FG and SP were converted using EpiTect Fast Bisulfite Conversion Kit (Qiagen) according to the manufacturer's instruction. CpG islands were identified using the MethPrimer (http://www.urogene.org/methprimer/), which also was used to design specific BSP methylation primers. PCRs were carried out with the following program: initial denaturation at 95°C for 30 s followed by 40 cycles of 95°C for 5 s, 60°C for 10 s, and 72°C for 40 s. The PCR products were purified and recovered by a DNA Universal DNA Purification Kit (Tiangen). Next, purified PCR products were cloned into the pMD18‐T vector (Takara, Beijing, China) and transformed into *Escherichia coli* DH5α‐competent cells (Yixin, Shanghai, China) for further replication. Positive clones were screened and sequenced (Sunny, Shanghai, China). Up to 30 randomly picked clones for each amplified locus were sequenced using the ABI3730xl platform.

#### Phylogenetic analysis

Given the large diversity of DNA methyl transferases (DNMTs), only the DNA methylase motif region (PF00145) was used for constructing phylogenetic trees after sequence alignment using muscle 3.8.31 (Edgar, 2004). Maximum‐likehood (ML) phylogentic trees were constructed using mega6 with the LG + G + F model, predicted as best model by the ‘Find best DNA/protein models’ module of mega6 (Tamura, 2013). Motif structures of genes were visualized using the Interactive Tree of Life (iTOL) (Ivica & Peer, 2016). 3D structures of DNMT proteins were visualized using X‐ray structure models from Swiss‐Model https://www.swissmodel.expasy.org/.

### Quantitative real‐time PCR

Total RNA was extracted using TRIzol (Invitrogen) according to the user manual. Purified RNA was dissolved in diethypyrocarbonate (DEPC)‐treated water. cDNA was synthesized from the total RNA using Moloney murine leukemia virus reverse transcriptase (Promega Biotech). The qRT‐PCR reactions were performed with the ABI StepOne Plus Real‐Time PCR System (Applied Biosystems, Foster City, CA, USA) using SYBR Green fluorescence (TaKaRa Bio, Kusatsu, Japan) according to the manufacturer's instruction. The 18S rDNA gene was used as reference. For each of the selected genes, three biological replicates were assayed independently. The qRT‐PCR amplifications were carried out in a total volume of 20 μl containing 10 μl of 26 SYBR Premix Ex TaqTM II (TaKaRa Bio), 0.6 μL (10 mM) of each primer, 2.0 μl of the diluted cDNA mix and 6.8 μl de‐ionized water. The qRT‐PCR protocol was as follows: initial denaturation at 95°C for 30 s followed by 40 cycles of 95°C for 5 s, 60°C for 10 s, and 72°C for 40 s. The 2^−△△CT^ method was used to analyze the qRT‐PCR data.

### Data availability

Datasets S1–S9 and their source Illumina clean data for methylome have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession no. GSE117191 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117191). The Illumina raw data for transcriptomes have been deposited at the NCBI database (the SRA accession numbers are SRR5860561–SRR5860568). The Illumina data of the MeDIP‐seq experiments and the WGS data were deposited at CNGB Nucleotide Sequence Archive (https://db.cngb.org/cnsa/, with project accession no. CNP0000364), as were the reassembled genome and genomic loci for TEs, CGIs, genes, circRNAs, lncRNAs, tRNAs and the detailed methylation data for genome‐wide visualization (visualization data is also deposited in GEO Series accession no. GSE117191). The methylation data based on WGBS and the gene expression based on RNA‐seq can be visualized using the online genome browser at the OrcAE database (https://bioinformatics.psb.ugent.be/orcae/).

## Results

### Assessment of DNA methylation based on an improved genome assembly

In order to obtain evidence of cytosine methylation in the genome of *S. japonica,* MeDIP was performed using a mixture of DNA from all three life stages of the *S. japonica* strain Ye‐c12 (SP, FG, MG). Methylated DNA was recognized by a 5‐methylcytosine antibody. After PCR amplification, 220–520‐bp fragments were selected to construct the sequencing libraries. The libraries revealed a positive signal of the excepted length (220–520 bp; Fig. S1A), indicating the presence of 5‐methylcytosines in the DNA of *S. japonica*. However, the positive control (Bos DNA) gave near six‐fold stronger signals (Fig. S1B), suggesting that the concentration of 5‐methylcytosines was significantly higher in Bos DNA (average MLwg of 8.43%) compared to *S. japonica* (Dechow & Liu, 2018).

In order to provide first insights into the methylome landscape on a chromosome‐wide scale, pseudo‐chromosomes were constructed by combining a genetic linkage map (Zhang *et al*., 2015) with scaffold information. A total of 1576 scaffolds were anchored to 31 linkages of the genetic map (Fig. 1; Methods S1, part 1), accounting for 64.69% (35 293 Mb) of the assembled kelp scaffolds. The remaining scaffolds were concatenated to construct an artificial chromosome (Figs S2, S3; Methods S1, part 1).

### Cytosine methylome landscapes based on MeDIP‐seq

In order to obtain insights into the global methylation landscape between life stages, independent MeDIP experiments were performed for FG, MG and SP with three biological replicates each. However, only MG produced enough immunoprecipitated DNA after PCR amplification. The negative results for FG and SP were verified by additional MeDIP experiments, suggesting reduced levels of methylation in FG and SP. Then WGB‐seq were performed for three MG replicates and one negative control (also named as input). A total of 20 Gbp paired‐end reads were generated from three MG MeDIP‐seq libraries and one input library (Table S1). The MeDIP‐seq reads were mapped across chromosomal regions in three MG and one control sample (Fig. S2A); 8824 peaks were obtained in a total length (three replicates) of 8 764 952 bp, covering 1.61% of the genome (Table S2). The distribution of MeDIP‐seq reads (normalized absolute read depth = NARD) showed that the reads were distributed across all of the genomic feature regions (Fig. S2B). Interestingly, lncRNA genes and cirRNA genes had the highest level of NARDs (*P* < 0.05), whereas exons and genes encoding tRNAs had the lowest level of methylation (*P* < 0.05). The distribution of NARDs across lncRNA genes and CpG islands (CGIs) had a higher level of methylation than regions 2 kbp up‐ and downstream (Fig. S2C).

### Cytosine methylome landscapes based on WGBS

Overall, only *c*. 

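Whole-genome bisulfite sequencing (WGBS) converts unmethylated cytosines so that they are read as thymine, and a cytosine that is still read as cytosine is counted as methylated. The share of the genome's cytosines that the authors listed as methylated (mCs) was computed for 9 libraries, 3 each from sporophytes (SP), female gametophytes (FG) and male gametophytes (MG). Nuclear mCs on both strands were divided by the 133783215 C and 133884936 G of the genome given in Table S4, since each G is a cytosine of the opposite strand. The share was 0.636%, 0.256% and 0.296% in the 3 SP libraries. It was 1.68%, 1.29% and 2.17% in the FG libraries and 1.88%, 1.97% and 2.34% in the MG libraries. The mean over all libraries was 1.39% ± 0.808 (SD, n = 9). The stage means were 0.396% ± 0.209 (SD, n = 3) for SP, 1.71% ± 0.442 (SD, n = 3) for FG and 2.06% ± 0.241 (SD, n = 3) for MG. The setting that moved the overall mean most was a minimum of 4 methylated reads per mC, under which it was 0.00216%. With at least 2 methylated reads it was 0.0412%, and with a coverage of at least 10 reads it was 0.488%.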

1.4% of cytosines in the genome of *S. japonica* were methylated based on WGBS. At such low levels of DNA methylation, a few sequencing errors can significantly impact the results. Thus, to minimize false positives and negatives in the present dataset, three biological replicates were sequenced for each life‐cycle stage of *S. japonica* using WGBS (Fig. 1; Table S1). 

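The deposited data hold 1 list of mCs for each of the 9 libraries, with the position, strand, sequence context, methylated and unmethylated reads, methylation level, p-value and corrected p of every listed cytosine. The sporophytes were blades of about 3 cm according to the paper, and the sample labels give an age of 4 months for SP and of 2 months for FG and MG. The authors aligned paired-end bisulfite reads to the scaffolds of their assembly and to the organelle genomes with Bismark, removed duplicate read pairs and counted methylated and unmethylated reads per cytosine. Replicates were not pooled. Table S1 gives the mapped reads, which ranged from 36601545 to 40719876 in SP, from 27541592 to 34780457 in FG and from 31784186 to 36634760 in MG. It gives a mean coverage of cytosines of 14.7, 13.5 and 14.8 reads in the SP libraries, of 10.5, 10.1 and 13.8 reads in FG and of 11.2, 11.6 and 14.5 reads in MG. Methylated reads at listed nuclear sites totalled 1787624, 694551 and 803572 in SP, 4661145, 3549494 and 6412845 in FG and 5229482, 5453612 and 6562515 in MG. Cytosines that were covered but not called are absent from the lists, so a level over a region is the sum of the levels of its listed sites and not the share of all its reads. The lists name scaffolds and not pseudo-chromosomes. Table S25 places 291 of the 9613 scaffolds with mCs on a chromosome, which is 88.4 of 522.7 Mb, so values per chromosome rest on that part and no mC was assigned to a gene. The placed scaffolds are those for which it lists a nuclear tRNA gene. Stages were compared with an exact two-sided permutation test, whose smallest p for 3 libraries against 3 is 0.1, or with models fitted across chromosomes, bins or windows. Organelle sites were left out of all nuclear values.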

By calculating the percentage of cytosines sequenced at cytosine reference positions in the lambda genome, a final conversion rate of > 99.95% was identified for unmethylated cytosines. By combining nine individual methylome profiles, it was possible to obtain a high‐quality, high‐resolution kelp methylome with a final sequence yield of 92.4 Gbp covering 86% of all cytosines in the genome (Table S1). To minimize the number of false positives, the lower threshold for identification of methylated cytosines was set at four sequence reads per methylated cytosine (Table S1; Datasets S1–S9).

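The lowest coverage of any mC in the 9 lists was 5 reads, and the lowest number of methylated reads was 1. Sites with exactly 1 methylated read made up 98.7% ± 0.0680 (SD, n = 3) of the mCs in SP, 97.2% ± 0.429 (SD, n = 3) in FG and 96.7% ± 0.442 (SD, n = 3) in MG. The SP share was above every FG and MG library (exact permutation test, p = 0.1 in each comparison, the smallest that 3 libraries against 3 allow), whereas FG and MG differed by less than their spread (exact permutation test, p = 0.4). The median coverage of an mC was 7 to 9 reads, so a single methylated read at such a site gives an MLmc of 0.111 to 0.143. With at least 2 methylated reads per mC, 22136, 8978 and 11260 mCs were left in the SP libraries, 131153, 81631 and 186594 in FG and 155716, 157672 and 237890 in MG. The p-values in the lists equal those of a two-sided binomial test of the methylated reads against 1 background rate per library and context, within a tolerance of 1% for all sites. Solved from the p-values, the background rate of CHH sites was 0.0175% in SP replicate 1, 0.0670% and 0.0667% in SP replicates 2 and 3, and between 0.0591% and 0.0704% in FG and MG. For CpG it was 0.0746% in SP replicate 1 and between 0.250% and 0.302% in the other 8 libraries. Solved from the largest p-value of each context, with a Benjamini-Hochberg correction assumed, the number of cytosines that entered the correction in a library was such that 94.5% to 98.4% of them are listed. With the correction made over all cytosines covered by at least 5 reads, an alternative chosen after the lists had been examined, 13497, 13 and 11 nuclear mCs were left in SP, 44041, 23431 and 92715 in FG and 35517, 56434 and 59919 in MG.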

Most of the chromosomes had the highest MLgf in MG with additional hypermethylated chromosomes 4, 17 and regions on chromosomes 9, 12, making MG the most methylated life‐cycle stage, followed by FG and SP (Figs 1, S4, S5B; Table S3). 

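The level of each chromosome was computed per library as the sum of MLmc over its listed sites per Mb of placed scaffold, for chromosomes 1 to 31 and for chromosome 0, which collects the unanchored scaffolds. The log2 levels of the 9 libraries were compared with limma, with 1 spread shared by all libraries and chromosomes. This fit counts the chromosomes of a library as independent, but they moved together. FG replicate 2, for example, had the lowest level of the FG libraries on every chromosome. The p-values of the fit can therefore be smaller than the number of libraries allows. In MG 29 of 32 chromosomes lay above FG, by a mean log2 ratio of up to 0.74, and none passed an adjusted p of 0.05, while 2 had an unadjusted p below it. Chromosome 4, with 10 placed scaffolds, had a level of 1733 ± 55.1 (SD, n = 3) in MG, 1101 ± 210 (SD, n = 3) in FG and 247 ± 102 (SD, n = 3) in SP, and its log2 ratio of MG to FG was 0.67 (standard error 0.298, adjusted p = 0.404 from limma). Chromosome 17, with 5 placed scaffolds, reached 1855 ± 90.5 (SD, n = 3) in MG against 1124 ± 223 (SD, n = 3) in FG, a log2 ratio of 0.74 with the same standard error and adjusted p. For chromosomes 9 and 12 the log2 ratios were 0.30 and 0.22 (adjusted p = 0.606 for both). All 32 chromosomes had a higher level in FG than in SP and in MG than in SP, with log2 ratios of 1.78 to 2.39 and of 1.98 to 2.89 and adjusted p of at most 1.06e-08 and 2.97e-10. At a coverage of at least 10 reads, chromosome 17 in FG against SP (log2 ratio 0.69, adjusted p = 0.419 from limma) and chromosomes 7 and 29 in MG against SP (adjusted p = 0.0826 and 0.096) no longer passed. Without SP replicate 1, which enters this fit through the shared spread, the standard error fell to 0.163 and chromosomes 4 and 17 passed the threshold (adjusted p = 0.000985 and 0.000345). They also passed it with at least 2 methylated reads per mC (adjusted p = 0.00182 and 0.000436) and for CpG alone (adjusted p = 0.00532 and 0.00386). The passes without SP replicate 1 and in both of these settings rest on the spread shared by all chromosomes. They do not show that the difference exceeds the spread of the libraries. The levels themselves did not overlap between MG and FG on these chromosomes. On chromosome 4 they were at least 1676 in MG and at most 1298 in FG, and on chromosome 17 at least 1750 and at most 1329. With each level divided by the library's own mean, chromosomes 4 and 17 were higher in MG by log2 ratios of 0.44 and 0.51 (adjusted p = 2.66e-05 and 0.00485) and 5 chromosomes were lower.

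**Figure D1:**
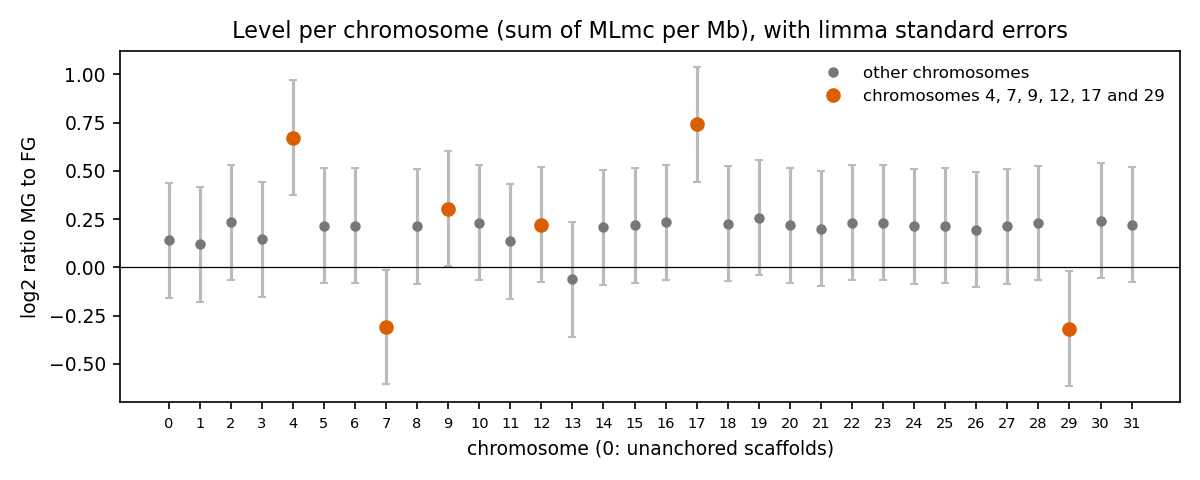
Log2 ratio of the mean level (sum of MLmc per Mb of placed scaffold) in MG to that in FG for each chromosome, 3 libraries per stage, with the standard error from limma. Chromosomes 17 and 4 lie highest at 0.74 and 0.67, and chromosomes 7, 13 and 29 lie below 0.

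The mCs of these chromosomes were also covered by a different number of reads in the 2 sexes. The mean coverage of mCs on chromosome 4, relative to all placed mCs of the same library, was 1.16, 1.18 and 1.23 in the MG libraries and 0.971, 0.954 and 0.958 in FG. On chromosome 17 it was 1.25, 1.26 and 1.31 in MG and 0.907, 0.903 and 0.912 in FG. The number of CHG and CHH sites with 1 methylated read was therefore compared between MG and FG within classes of coverage, relative to the chromosomes that the paper does not name. At 5 to 8 reads the log2 ratio of MG to FG was -0.06 for chromosome 4 and -0.23 for chromosome 17, at 9 to 12 reads it was 1.05 and 1.21, and at 13 to 20 reads it was 2.33 and 3.27. In the classes from 9 reads, every MG library lay above every FG library on both chromosomes (exact permutation test, p = 0.1, the smallest possible here). The same held for chromosome 9, with log2 ratios of -0.019, 0.28 and 1.18 in the 3 classes and a relative coverage of 1.02, 1.01 and 1.02 in MG and 0.947, 0.940 and 0.934 in FG. The unnamed chromosomes ranged from -0.21 to 0.04 at 5 to 8 reads, from -0.53 to 0.11 at 9 to 12 reads and from -0.88 to 0.35 at 13 to 20 reads.

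**Figure D2:**
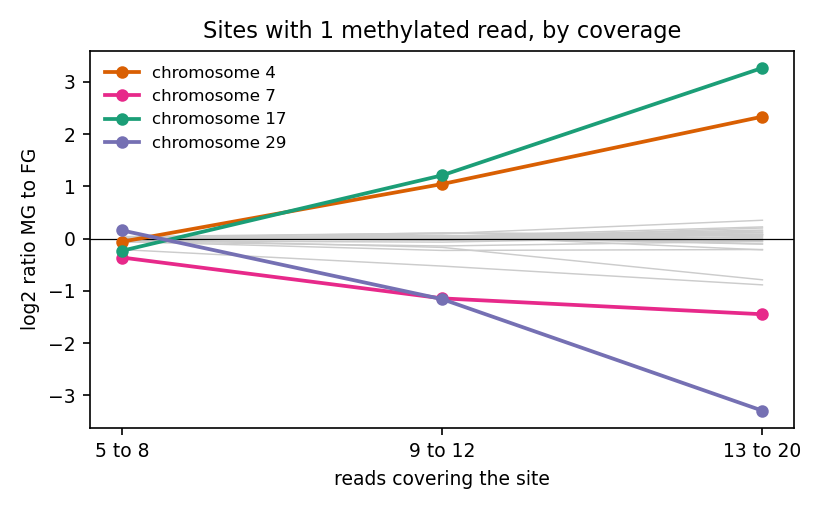
Log2 ratio of MG to FG in the number of CHG and CHH sites with 1 methylated read, by the reads that cover the site, as the mean of 3 libraries per stage. Each grey line is a chromosome that the paper does not name, chromosome 4 lies above their range only at 9 reads and more, and chromosome 17 lies just below it at 5 to 8 reads and above it at 9 reads and more.

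From the ranking of the stages over the chromosomes, the paper states that MG is the most methylated life-cycle stage, followed by FG and SP.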

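Methylated reads were also counted in 10-kb bins of all scaffolds and compared between stages with edgeR's quasi-likelihood test, with the mapped reads of Table S1 as library sizes. Bins with at least 10 methylated reads over the libraries compared were tested. Of 57915 bins, 4900 were higher and 1323 lower in MG than in FG at an adjusted p below 0.05. FG was higher than SP in 55397 and lower in 229 of 56823 bins, and MG was higher than SP in 56835 and lower in 39 of 57459 bins. Most of the lower bins rest on SP replicate 1, without which they fell to 38 and 1. The 3 libraries of MG and the 3 of FG did not overlap in 20.4% of the bins, where chance gives 10%, against 97.2% for FG and SP and 98.4% for MG and SP. Among the settings tried, the numbers of bins higher in FG and in MG than in SP moved most with DESeq2's own size factors, to 40 and 1324, and the number higher in MG than in FG moved most with at least 2 methylated reads per mC, to 162. Such size factors take out the overall difference between libraries. Scaling by edgeR's TMM method does so as well, and FG was then higher than SP in 64 bins and lower in 761, MG was higher than SP in 2095 and lower in 1843, and MG was higher than FG in 4619 and lower in 2800. Among called bins without overlap between the libraries, the largest fitted rise from FG to MG was on scaffold 1304, where the bin from 90001 to 100000 held 1250, 1410 and 1151 methylated reads in the MG libraries, 302, 75 and 78 in SP and 0 in each FG library (adjusted p = 3.11e-29 from edgeR). The bins from 110001 to 120000 and from 80001 to 90000 of the same scaffold came next (adjusted p = 2.11e-29 and 2.08e-29), also with 0 reads in FG. The largest fitted fall was on scaffold 3828 from 1 to 10000, with 5, 359 and 252 methylated reads in the FG libraries and 0 in the others (adjusted p = 3.43e-14), followed by the bin from 10001 to 14545 of that scaffold and by scaffold 2653 from 1 to 10000. A count of 0 methylated reads in these lists can also mean that the region was not covered. Against SP, the bin with the largest rise in FG was on scaffold 2215 from 20001 to 30000 (adjusted p = 0.000722), with 1, 486 and 39273 methylated reads in the FG libraries. Most of these reads were in FG replicate 3, but the bin was still called without that library (adjusted p = 5.06e-20) and not without FG replicate 2 (adjusted p = 0.0815 from edgeR). In MG the largest rises against SP were on scaffolds 4961, 3777 and 1101, with 85, 77 and 98 methylated reads in the MG libraries for the first and 0 in each SP library. Of the called bins lower in MG than in SP, only scaffold 3194 from 20001 to 20987 had no overlap between the libraries, with 13, 8 and 10 methylated reads in SP and 0 in MG.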

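Chromosome 7, with 7 placed scaffolds, had a level (sum of MLmc per Mb) of 1065 ± 202 (SD, n = 3) in FG and 851 ± 82.0 (SD, n = 3) in MG. The log2 ratio of MG to FG was -0.31 (standard error 0.298, adjusted p = 0.606 from limma). Chromosome 29, with 6 placed scaffolds, had a level of 1554 ± 173 (SD, n = 3) in FG and 1242 ± 47.7 (SD, n = 3) in MG, a log2 ratio of -0.32 with the same adjusted p. Neither difference passed the threshold in this fit, whose shared spread includes the SP libraries. On chromosome 29 the FG libraries, at 1356 to 1675, lay above the MG libraries, at 1193 to 1289. On chromosome 7 the libraries of FG and MG overlapped. Divided by the mean level of each library, both were lower in MG, by log2 ratios of -0.54 and -0.55 (adjusted p = 4.09e-05 and 0.0014 from limma). The mCs of chromosome 29 were covered 1.33, 1.31 and 1.39 times as deeply as all placed mCs in the FG libraries and 0.950, 0.936 and 0.950 times in MG. On chromosome 7 the relative coverage was 0.977, 0.968 and 0.965 in FG and 0.946, 0.919 and 0.889 in MG. Within classes of coverage, the log2 ratio of MG to FG for sites with 1 methylated read was 0.16 on chromosome 29 at 5 to 8 reads and -3.29 at 13 to 20 reads. On chromosome 7 it was -0.36 and -1.45, below the unnamed chromosomes in both classes.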

Although chromosomes 7 and 29 had a higher MLgf in FG compared to MG (Figs 1, S4, S5B), sex‐determining genes were not found to be localized on these chromosomes (Lipinska *et al*., 2017) (Tables S3–S4). 

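Over all 9 libraries together, 56.4% of the nuclear mCs were in a CHH context, 19.4% in a CHG context and 24.2% in a CpG context. The share of CpG was 23.3%, 23.0% and 22.3% in the FG libraries and 23.4%, 23.1% and 20.0% in MG. It differed by less than the spread of the libraries between MG and FG (exact permutation test, p = 0.9). In SP the libraries were unlike each other, with 27.0% of mCs in CpG in replicate 1 and 59.1% and 59.7% in replicates 2 and 3. The CHH share in SP was 53.4% in replicate 1 and 28.7% and 28.4% in replicates 2 and 3, so CpG and not CHH was the largest class in the latter. With each library given the same weight, the mean shares were 50.8% ± 12.7 (SD, n = 9) for CHH, 18.0% ± 3.39 (SD, n = 9) for CHG and 31.2% ± 16.1 (SD, n = 9) for CpG. The SP share of CpG was above every FG and MG library (exact permutation test, p = 0.1 for both comparisons, the smallest that 3 libraries against 3 allow), but this order did not hold at higher minimums of methylated reads. At 2 methylated reads or more, SP replicate 1 had a CpG share of 23.01% and MG replicate 1 one of 23.20% (exact permutation test of MG against SP, p = 0.2). At 4 or more, SP replicate 1 had 14.8%, below the 16.6% to 19.2% of the FG and MG libraries, while SP replicates 2 and 3 had 55.7% and 56.0% (exact permutation test, p = 0.4 for both comparisons). Among the minimums of coverage and of methylated reads tried, 4 methylated reads per mC moved the pooled shares of CHH and CpG most, to 62.8% and 17.5%, and a coverage of 10 reads moved that of CHG most, to 20.6%. With the correction for multiple tests made over all covered cytosines, which was chosen after the data had been seen, the CHH share was 74.2% ± 0.864 (SD, n = 3) in FG and 72.5% ± 1.81 (SD, n = 3) in MG. In SP it was 31.5% ± 32.6 (SD, n = 3), with 68.6% in replicate 1 and 7.69% and 18.2% in replicates 2 and 3, where 84.6% and 81.8% of the 13 and 11 mCs left were in CpG. The background rate in FG and MG was 0.250% to 0.302% for CpG and 0.0591% to 0.0704% for CHH. CpG sites therefore pass this correction less easily, so the higher CHH share in FG and MG does not show a stronger preference for CHH.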

Approximately 57% of the methylated cytosines in the genome were methylated in a CHH context, whereas 19% and 24% were in CHG or CpG contexts, respectively (Fig. 2a; Table S4). 

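The median MLmc of each context was taken per library, with the libraries and not the sites as replicates. The median of CpG was above those of CHG and CHH in 3 libraries, FG replicate 3 and MG replicates 1 and 3, and equal to both in the other 6. In FG replicate 3 it was 0.125 against 0.111 for both other contexts, in MG replicate 1 it was 0.143 against 0.125, and in MG replicate 3 it was 0.125 against 0.1. In SP replicates 2 and 3 and FG replicates 1 and 2, all 3 contexts had a median of 0.143. These medians are the level of 1 methylated read at a coverage of 7 to 10 reads, so they can take only a few values. The mean difference of CpG from either context was 0.0063 (exact sign-flip permutation over 9 libraries, p = 0.25). With 6 libraries tied, no smaller p was possible, so this test could not have passed. With a coverage of at least 10 reads per site, CpG was higher in 7 libraries and tied in 2, a mean difference of 0.0066 (exact sign-flip permutation, p = 0.0156, the smallest that these ties allow). In every library, CpG sites were called against a higher background rate than CHG and CHH sites. A CpG site with a low level is therefore harder to list, which by itself can raise the level of listed CpG sites. The comparisons of contexts here cannot separate this from more methylation at CpG. With at least 4 methylated reads per site, the median of CpG was above that of CHG in 6 libraries, tied in 2 and lower only in MG replicate 3, at 0.167 against 0.5. The mean difference from CHG was -0.0207 with that library and 0.0184 without it, a combination chosen after the data had been seen, and from CHH it was 0.0229. The means of MLmc over all 9 libraries were 0.136 ± 0.00958 (SD, n = 9) for CpG, 0.129 ± 0.00984 (SD, n = 9) for CHG and 0.130 ± 0.00989 (SD, n = 9) for CHH.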

Even though more cytosines were methylated in a CHH context, the median methylation level of methylated CpG (MLmc) is highest for all three contexts. (*P* < 0.05; Fig. S6). Interestingly, MLgfs in 10 000 bps bins of chromosomes show a significantly negative correlation with the CpG O/E (observed/excepted value), CpG ratio (nucleotide counts of all CpGs in bin/bin length) and CGI (CpG Island) ratio (nucleotide counts of all CGIs in bin/bin length), and a positive correlation with the CHH ratio (nucleotide counts of all CHHs in bin/bin length) (Figs S7–12), indicating that the CHH sites are preferentially methylated.

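The number of nuclear mCs was 1702060, 684742 and 791198 in the 3 SP libraries, 4493644, 3443506 and 5803035 in FG and 5043993, 5263792 and 6255023 in MG. The mean was 4.32 times higher in FG and 5.21 times higher in MG than in SP, and every gametophyte library exceeded every SP library (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). MG exceeded FG 1.21 times, which is within the spread of the libraries (exact permutation test, p = 0.3). MLwg, the sum of MLmc over all mCs divided by the number of C and G, was 0.000507 ± 0.000211 (SD, n = 3) in SP, 0.00226 ± 0.000420 (SD, n = 3) in FG and 0.00261 ± 7.95e-05 (SD, n = 3) in MG. FG and MG lay 4.45 and 5.15 times above SP without overlap (exact permutation test, p = 0.1), and MG lay 1.16 times above FG (exact permutation test, p = 0.3). By context, the number of mCs in FG was 2.34 times that of SP for CpG, 5.27 times for CHG and 5.96 times for CHH, and in MG it was 2.73, 6.44 and 7.24 times that of SP. The CHG and CHH values rest on SP replicate 1, without which they were 10.1 and 12.5 times in FG and 12.4 and 15.2 times in MG. MLwg of CpG rose from 0.000223 ± 2.43e-05 (SD, n = 3) in SP to 0.000533 ± 9.71e-05 (SD, n = 3) in FG and 0.000611 ± 1.55e-05 (SD, n = 3) in MG. For CHH it rose from 0.000206 ± 0.000170 (SD, n = 3) in SP to 0.00129 ± 0.000242 (SD, n = 3) in FG and 0.00149 ± 7.56e-05 (SD, n = 3) in MG, which is 6.26 and 7.25 times that of SP, and 12.0 and 13.9 times without SP replicate 1. SP replicate 1 had more than 2 times the mCs of the other SP libraries, and its background rate for calling was the lowest of all libraries. Called with the rates of SP replicate 2, it had 1654371 mCs. With at least 4 methylated reads per mC, the libraries of the gametophytes overlapped with those of SP. The mean number of mCs was then 2.74 times that of SP in FG and 2.45 times in MG (exact permutation test, p = 0.3 for both), and MLwg was 1.82 and 1.004 times that of SP (exact permutation test, p = 0.5 and p = 1). Of the SP libraries, replicate 1 had nearly all of these mCs, at 8030 against 167 and 209 in the others, and without it the mCs were 40.8 and 36.5 times and MLwg 516 and 284 times that of SP. At this minimum, the log2 ratio of MG to FG was -0.16 for the number of mCs and -0.86 for MLwg, which rested on FG replicate 3. Its MLwg was 3.37e-05, against 9.00e-06 and 8.97e-06 in the other FG libraries, and without it the log2 ratios were 0.46 and 0.081, a combination chosen after the data had been seen. Without MG replicate 2 the log2 ratio of mCs was 0.0009.

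**Figure D3:**
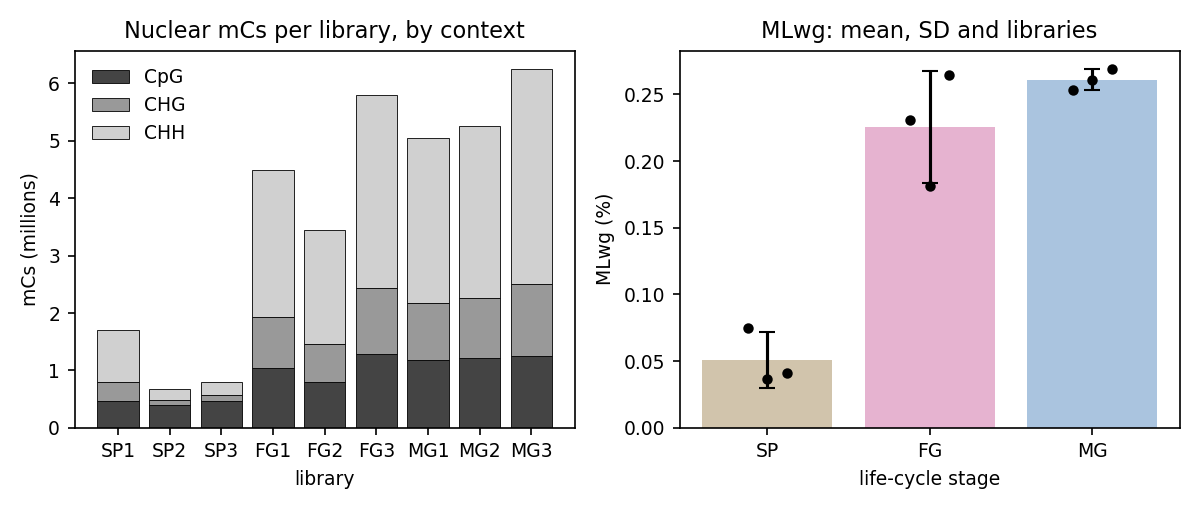
Number of nuclear mCs by context for each of the 9 libraries (left), and MLwg in percent per stage (right) as mean bars with SD and the 3 libraries as points. The SP libraries lie below every FG and MG library in both.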

Among all life‐cycle stages, SP had the lowest counts of methylated cytosines and the lowest MLwg for the whole genome and MLgc for all classes of components (CpG, CHG and CHH) (*P* < 0.05; Figs 2a,b, S6, S13). However, NMLgc fluctuated significantly across the genome (Fig. 2c), reflecting a mosaic methylation pattern where nonmethylated regions were interspersed with methylated regions. Notably, the most highly methylated genetic elements in the genome of *S. japonica* were loci encoding for circRNAs and lncRNAs (Figs 2c, S14; Tables S5–S15) with 81% and 66% of all elements methylated, respectively (Fig. 2f; Tables S4–S14). Coding genes and their regulatory parts (TSSUP and TESDOWN) sites) were significantly less methylated than noncoding circRNA and lncRNA genes (*P* < 0.05; Fig. 2c). Exons had the lowest NMLgc (*P* < 0.05; Fig. 2d). Most of the exons were methylated in the CHH context with a concave methylation pattern. Introns, however, showed a convex methylation pattern (Figs 2e, S15). Convex methylation patterns also were found in the core regions of genes encoding for lncRNAs and circRNAs (Fig. S15).

Predicted numbers of tRNA genes for the mitochondrion, chloroplast and nuclear genomes of *S. japonica* were 24, 29 and 757*,* respectively. On average, 29.1% of all tRNA genes were methylated (Fig. 2f; Table S14). In plants and algae, repetitive elements such as TEs are often most highly methylated (Cokus *et al*., 2008; Law & Jacobsen, 2010; Su *et al*., 2014; Takuno *et al*., 2016). However, in *S. japonica*, methylation of TEs does not seem to play a significant role (Figs. 2c, S12–S13), as only 47.8% TEs methylated, which is lower compared to genes (93.1%), introns (81.3%), circRNAs (80.9%), lncRNAs (66.4%), TSSUPS (90.3%), TESDOWNS (89.6%) and CGIs (60.5%), but just a little higher than exons (42.4%) and tRNA genes (29.1%) (Fig. 2f; Tables S5–S14). Although only 42% (Table S7) of exons were methylated, methylated exons had above average MLgf (Fig. 2f).

### Functional analysis of DMRs between life‐cycle stages

Identification of DMRs was done using a sliding‐window approach with a window size of 1000 bp and a step length of 100 bp (see the Materials and Methods section). Despite the overall low level of DNA methylation in *S. japonica*, the number of DMRs varied considerably between life‐cycle stages. By systematically surveying the regions that were differentially methylated between all life‐cycle stages, 12 hypermethylated DMRs were found in sporophytes (Table S15a,d), 646 hypermethylated DMRs in female (Table S15b, e) and 790 hypermethylated DMRs in male gametophytes (Table S15c, f). 

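Methylated reads were counted in adjacent windows of 1 kb over all scaffolds, and windows with at least 10 methylated reads over the libraries compared were tested with edgeR's quasi-likelihood test, with the mapped reads as library sizes. A window was called at an adjusted p below 0.05 and a fold change above 6, the window length and fold of the paper's DMRs. MG was higher than SP in 227737 and lower in 52 of 468532 windows. FG was higher than SP in 176014 and lower in 220 of 452450 windows. Between the sexes, 7773 windows were higher and 337 lower in MG than in FG, of 481388. The paper's DMRs come from a window that slides in steps, with Fisher's exact test and a minimum of areaStat, a value that it describes as combining P-values and fold change. That step was not repeated here, so windows and DMRs are different units and their counts are not estimates of each other. The numbers of windows higher than in SP moved most with TMM scaling, under which 582 windows were higher and 309 lower in MG than in SP, and 229 were higher and 454 lower in FG than in SP. Without SP replicate 1, the windows lower in MG than in SP fell to 1. With at least 2 methylated reads per mC, 10021 windows were higher in MG than in SP, 5484 in FG than in SP and 385 in MG than in FG. For CHH alone, the context of the DMRs in Table S15, 279405 windows were higher in MG than in SP, 234354 in FG than in SP and 5867 in MG than in FG. The paper counts the most hypermethylated DMRs in MG and the fewest in SP, and states that the number of DMRs differed widely between the stages.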

DMRs were identified to overlap with exons, introns, TEs, TSSUPs, TESDOWNs, circRNA genes, lncRNA genes and intergenic DNA, and the length of overlapping fragments ranged from 10 to 500 bp (Fig. 3a). By clustering the overlapped elements with DMRs according to their MLgf for each life‐cycle stage, they were found to be most highly methylated in MG and FG (Fig. 3a), reflecting the genome‐wide trend (Fig. 2a,b). GO and KEGG enrichments were conducted for all DMRs and all life‐cycle stages representing protein‐coding genes (Table S16). Differentially methylated genes (genes overlapped with DMRs) in SP were enriched in rRNA modification (GO:0000154), RNA methylation (GO:0001510), generation of precursor metabolites and energy (GO:0006091), methyltransferase activity (GO:0008168), transferase activity (GO:0016758, GO:0016758) (Table S15). Differentially methylated genes in MG were enriched for the following GO terms: cellular process (GO:0009987), cell wall organization (GO:0071555), cellular metabolic process (GO:0044237), metabolic process (GO:0008152) and Pentose phosphate pathway (ko00030) (Figs S16–18; Tables S16–17). Differentially methylated genes specific to FG were enriched for GO terms of cell–cell junctions (GO:0005911), transition metal ion binding (GO:0046914), cellular developmental processes (GO:0048869) and plant hormone signal transduction pathways (ko04075) (Figs S16–18; Tables S16–17).

### DNA methylation and gene expression

A greater number of highly expressed genes were identified in sporophytes than in gametophytes (RPKM > 10). Generally, there was a negative correlation between gene expression and MLgfs (Figs 3b, S19). In SP, 3884 genes and 3490 TSSUPs were significantly hypomethylated and more highly expressed than in FG, whereas 4132 genes and 4062 TSSUPs were significantly hypomethylated and more highly expressed than in MG (Duncan's and Student's *t*‐test, *P* < 0.05; Fig. 3c; Tables S17–19). Only 51 genes in SP were hypermethylated with significantly lower expression than in either FM or MG (Student's *t*‐test, *P* < 0.05; Fig. 3c; Tables S18–20). In particular, some of the hypomethylated and highly expressed genes in SP with their respective GO term categories in comparison to FG and MG revealed some insights into processes that might be important for developing fully grown kelp sporophytes (Tables S21–22). For instance, enriched GO terms for this category in SP vs FG included structural molecule activity (GO:0005198, *P* < 0.01) and carbohydrate derivative binding (GO:0097367, *P* < 0.05). The same category for SP vs MG includes the GO term membrane protein complex (GO:0098796, *P* < 0.01). Interestingly, four genes that were reported to have moved from sex‐determining chromosomal regions to auto chromosomes (Lipinska *et al*., 2017) were more highly expressed in SP and had significantly reduced MLgf in all life‐cyle stages (Figs 3d, S20; Table S23; Methods S1, part 2). Other hypomethylated and strongly expressed genes in SP included a cellulose synthase, a mannuronate C5‐epimerases (MC5E) and an iodoperoxidase (vIPO) (Fig. S21).

Although there was no significant correlation between MLgf and expression levels of lncRNAs and circRNAs genes (Figs S22–23) (|Pearson correlation index| < 0.01, *P* > 0.05), lncRNAs genes with expression levels in the top 10% had the lowest level of MLgf, and lncRNAs with MLgf in the top 10% had the lowest expression levels. The similar trends also were found in circRNAs. However, there was no significant correlation between MLgf and the expression of TEs (Fig. S24).

### A comparison between MeDIP‐seq, BS‐PCR and WGBS

Evidence for DNA methylation in *S. japonica* although at a relatively low level is provided by MeDIP‐seq and WGBS. Furthermore, there is a high consistency between results from both methods (Pearson correlation index > 0.5, *P* < 0.001; Fig. S25). For example, both methods revealed independently that methylation preferentially took place at genes encoding lncRNAs and circRNAs. These results were confirmed by BS‐PCR with subsequent cloning and Sanger sequencing. Ten genes (Figs 3d, S21) were assessed and good agreement was obtained between the WGBS and BS‐PCR (Figs S26–35). Thus, the independent validation of DNA methylation based on three different methods suggests that the DNA of *S. japonica* indeed appears to be methylated albeit a low level.

### Genome‐wide heterozygosity and its influence on estimating the level of DNA methylation

The level of heterozygosity between the reference genome and the DNA obtained from the individuals used for the experiments can have an influence on estimating methylated cytosines. This is particularly critical if the overall level of methylation is low at a considerable level of heterozygosity between the reference genome and the genome of the individuals used for the experiments. To address this potential issue, Illumina WGS was performed for both male (MG) and female (FG) parents to determine differences in the level of heterozygosity. After mapping *c*. 50 Gbp of FG and MG to the reference genome, it was calculated that the overall level of heterozygosity was ≤ 0.14% (Table S24). Of all identified heterozygosity sites, C‐T/G‐A polymorphic sites (168 560 for FG and 118 421 for MG) overlapped with only 0.02% ~–0.04% of all mCs site for FG and MG samples (Table S24b), indicating that heterozygosity was not impacting > 0.04% of all identified mCs in FG and MG.

### DNA methyltransferases and demethylases in *S. japonica*

The DNMTs and demethylases (DNDMTs) are involved in the establishment of tissue and cell‐type‐specific methylation patterns during developmental processes in most multicellular organisms (Meissner *et al*., 2008; Kohli & Zhang, 2013; Satgé *et al*., 2016; Iurlaro *et al*., 2017). As the overall DNA methylation was relatively low in *S. japonica*, a homology‐based search was performed in the *S. japonica* genome to identify all possible DNMTs and DNDMTs (Figs S36–40). Although the DNA‐methylase domain PF00145 is common in all DNMTs, effective DNA methylation requires the following additional domains, which occur only in the DNMT1/3/4/5/6 family: ADD (IPR025766), PWWP (PF00855), PHD (IPR001965) and a bromo‐domain (PF00439) (Ponger & Li, 2005). All of the six DNMTs found in *S. japonica* had the highest similarity to members of the DNMT2 family without any of the domains required for efficient DNA methylation (Figs 4a,b, S38). There were no homologues found with significant similarity to any of the other DNMTs such as 1, 3, 4, 5 or 6 (Fig. S37). Interestingly, ADD, PWWP, PHD and bromo‐domains were found at other loci in the genome of *S. japonica*, but none of them were found to be DNMT2 (Figs S39–40).

**Figure 4:**
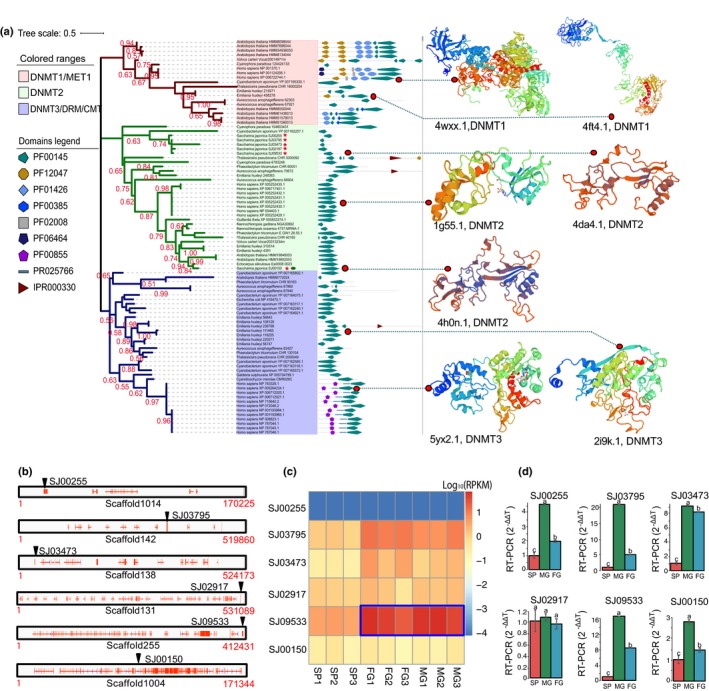
DNA methyltransferases (DNMTs) and their evolution and expression in *Saccharina japonica* life‐cycle stages (Sporophyte (SP), male (MG) and female (FG) gametophytes) (a) Phylogeny of DNMTs including characteristic 3D structures for members of each clade. DNMTs of *S. japonica* were marked using red pentagrams in the tree. Green ellipse marked gene SJ00150 were identified to maintenance chloroplast targeting signal peptide. Homologous X‐ray structure models in SWISS‐MODEL (https://www.swissmodel.expasy.org/) were used to compare the 3D structure of DNMTs 1–3. Seven X‐ray structure models (PDM accession nos. 4wxx.1, 4ft4.1, 1g55.1, 4da4.1, 4h0n.1, 5yx2.1, 2i9k.1) were used as they had the highest coverage and similarity to seven genes marked by red points in the tree. (b) Scaffold locations of DNMT2s in *S. japonica*. Red marks represent genes in scaffolds, and the black triangle indicates the scaffold location of DNMTs. Red numbers indicate the start and end sites of the scaffolds. (c) Heat‐map showing the expression levels of DNMT2s for each life‐cycle stage (SP, FG and MG) and biological replicates (*n* = 3). A significant positive correlation (*P* < 0.05) between the level of DNA methylation and the expression of DNMT2s was shown for FG and MG (blue frame). (d) Quantitative (q)RT‐PCR result of the six DNMT2s for SP, MG and FG. *n* = 3; Statistics were based on Duncan's and Student's *t*‐tests, error bars indicate ± SD, the lowercase letters notations associated with plots in (d) indicate the level of significance among different groups.

In order to identify proteins involved in active DNA demethylation (DNDMTs), a search was carried out for RRM‐fold domains (PF15628), DNA glycosylase domains (IPR011257), DME, DML, ROS, TET and MBD domains, all of which were reported previously to catalyse the removal of the 5mC base (Meissner *et al*., 2008; Kohli & Zhang, 2013; Su *et al*., 2014; Lipinska *et al*., 2017; Teng *et al*., 2017). Only one potential candidate was found in the genome, which included a DNA glycosylase and the methyl‐CpG‐binding domain protein 2 (MBD2, PF01429) (Figs S41–42). The MBD2 domain was reported to catalyze the removal of a methyl group (Wu & Zhang, 2014).

To have six genes from the DNMT2 family encoded in the *S. japonica* genome with all other DNMTs missing may indicate that DNMT2 methylates DNA in the structural context of tRNAs (Kaiser *et al*., 2017). Thus, the MLgf of tRNA genes encoded in the mitochondrial, chloroplast and nuclear genomes of *S. japonica* were analyzed for all three life stages individually (Fig. S43; Table S25). Overall, the sporophyte had the lowest MLgf of tRNA genes for all three genomes. However, tRNA genes of the nuclear genome of the sporophyte were significantly more methylated than in the organellar genomes, which was not noticeable in the other life stages as tRNA genes in their organellar genomes were much more methylated than their counterparts in sporophytes. The ratio between unmethylated to methylated tRNA genes is highest for SP (Fig. S43). The MLgf of tRNA genes in the nucleus was positively correlated with the MLgf of nucelar genes only for MG. These results suggest possible DNMT2‐mediated DNA methylation, with RNAs as natural substrates of DNMT2 acting as guides as shown previously (Kaiser *et al*., 2017).

## Discussion

Differential DNA methylation is the hallmark of cell‐type specific development and life‐cycle regulation in multicellular organisms (Law & Jacobsen, 2010; Takuno *et al*., 2016). For most multicellular organisms, DNMT2 is not considered to be the enzyme for DNA methylation as it primarily catalyzes transfer (t)RNA methylation and only has very weak DNA methyltransferase activity (Kunert *et al*., 2003; Goll *et al*., 2006; Shanmugam *et al*., 2014; Francesca *et al*., 2015; Kaiser *et al*., 2017). However, recent data (Kaiser *et al*., 2017) have provided the first *in vitro* evidence that DNMT2 can efficiently methylate DNA when DNA fragments are presented as covalent DNA‐RNA hybrids in the structural context of tRNAs. Thus, methylated tRNAs can serve as substrates for methylating DNA presented as covalent hybrids with RNA. Although the data herein do not provide direct evidence for this process to be responsible for DNA methylation *in vivo* in *Saccharina japonica*, it is intriguing to see that there are significantly more methylated tRNA genes in both gametophytes which might serve as a substrate to methylate genes via DNMT2. In male gametophytes (MG), a significantly positive correlation between the methylation level of a specific genomic fragment (MLgf) of tRNA genes and both the expression level of DNMT2s (Fig. 4c,d) and the MLgf of genes corroborates this assumption (Fig. S43). However, if DNMT2 does indeed methylate the DNA of *S. japonica in vivo*, it is being done inefficiently as the overall DNA methylation level (of methylated cytosines (MLmc) and the whole genome (MLwg)) is still very low even though six different DNMT2s are encoded in the genome and expressed. DNMT2 appears to have evolved from a DNA methyltransferase precursor, which is considered an evolutionary ‘relict’ in terms of biochemical catalysis (Jurkowski & Jeltsch, 2011; Raddatz *et al*., 2013) and therefore might explain its inefficiency compared to other DNMT enzymes such as 1 and 3. Although it is possible to have missed DNMTs because of gaps in the genome assembly, the fact that multiple DNMT2 genes are encoded in the *S. japonica* genome, and the positive correlation of their expression with an elevated level of C5 DNA methylation (Pearson correlation test, *P* < 0.05) makes DNMT2s likely candidates for C5 DNA methylation. Support for the role of DNMT2 in C5 DNA methylation comes from reverse‐genetics studies with *Drosophila melanogaster* where knockdown and overexpression of DNMT2 resulted in lower and higher levels of 5 methylcytosine in embryos, respectively (Kunert *et al*., 2003). Likewise, human DNMT2 was shown to have a residual DNA C5 methyltransferase activity in a particular sequence context (Hermann *et al*., 2003).

Although the overall DNA methylation level in *S. japonica* is lower than observed for most multicellular organisms with complex life cycles (Takuno *et al*., 2016), DNA methylation still appears to contribute to the regulation of gene expression and particularly noncoding regulatory RNAs. Furthermore, significant differences between life‐cycle stages suggest that differential DNA methytlation is involved in their formation, which is similar to other multicellular organisms although most of them have much higher and more dynamic levels of DNA methylation (Lopez *et al*., 2015; Willing *et al*., 2015; Gaunt *et al*., 2016; Kawakatsu *et al*., 2016; Mayasich *et al*., 2016; Panikar *et al*., 2017).

Another striking difference is that genome‐wide patterns and mechanisms of cytosine methylation in *S. japonica* are neither more similar to plants or animals, nor similar to other stramenopile species for which single‐base methylome data are available such as *Phaeodactylum tricornutum* (Veluchamy *et al*., 2013). In many photosynthetic organisms including plants, green algae and diatoms, transposable elements (TEs) are the main target of cytosine methylation whereas animals methylate genes and TEs more equally (Cokus *et al*., 2008; Law & Jacobsen, 2010; Takuno *et al*., 2016; Tirichine *et al*., 2017). However, in *S. japonica,* the percentage of methylated TEs is < 48% (Table S5), which is lower than the percentage of methylated genes (93% Table S6). Surprisingly, the highest methylated elements in *S. japonica* were found to be genes encoding circular and long noncoding RNAs (circRNAs and nlcRNAs) (*P* < 0.05 in female gametophytes (FG) and MG; Figs 2c, S14). Significant differences in methylation of both groups of genes encoding noncoding RNAs between sporophytes (SP), FG and MG indicate that they appear to have a role in regulating life‐cycle stages of *S. japonica*, which, to the best of our knowledge, has not been observed before in any organism (Figs S22–23). Further differences to plants and animals have been revealed by comparing mechanisms of DNA methylation. Animals mainly methylate cytosines in the CpG context, whereas plants methylate CHG and CHH sites and many algae methylate in the CpG context (Cokus *et al*., 2008; Lopez *et al*., 2015). *Saccharina japonica* methylates cytosines mainly in the CHH context with much lower but almost equal methylation of CHG and CpG sites.

The fact that a significant number of genes is methylated in *S. japonica,* and that the level of their methylation is negatively correlated with gene expression is in common with many plants and animals. Hence, there is evidence for methylation‐regulated gene expression. Furthermore, methylated genes in MG and FG were negatively correlated with gene expression (Fig. 3b). GO enrichment for these genes revealed that many were involved in transport, membrane stucture and function (Tables S16, S17), which suggests that: these processes are under epigenetic control in MG; and that they are downregulated in comparison to SP and FG. Interestingly, methylated genes in SP and FG were enriched, for example, for small molecule metabolic process and organo‐nitrogen compound metabolic processes. Hypomethylated and highly expressed genes involved in morphogenesis (e.g. MC5E, cellulose synthase) and halogene metabolism (e.g. vIPO) were found in SP (Fig. S21), which suggests that cytosine methylation contributes to regulating fundamental processes underpinning cell differentiation, growth and stress response (Pear *et al*., 1996; Colin *et al*., 2005; Ye *et al*., 2015; Inoue *et al*., 2016). Genes of the sex‐determination system do not show a negative correlation between their level of methylation and gene expression (Fig. S20), suggesting that 5mC DNA methylation might not significantly contribute to their regulation. Interestingly, the four genes that are characterized by different protein domains (MEMO, glycosyltransferase, RING‐type zinc finger, Rab‐GTPase‐TBC) and which moved from the sex‐determination locus in the genome to the autosomal loci were hypomethylated and highly expressed in SP (Lipinska *et al*., 2017) (Fig. S20).

The first single‐base methylome study of a brown alga has revealed that cytosine methylation might be mediated by DNMT2. Although the overall level of DNA methylation is low, it appears to play a significant role in these multicellular algae mainly for controlling regulatory elements (noncoding RNAs) and the expression of genes. Significant differences in overall DNA methylation and methylation‐mediated gene expression between life‐cycle stages suggests that cytosine methylation is involved in regulating growth, tissue differentiation, and several different physiological responses. However, it remains to be seen if DNMT2 indeed is responsible for DNA methylation in *S. japonica*.

## Author contributions

NHY designed the project with contributions from TM, LT and XF; WTH, LHT, PJ, XWZ, DX, CHW, CL and YTW performed the research; XF, NHY, WTH, TM, LT, CL and LHT analyzed the data; TM wrote the manuscript with contributions from XF, NHY, and LT; MP, MJSK and XL revised and edited the manuscript. All authors read and approved the manuscript before submission. The authors declare no conflict of interest.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** MeDIP‐seq libraries.
**Fig. S2** Methylation profiles of MG based on MeDIP‐seq.
**Fig. S3** Profiles of SP, MG and FG methylomes and transcriptomes of Chromosome 0.
**Fig. S4** Chromosome‐specific profiles for SP, MG and FG methylomes and transcriptomes.
**Fig. S5** GC characteristics and methylation levels of chromosomes.
**Fig. S6** Comparison between methylation levels of individual cytosines.
**Fig. S7** Correlation between CpGo/e and the methylation level.
**Fig. S8** Correlation between C+G percentage and the methylation level.
**Fig. S9** Correlation between CpG percentage and the methylation level.
**Fig. S10** Correlation between CHG percentage and the methylation level.
**Fig. S11** Correlation between CHH percentage and the methylation level.
**Fig. S12** Correlation between CpG islands ratio and the methylation level.
**Fig. S13** Difference in methylation levels for different types of genomic elements between life‐cyle stages.
**Fig. S14** Normalized methylation level for genomic elements.
**Fig. S15** Methylation for all methylation contexts of lncRNA genes and cirRNA genes.
**Fig. S16** Most enriched (top 20) KEGG pathways for methylated genes in FG.
**Fig. S17** Most enriched (top 20) KEGG pathways for methylated genes in MG.
**Fig. S18** Most enriched (top 20) KEGG pathways for methylated genes in SP.
**Fig. S19** Genome‐wide gene expression profiling and DNA methylation profiles.
**Fig. S20** Methylation profiles of the sex‐determining region.
**Fig. S21** Base‐specific methylation and transcriptional coverage of selected metabolic genes.
**Fig. S22** Correlation between MLgf and gene expression for lncRNA genes.
**Fig. S23** Correlation between MLgf and gene expression for circRNA genes.
**Fig. S24** The correlation ship between MLgf of TEs and their expression level.
**Fig. S25** Consistency assessment of MeDIP‐seq vs WGBS data.
**Fig. S26** BS‐PCR for SJ18945.
**Fig. S27** BS‐PCR for SJ15797.
**Fig. S28** BS‐PCR for SJ15874.
**Fig. S29** BS‐PCR for SJ13722.
**Fig. S30** BS‐PCR for SJ21435.
**Fig. S31** BS‐PCR for SJ22030.
**Fig. S32** BS‐PCR for SJ15673.
**Fig. S33** BS‐PCR for SJ19510.
**Fig. S34** BS‐PCR for SJ22283.
**Fig. S35** BS‐PCR for SJ20815.
**Fig. S36** Phylogeny of methytransferases based on Pfam PF00145.
**Fig. S37** Domain architecture of DNMT4/5/6.
**Fig. S38** DNA methylase domain PF000145 and their expression profile.
**Fig. S39** Gene structure, expression patterns and chromosomal locations of MBT, PWWD, DNMT1, Zinc finger PHD‐type.
**Fig. S40** Gene structure, expression patterns and chromosomal locations of ADD, Pre_SET, SET, SNF, helicase and AP2/ERF.
**Fig. S41** Gene structure and phylogeny of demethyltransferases.
**Fig. S42** Gene structure of MBD domains and their phylogeny.
**Fig. S43** Methylation levels of tRNA genes. Click here for additional data file.

**Table S1** Summary of methylation and RNA sequencing data and mapping results. Click here for additional data file.

**Table S2** Peak‐specific information. Click here for additional data file.

**Table S3** Chromosome‐specific gene methylation and expression. Click here for additional data file.

**Table S4** Features of methylated sites for all methylation contexts and life‐cycle stages. Click here for additional data file.

**Table S5** Features of TE methylation. Click here for additional data file.

**Table S6** Features of gene methylation. Click here for additional data file.

**Table S7** Features of exon methylation. Click here for additional data file.

**Table S8** Features of intro methylation. Click here for additional data file.

**Table S9** Features of lncRNA gene methylation. Click here for additional data file.

**Table S10** Features of circle RNA gene methylation. Click here for additional data file.

**Table S11** Features of TSSUP methylation. Click here for additional data file.

**Table S12** Features of TESDOWN methylation. Click here for additional data file.

**Table S13** Features of CGI methylation. Click here for additional data file.

**Table S14** Features of tRNA gene methylation. Click here for additional data file.

**Table S15** Information of DMRs. Click here for additional data file.

**Table S16** GO enrichment of genes located in DMRs. Click here for additional data file.

**Table S17** KEGG enrichment of the genes located in DMRs. Click here for additional data file.

**Table S18** Expression and statistical tests of all genes and life‐cycle stages. Click here for additional data file.

**Table S19** Methylation level and statistical tests of all TSSUPs and life‐cycle stages. Click here for additional data file.

**Table S20** Methylation level and statistical tests of all genes and life‐cycle stages. Click here for additional data file.

**Table S21** KEGG enrichment of genes and TSSUPs for Fig. 3(c). Click here for additional data file.

**Table S22** GO enrichment of genes and TSSUPs for Fig. 3(c). Click here for additional data file.

**Table S23** Methylation and expression of genes located in the sex‐determining‐region for all life‐cyle stages. Click here for additional data file.

**Table S24** Heterozygosity between FG and MG vs the reference genome. Click here for additional data file.

**Table S25** Methylation levels of tRNA genes. Click here for additional data file.

**Methods S1** 1, Constructing the pseudo‐chromosomes using a genetic linkage map; 2, methylation profiles of sex‐determining regions and their gene expression; 3, DNA methyltransferases evolution and their putative function; 4, other methods in this article. Click here for additional data file.

# Supplementary material for: Single‐base methylome profiling of the giant kelp Saccharina japonica reveals significant differences in DNA methylation to microalgae and plants
**Source:** New Phytol. 2019 Sep 27;225(1):234–49. doi: 10.1111/nph.16125

## New Phytologist Supporting Information

Single-base methylome profiling of the giant kelp *Saccharina japonica* reveals significant differences in DNA methylation to microalgae and plants

Xiao Fan, Wentao Han, Linhong Teng, Peng Jiang, Xiaowen Zhang, Dong Xu, Chang Li, Matteo Pellegrini, Chunhui Wu, Yitao Wang, Michelle Joyce Slade Kaczurowski, Xin Lin, Leila Tirichine, Thomas Mock, Naihao Ye

Acceptance date: 6 August 2019

Fig. S1

A

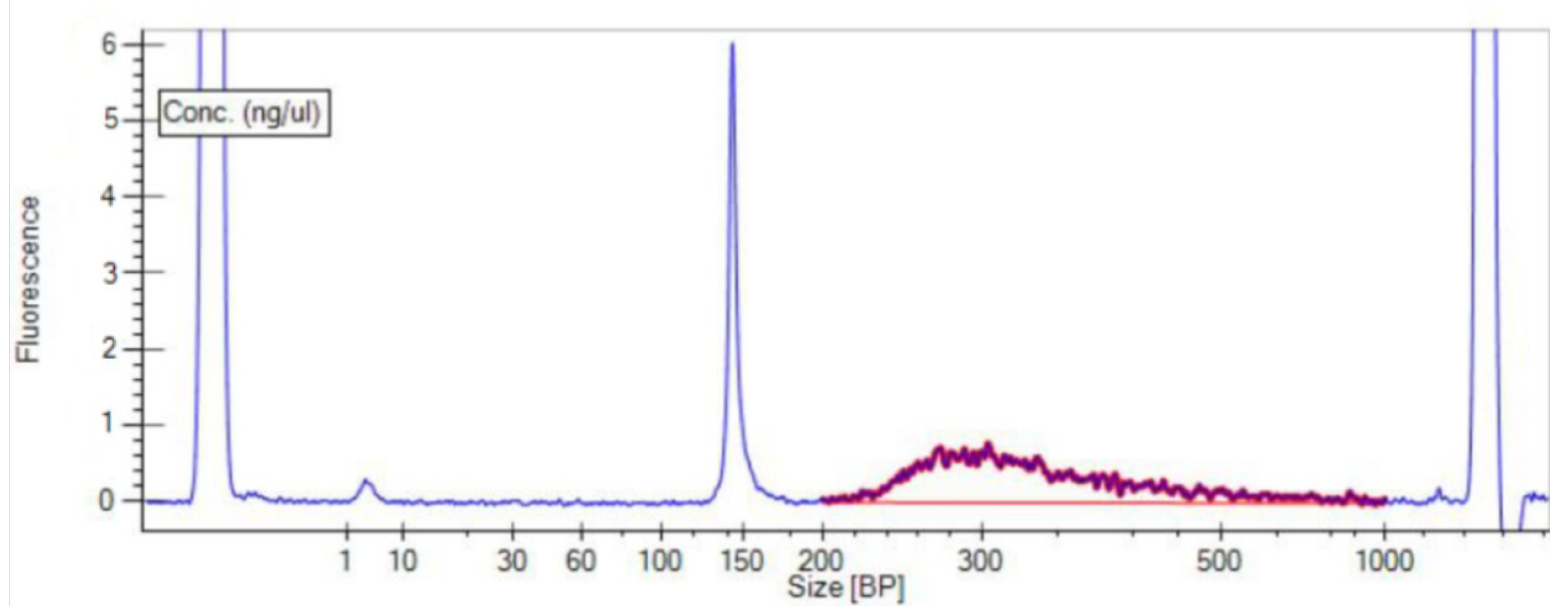

B

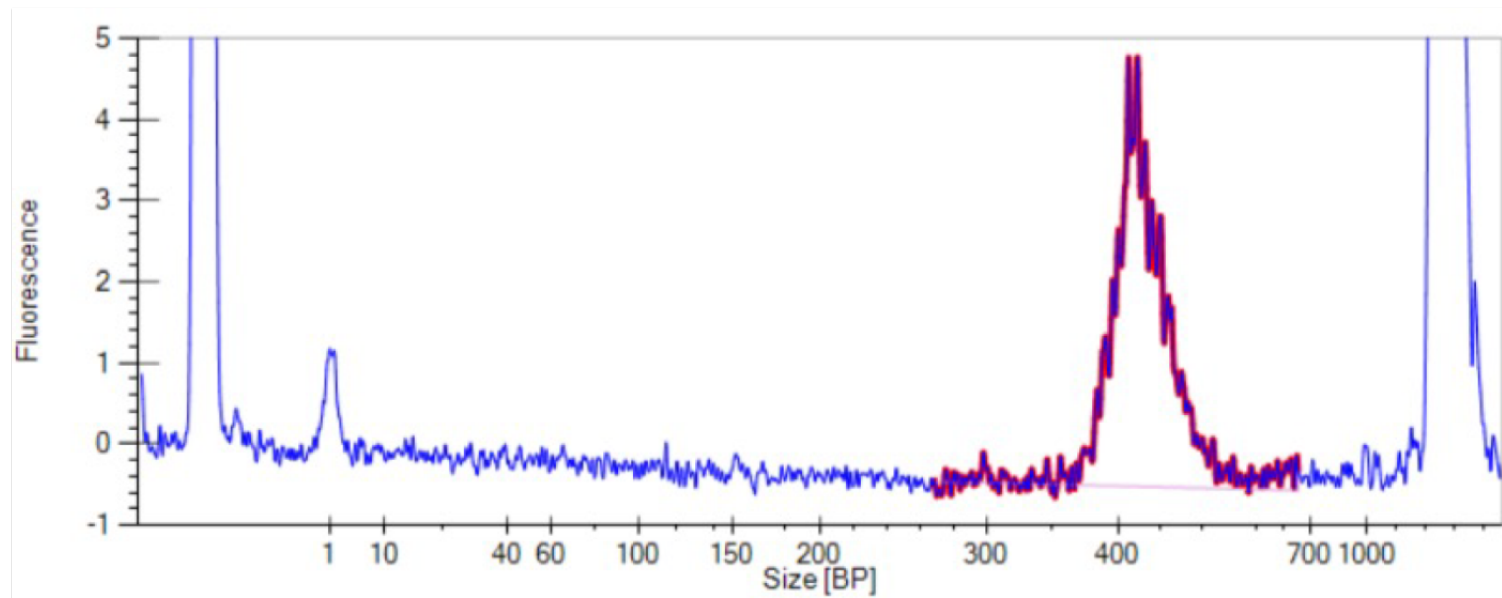

# Fig. S2

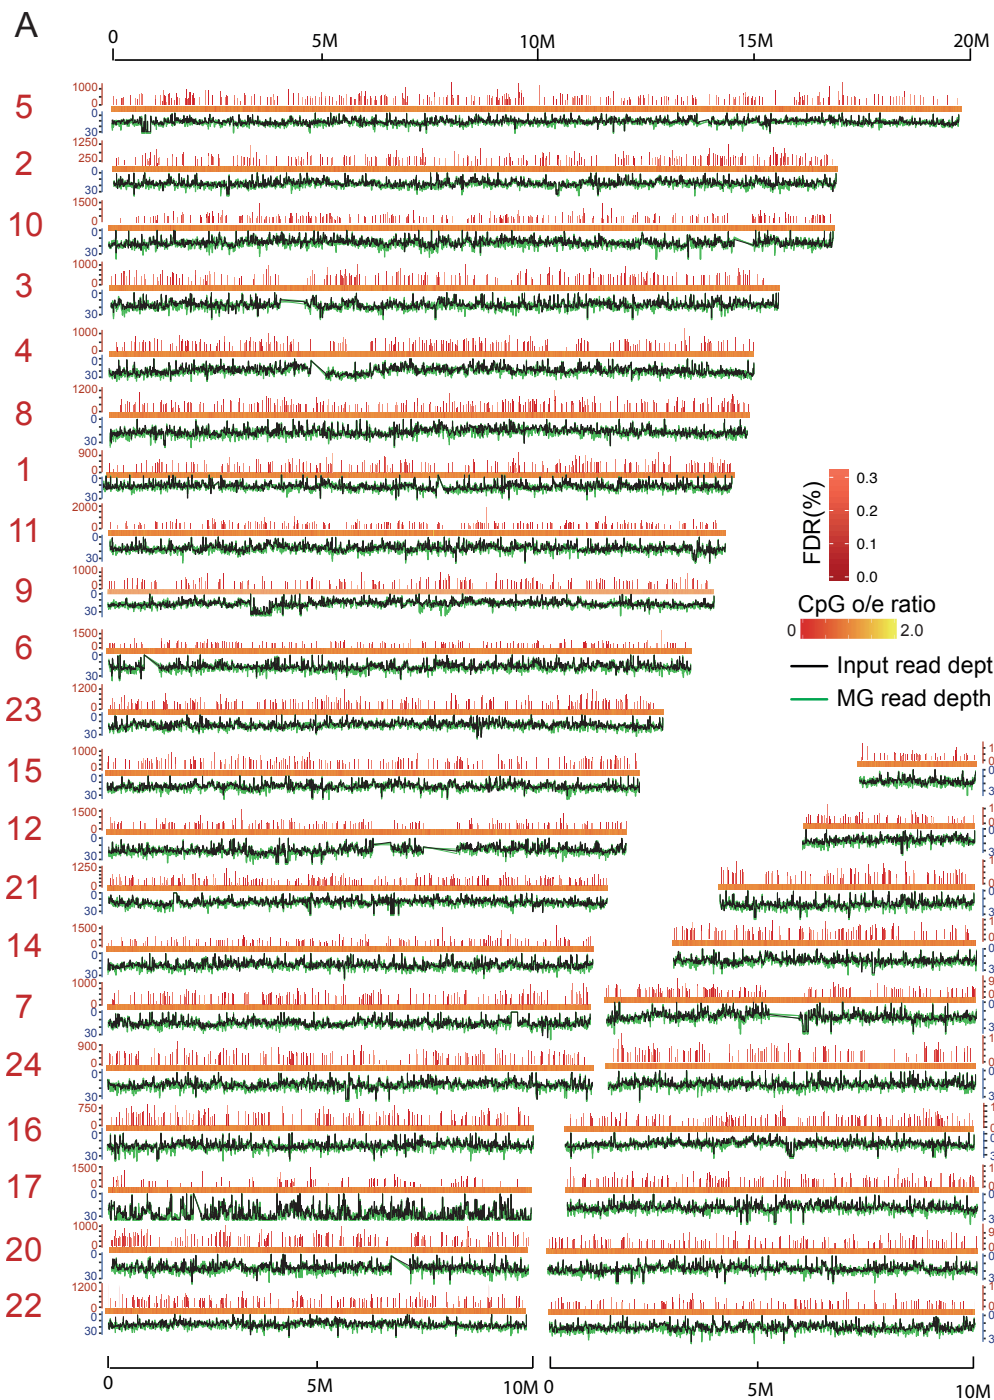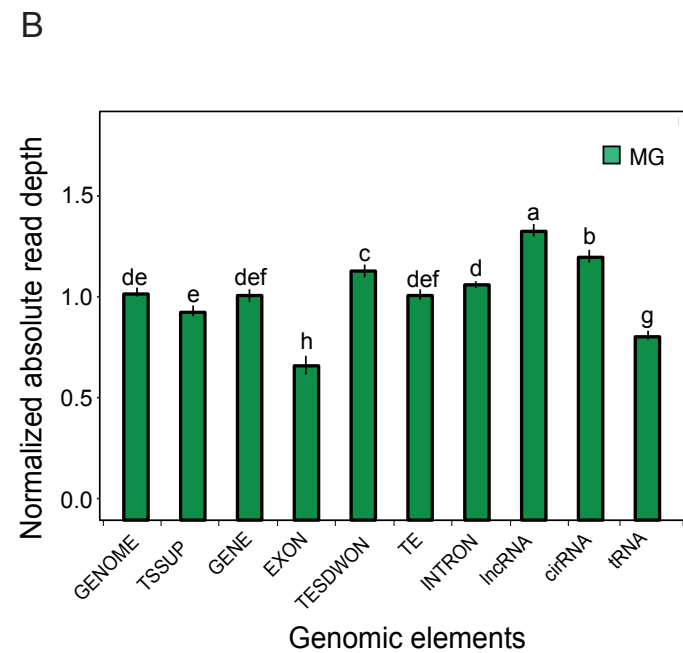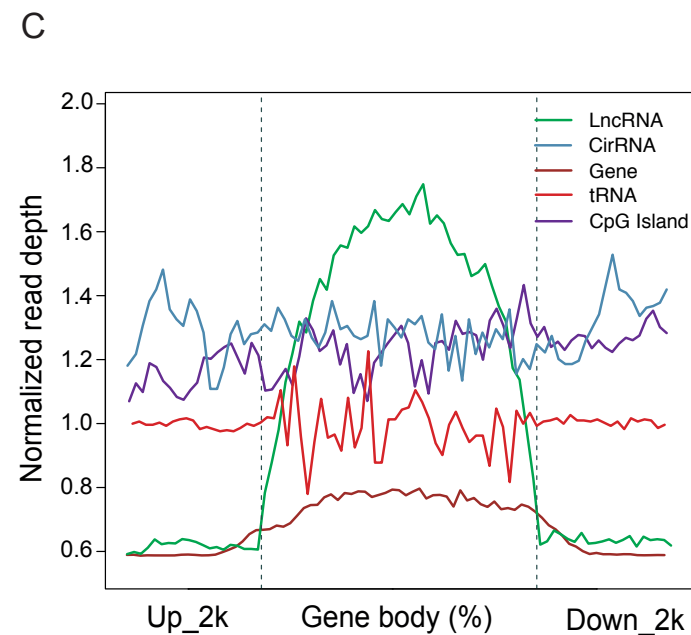

Fig. S3

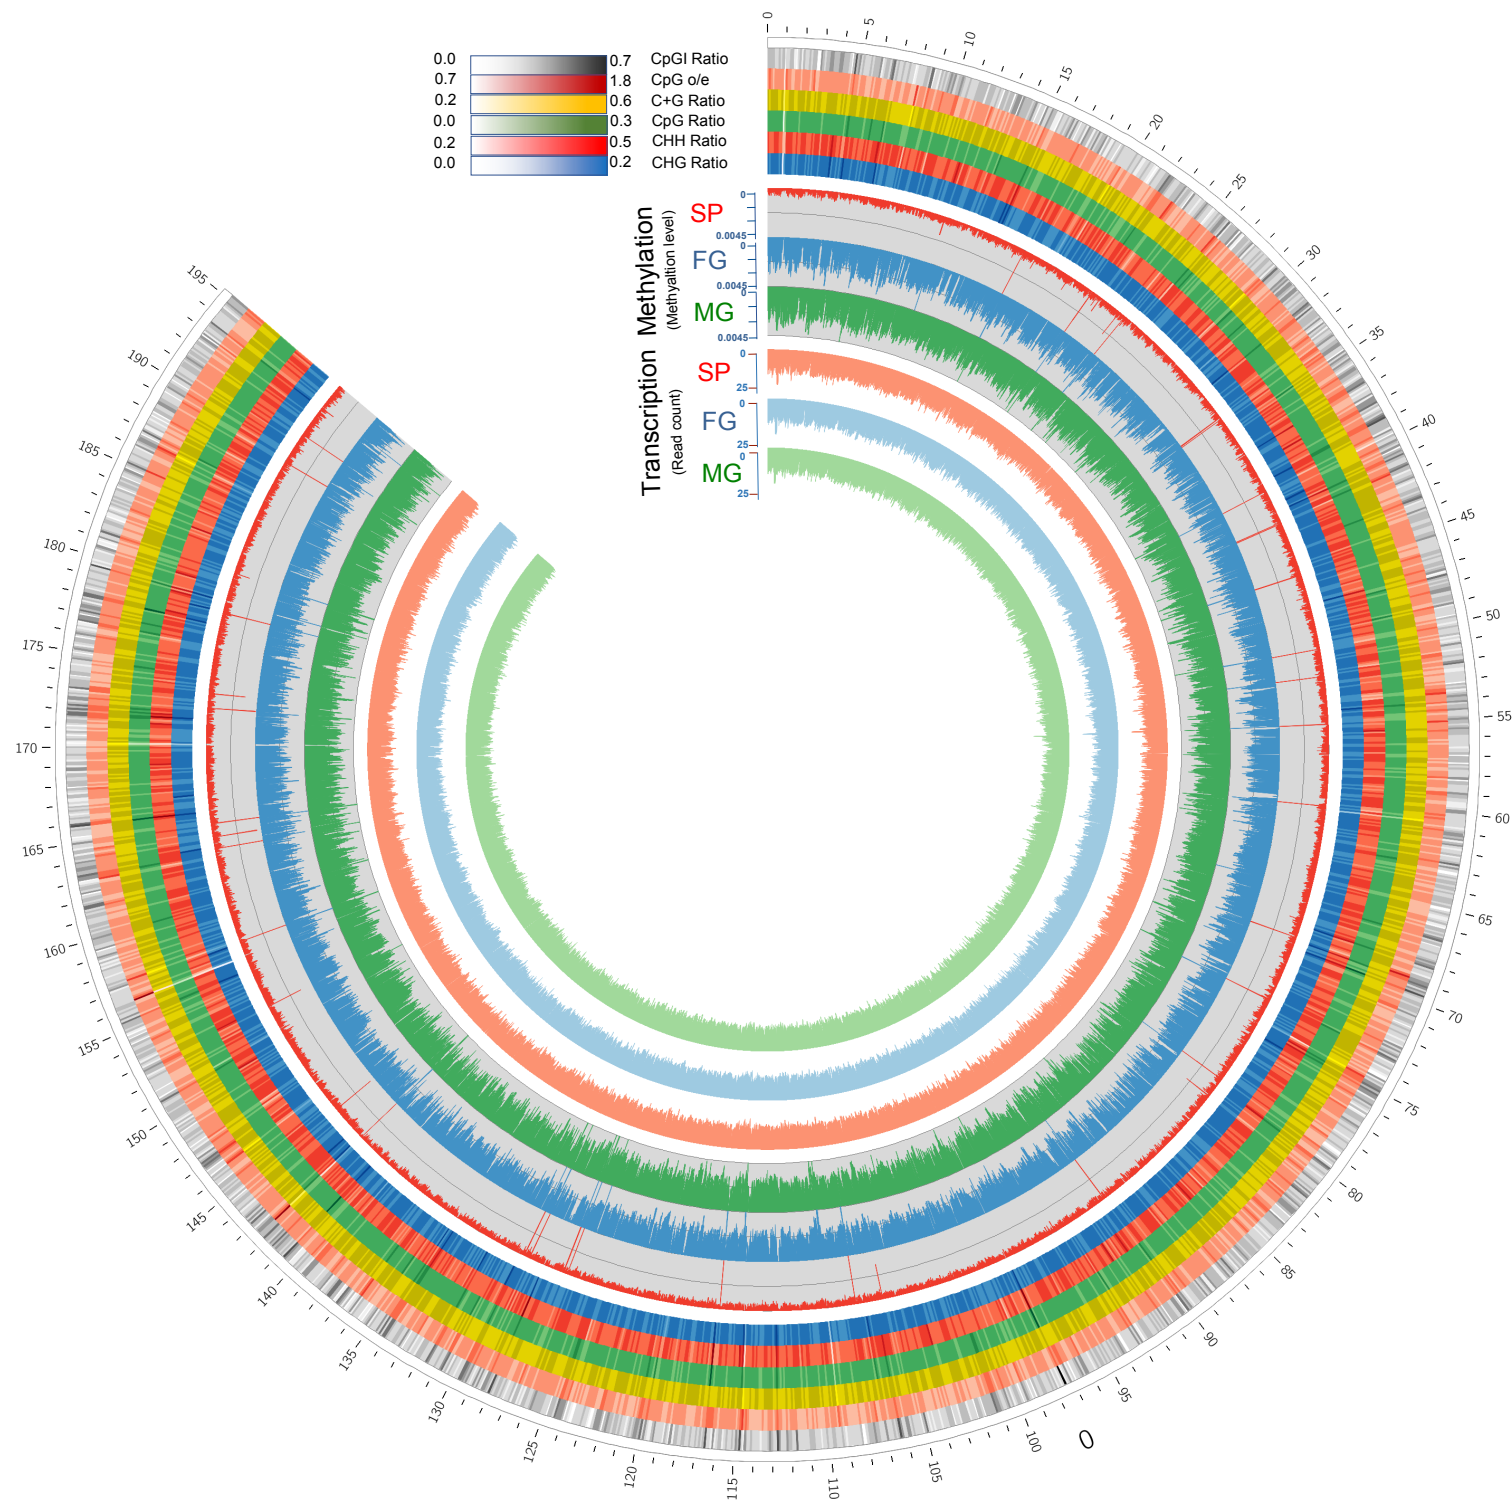

Fig. S4

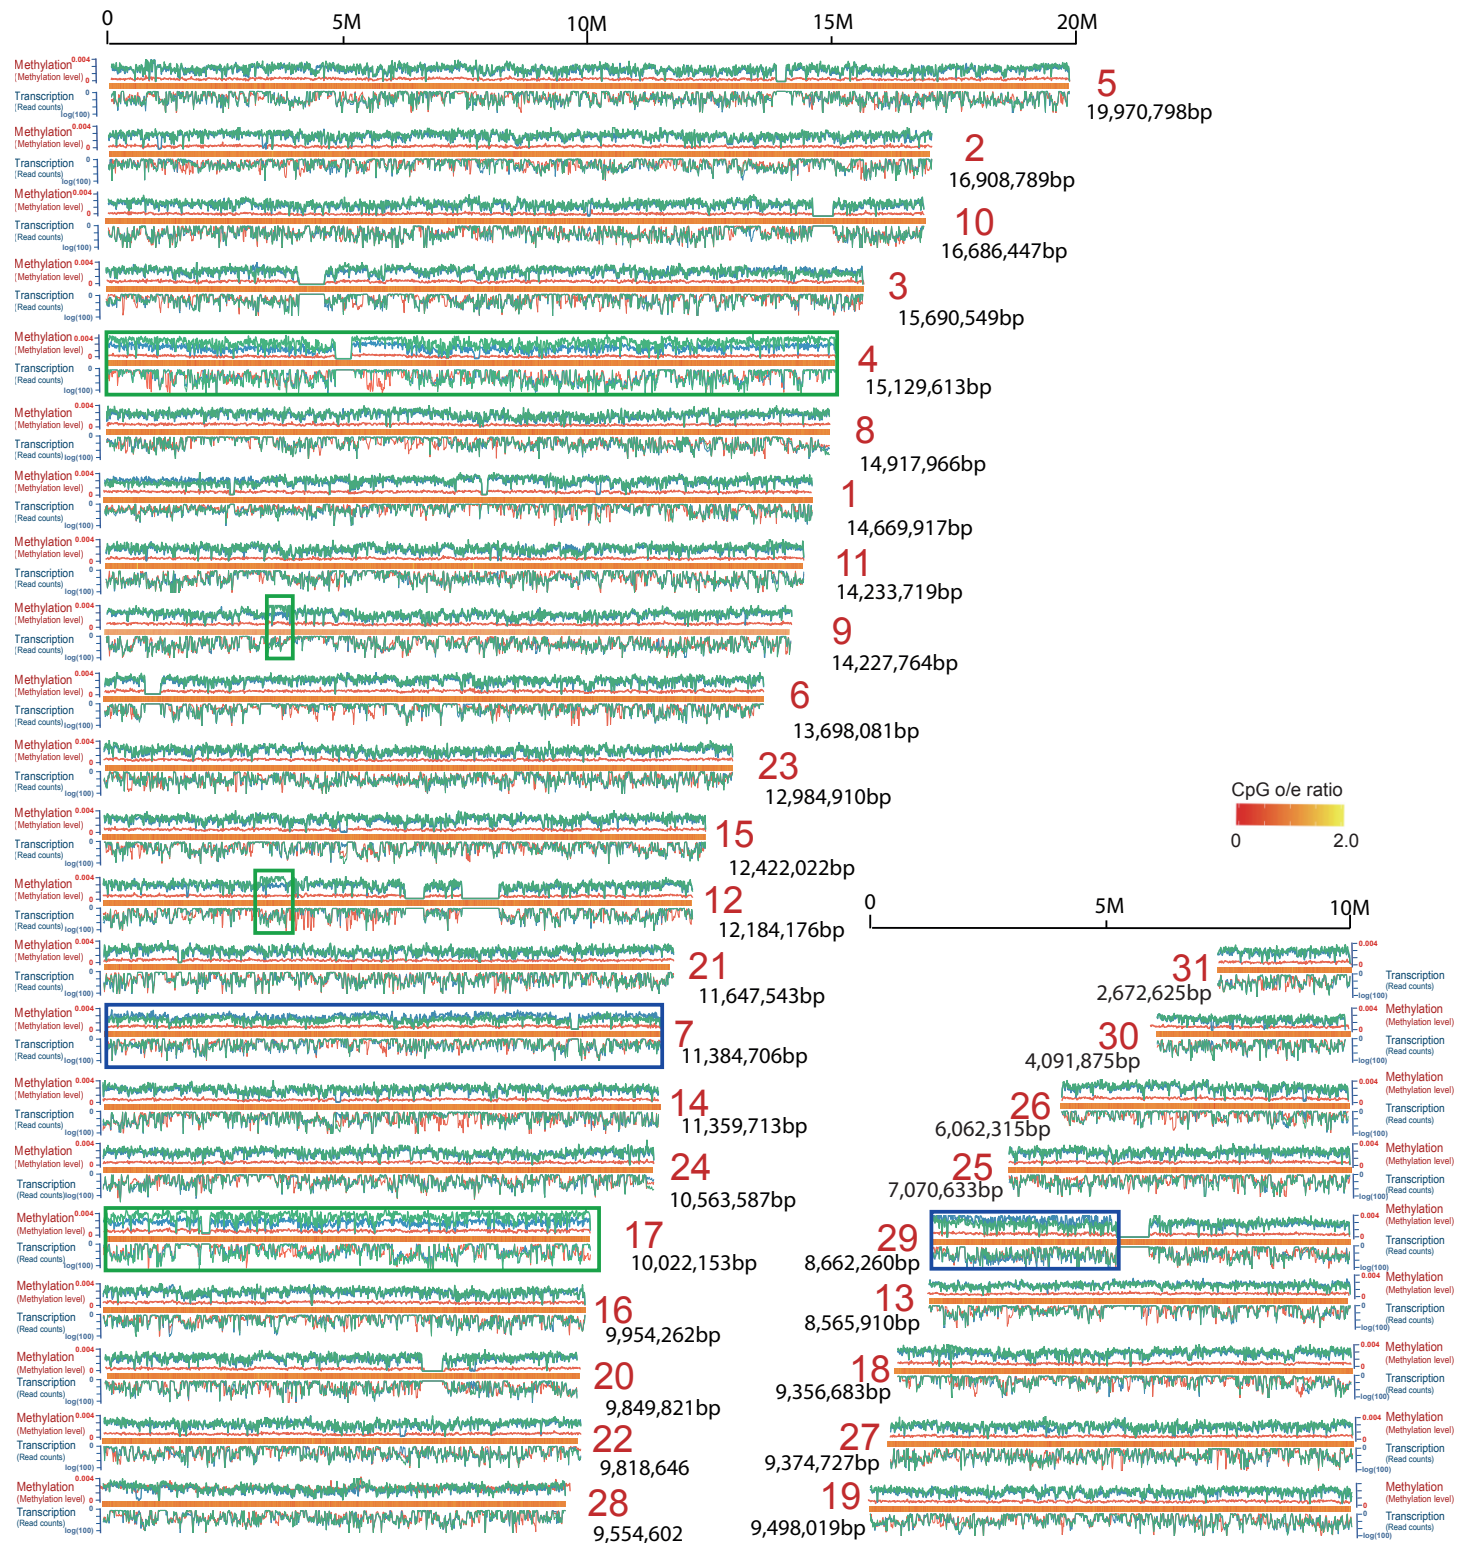

Fig. S5

A

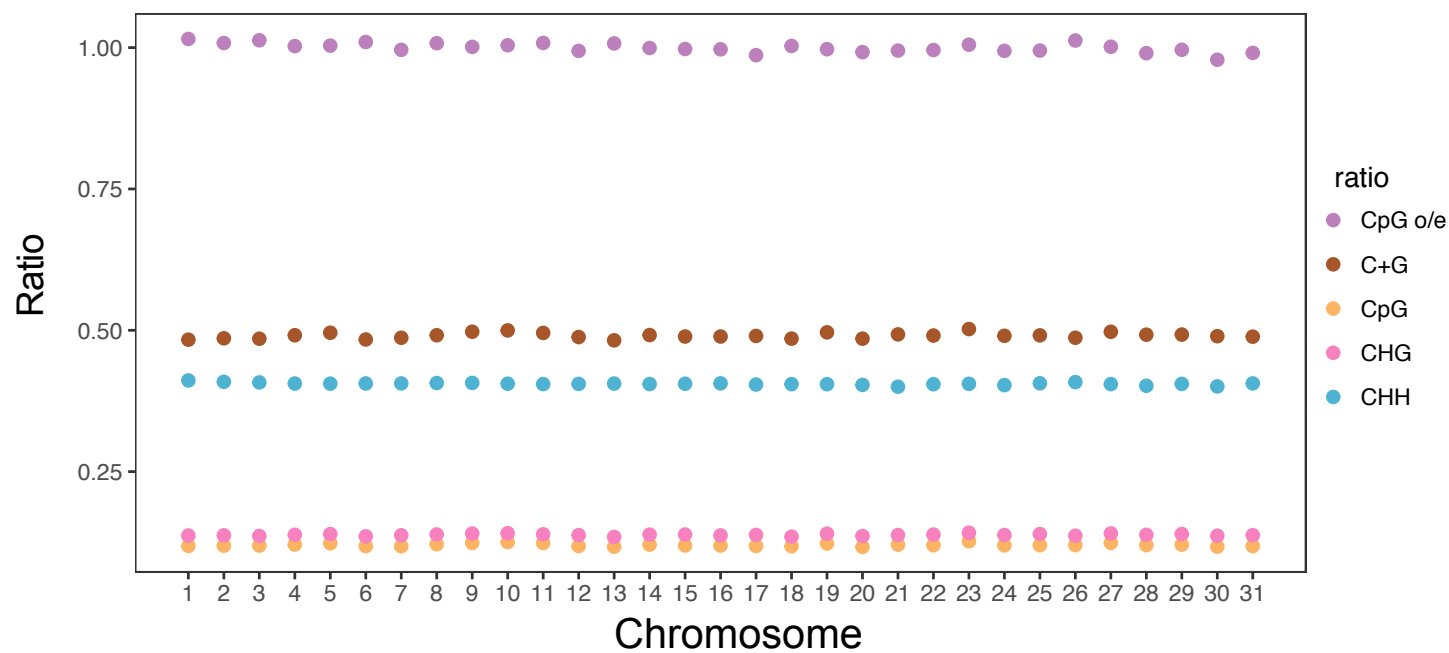

B

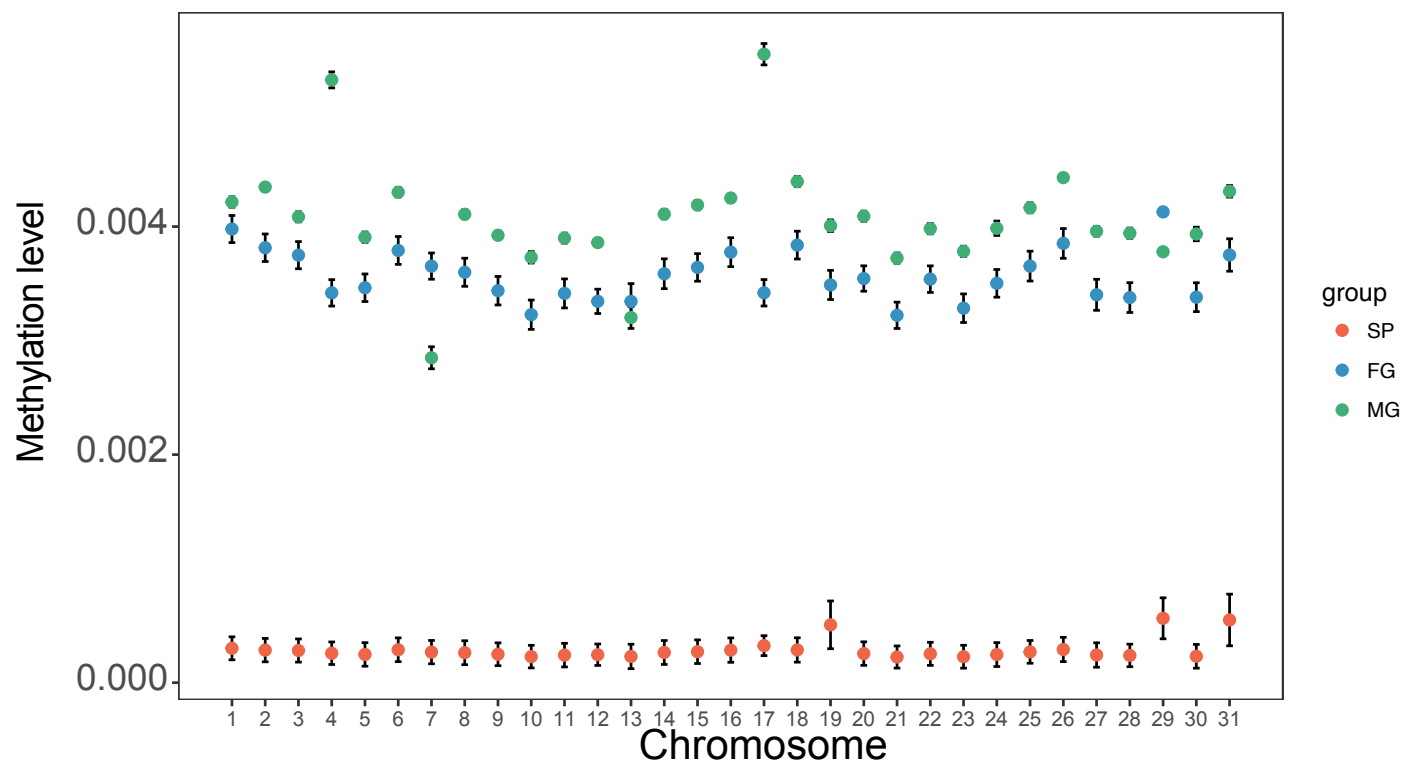

Fig. S6

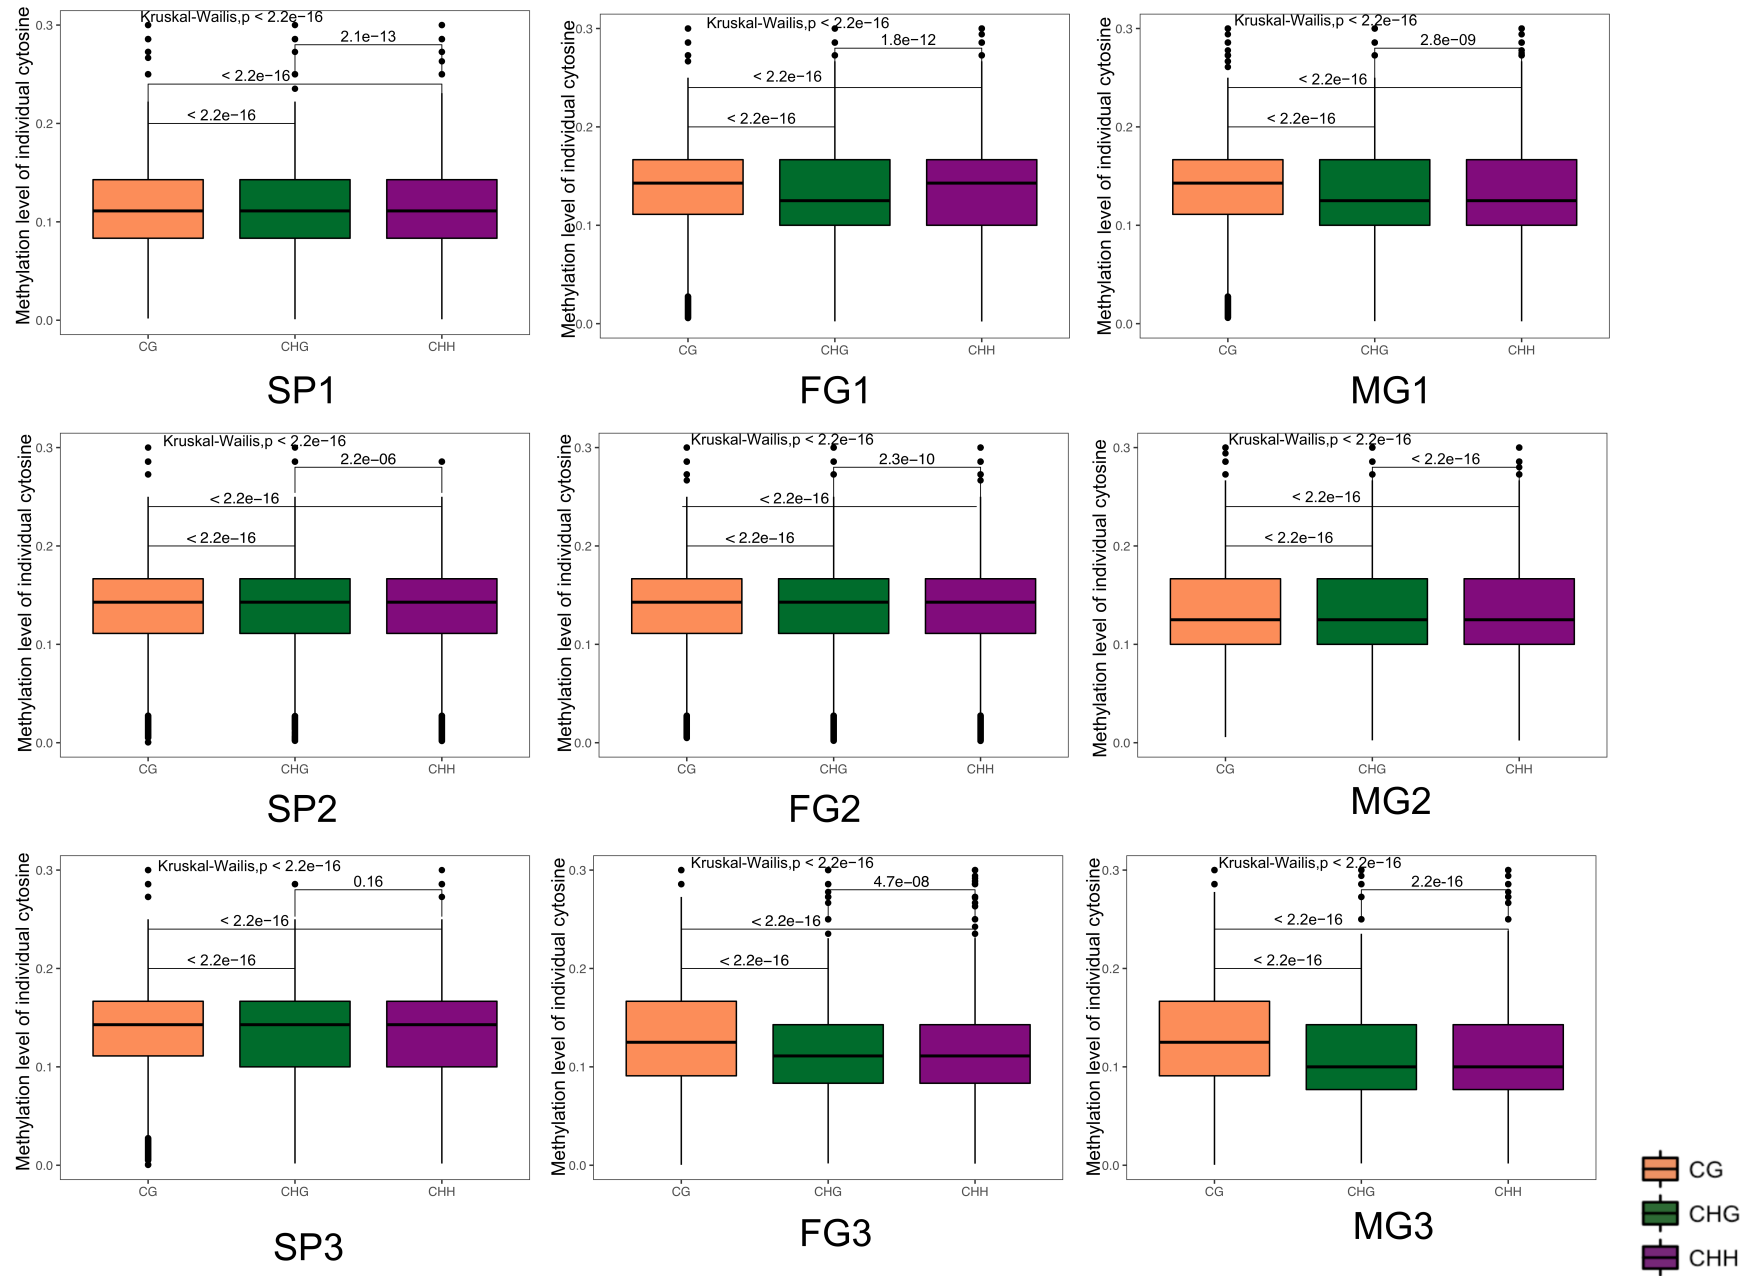

Fig. S7

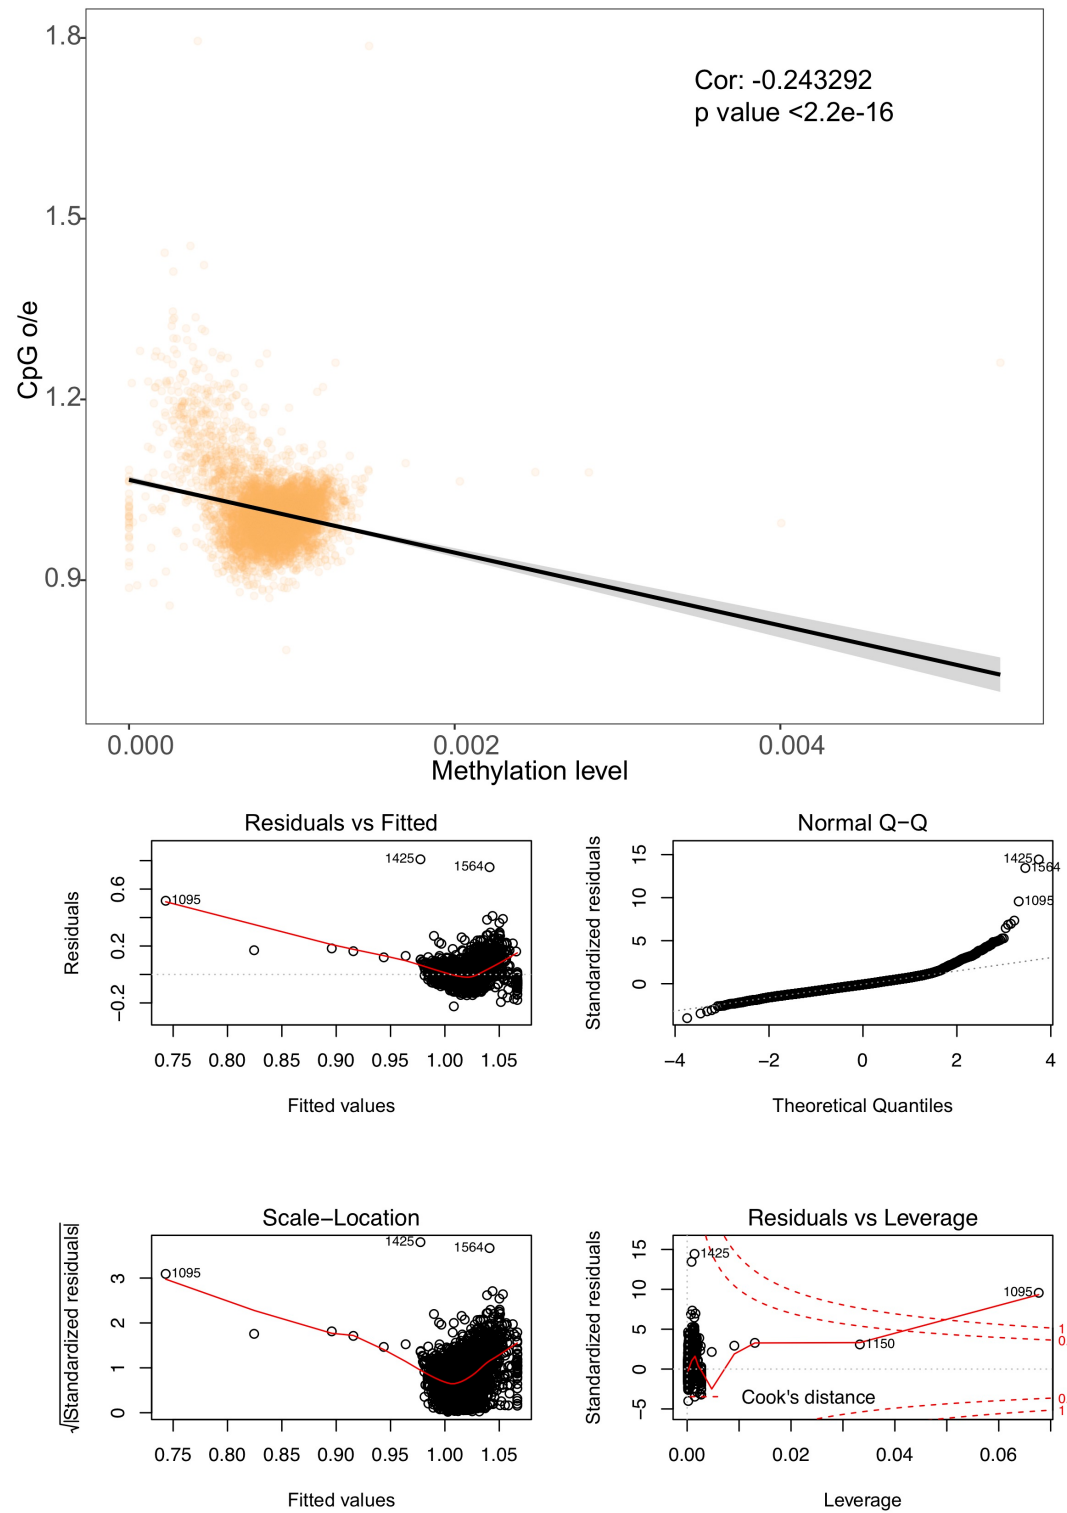

Fig. S8

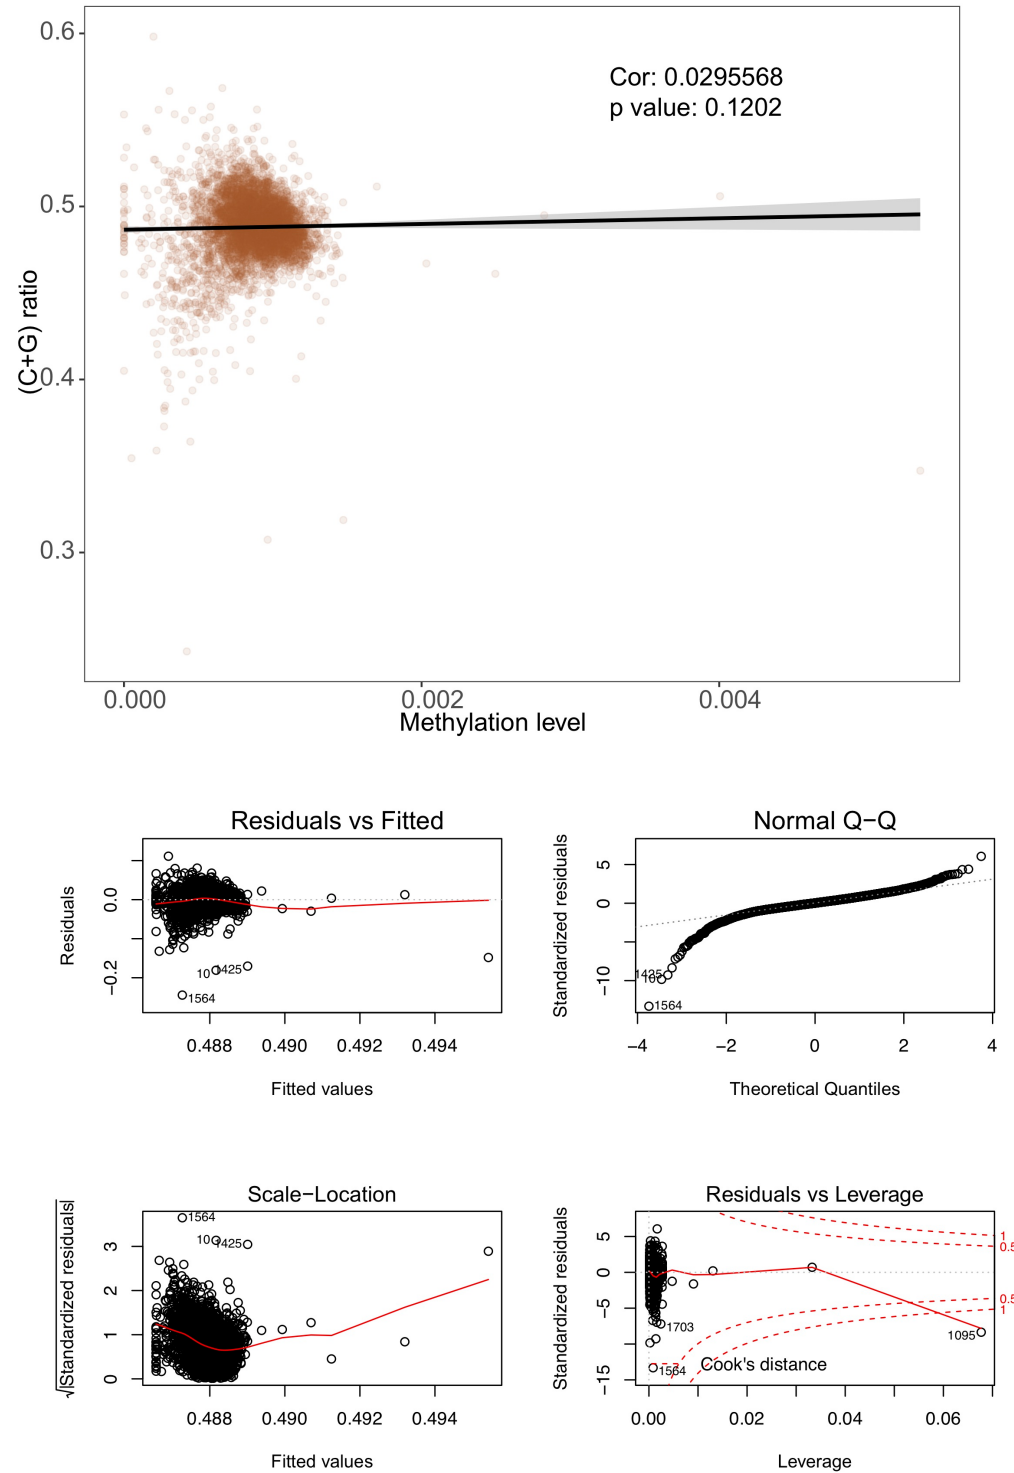

Fig. S9

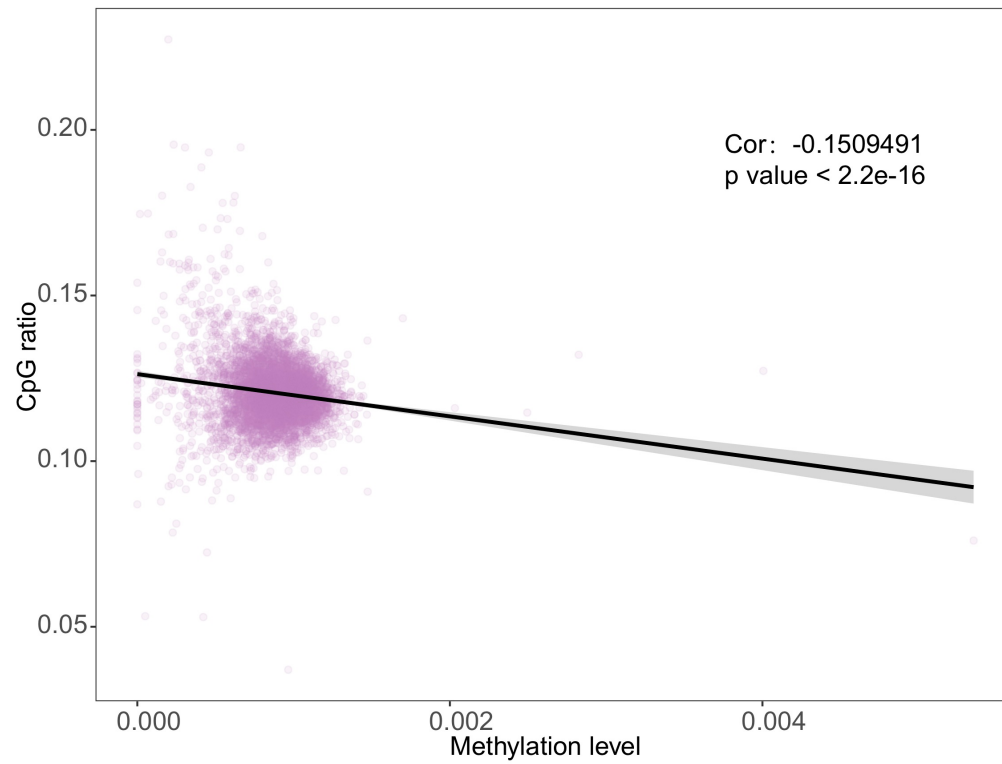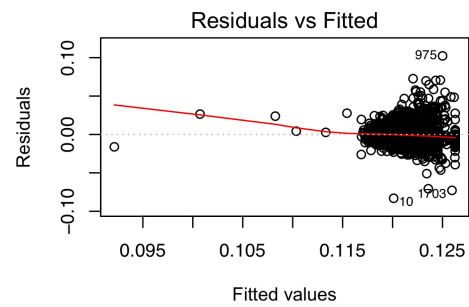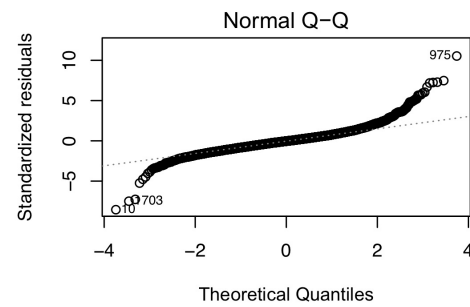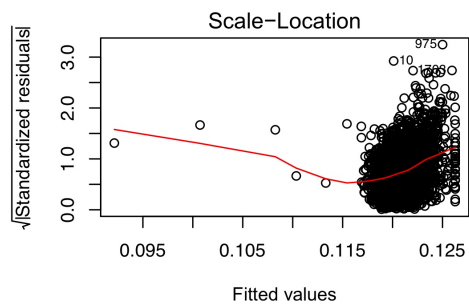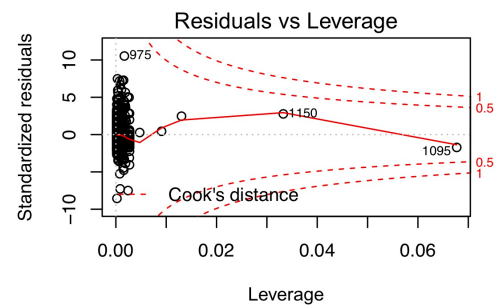

Fig. S10

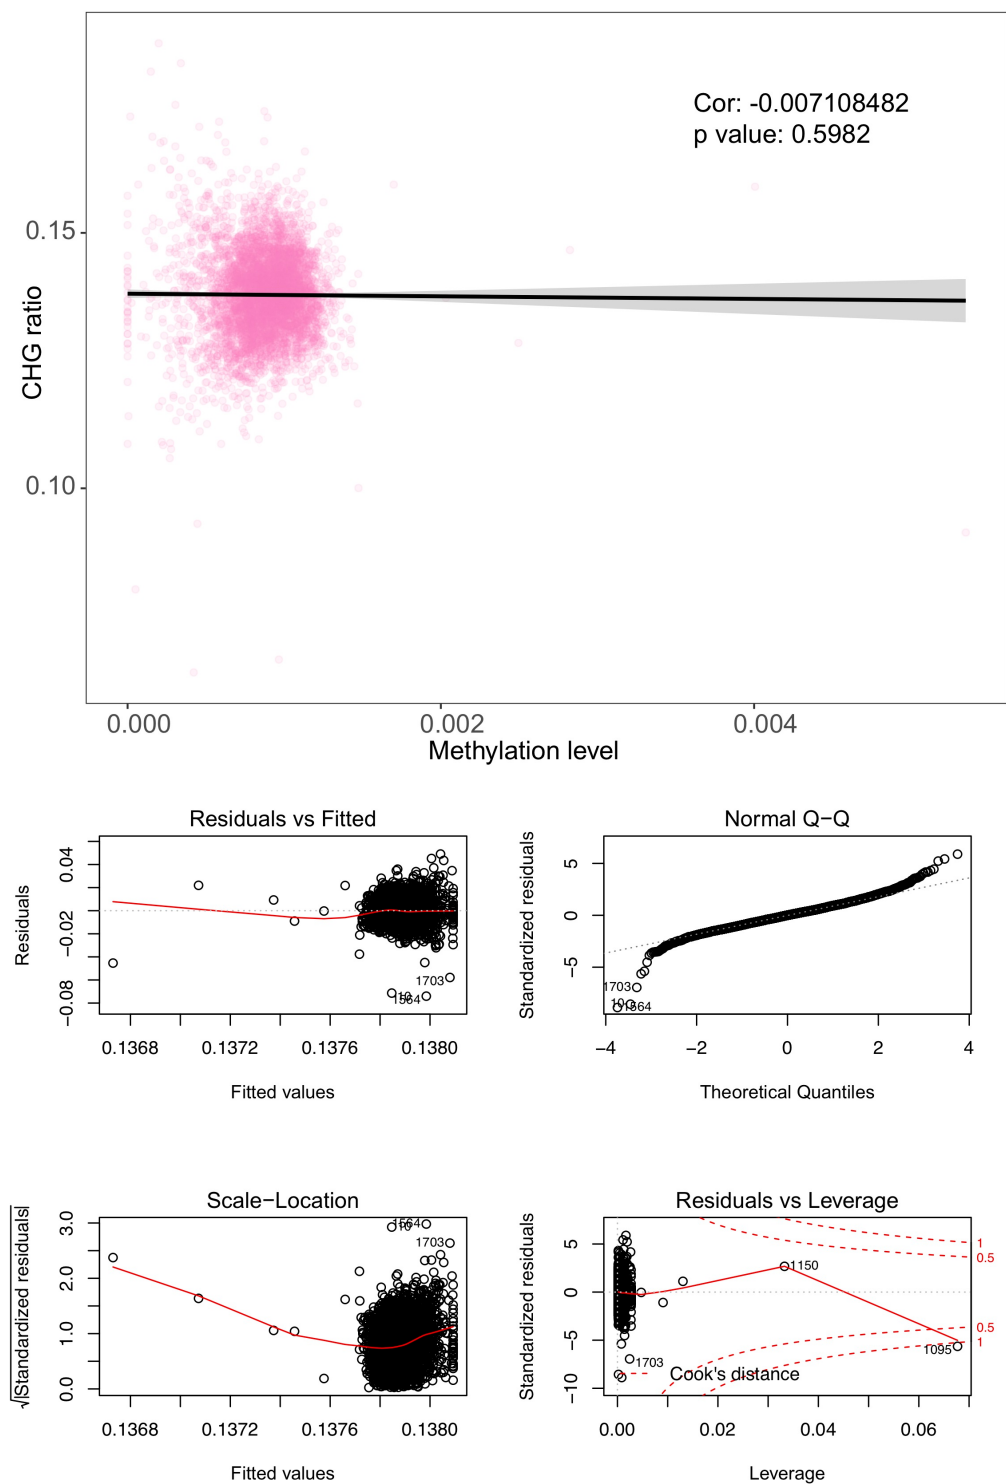

Fig. S11

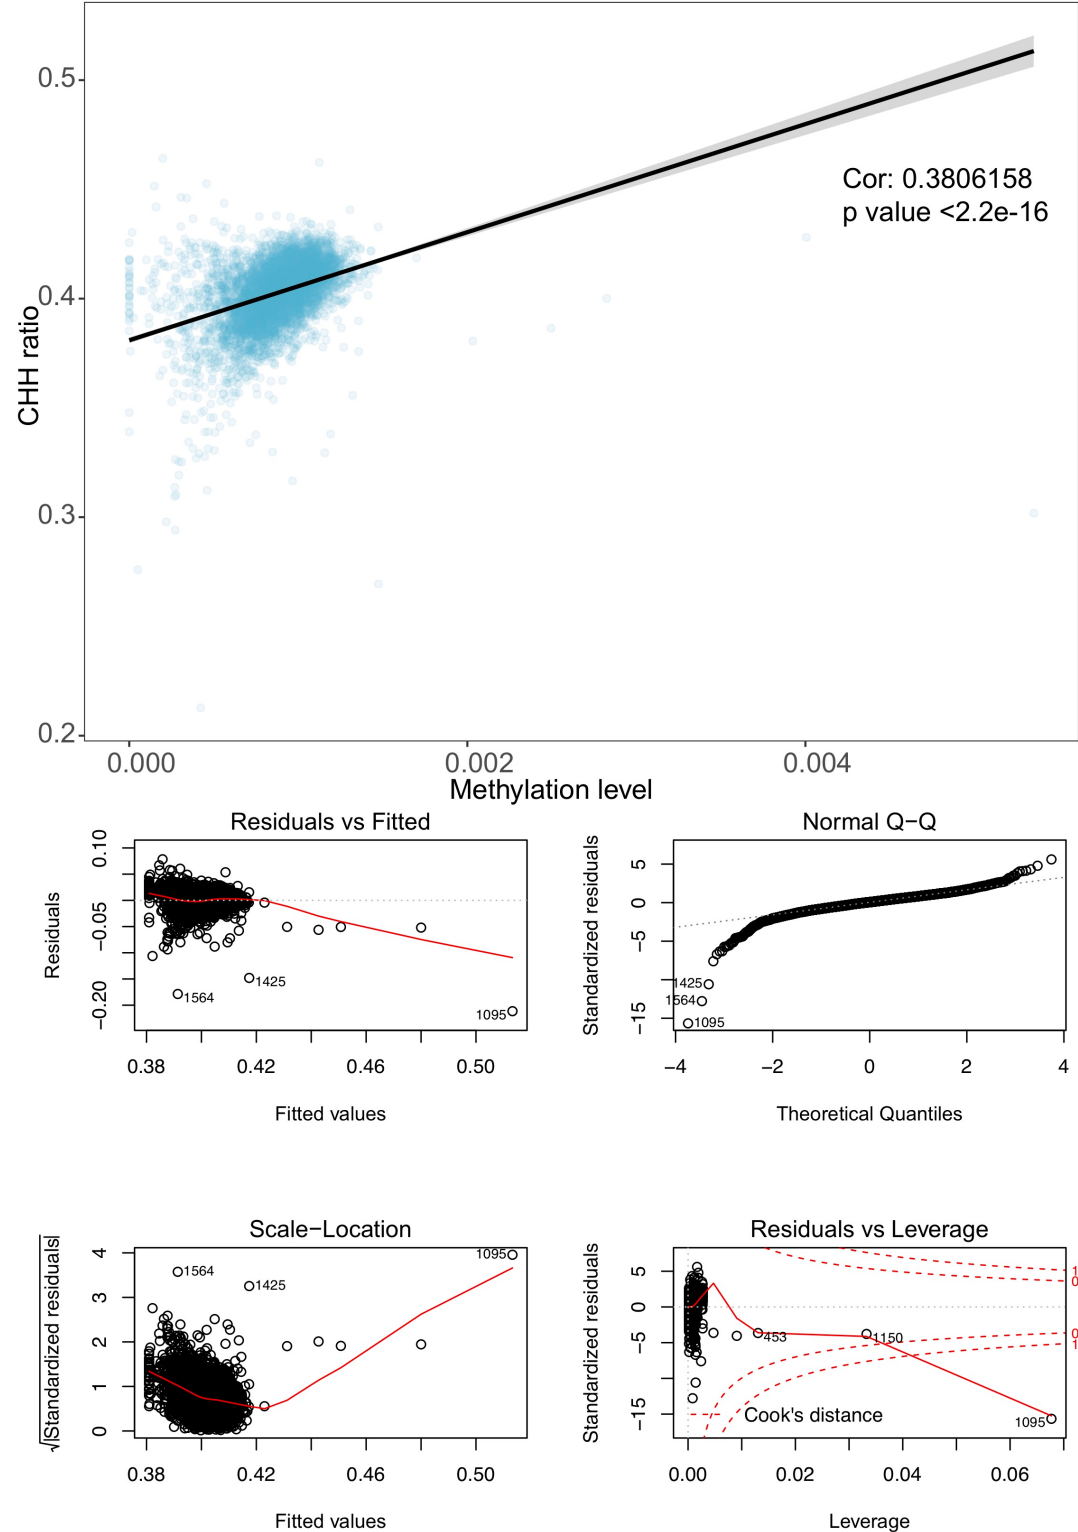

Fig. S12

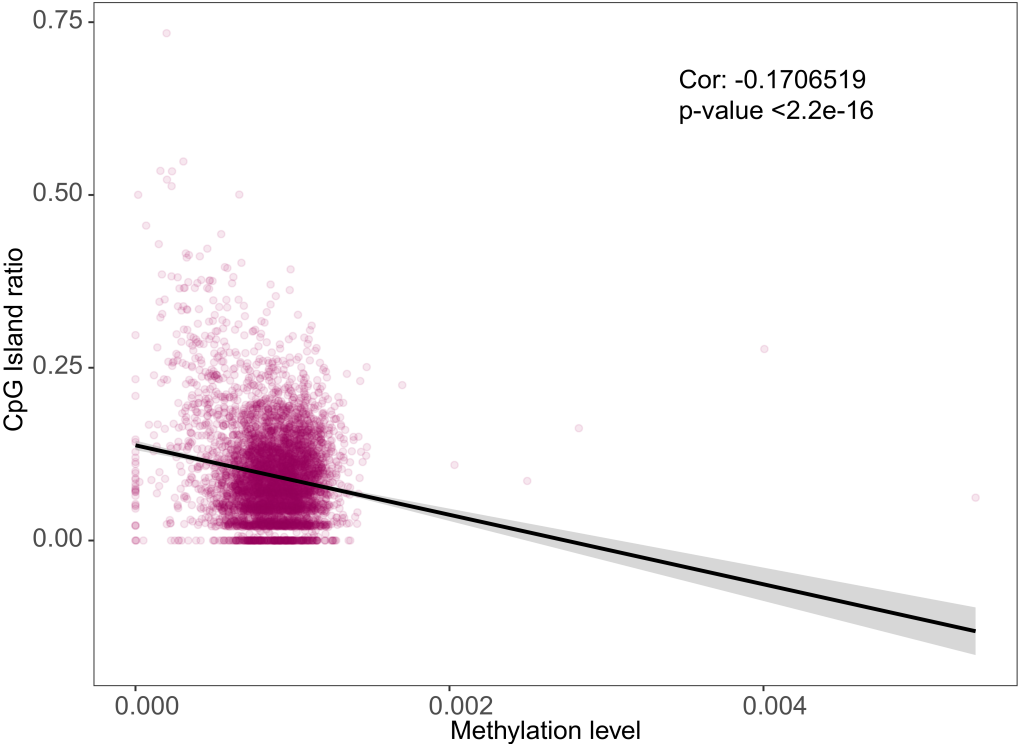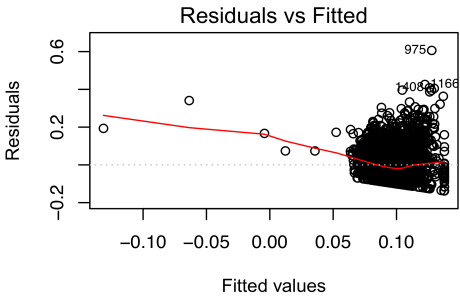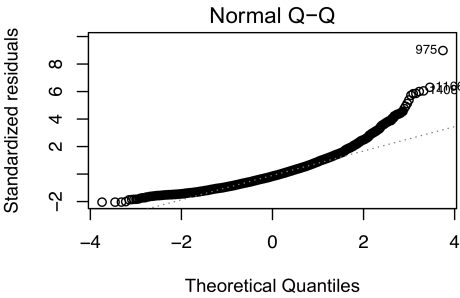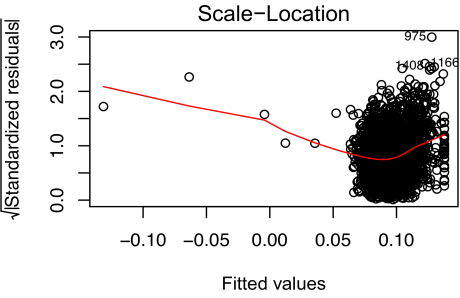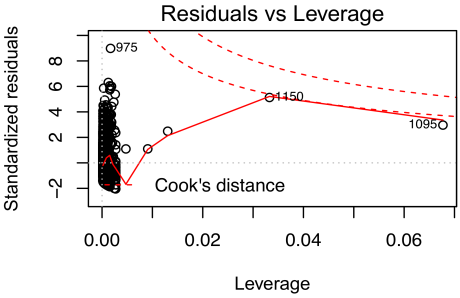

Fig. S13

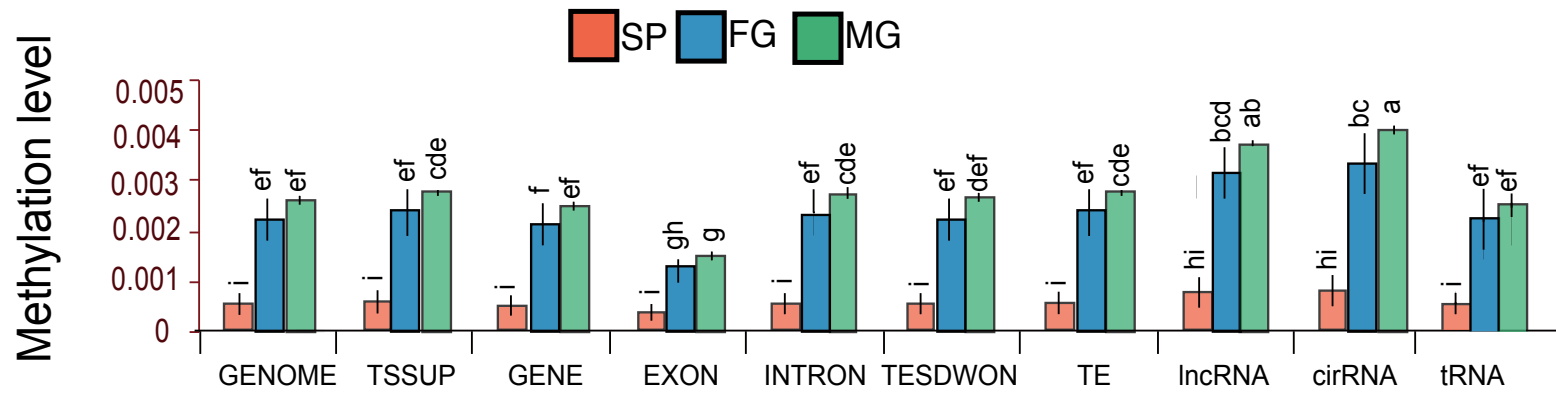

Fig. S14

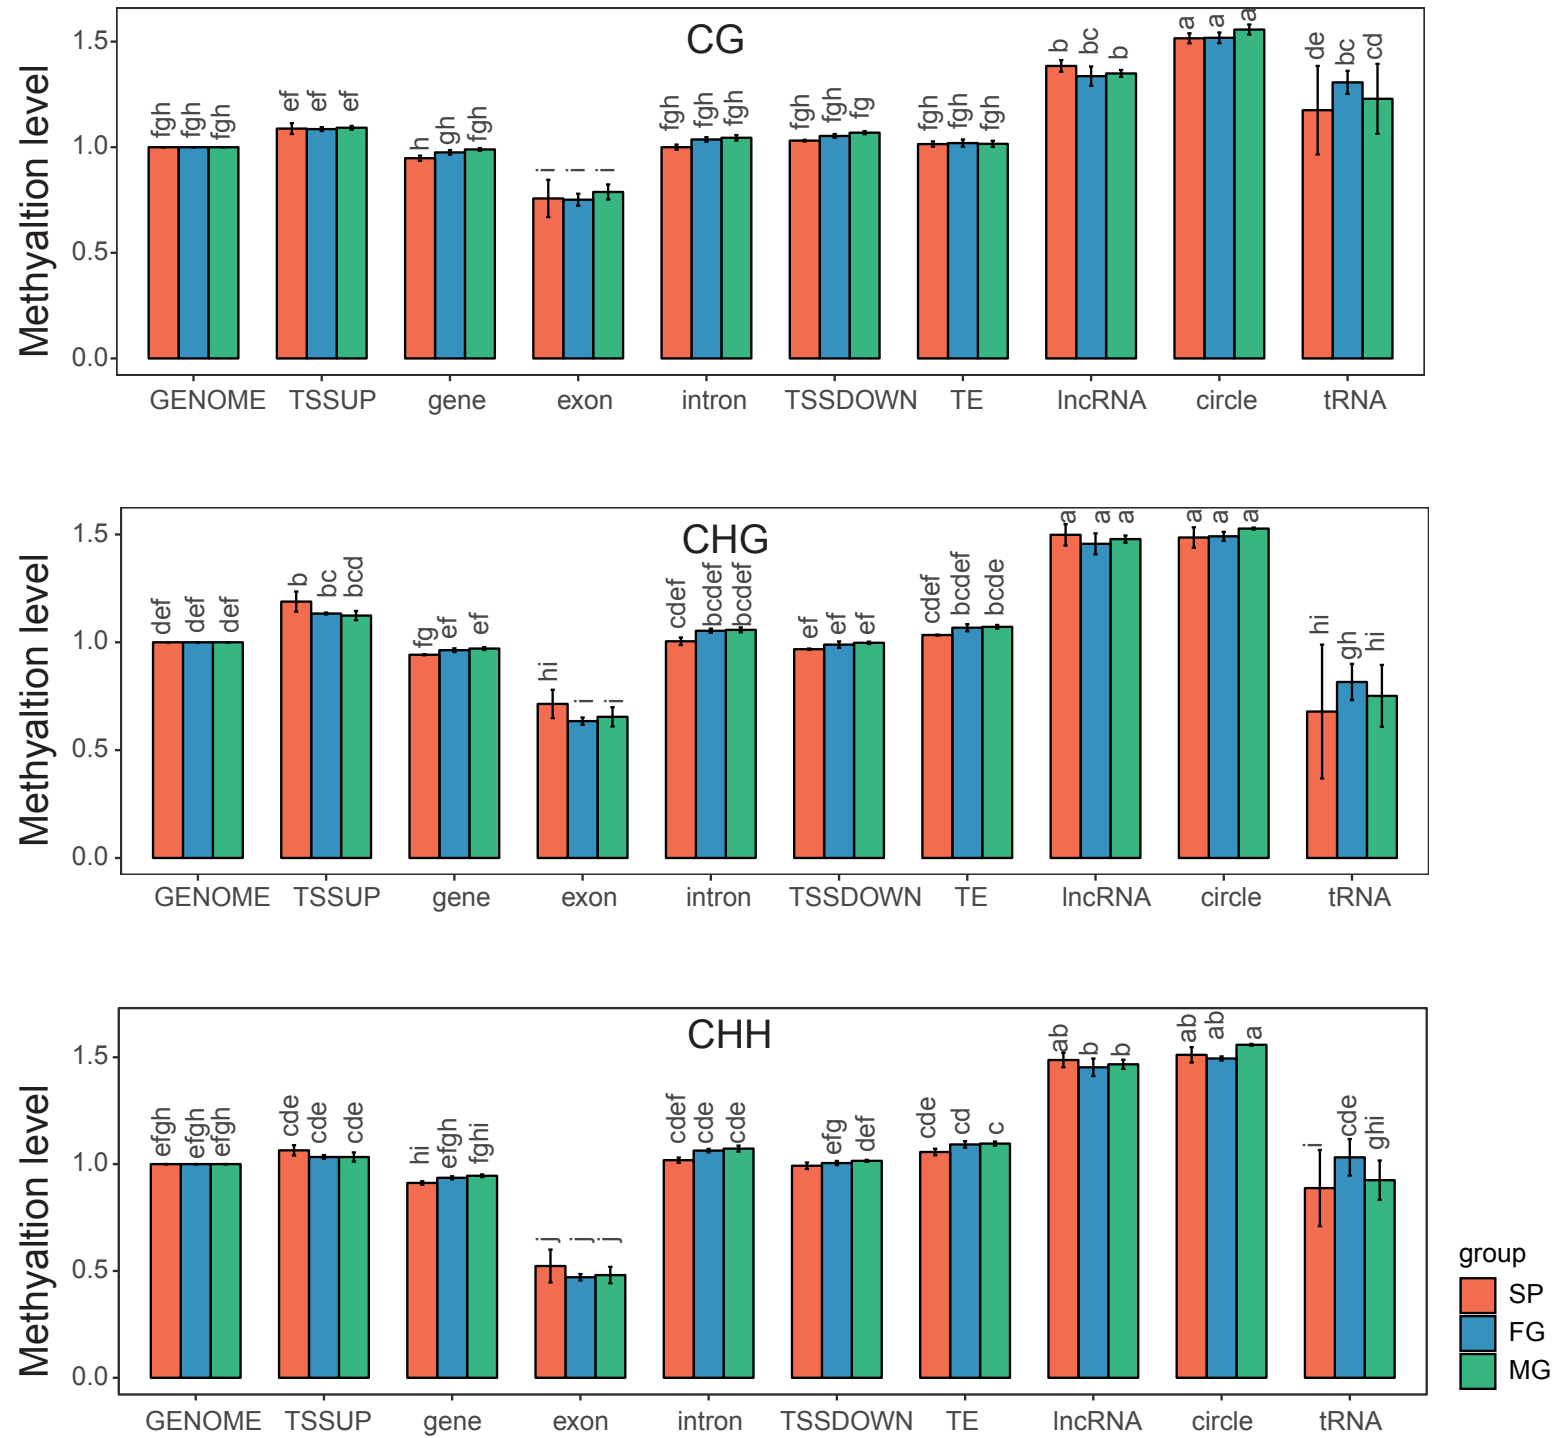

Fig. S15

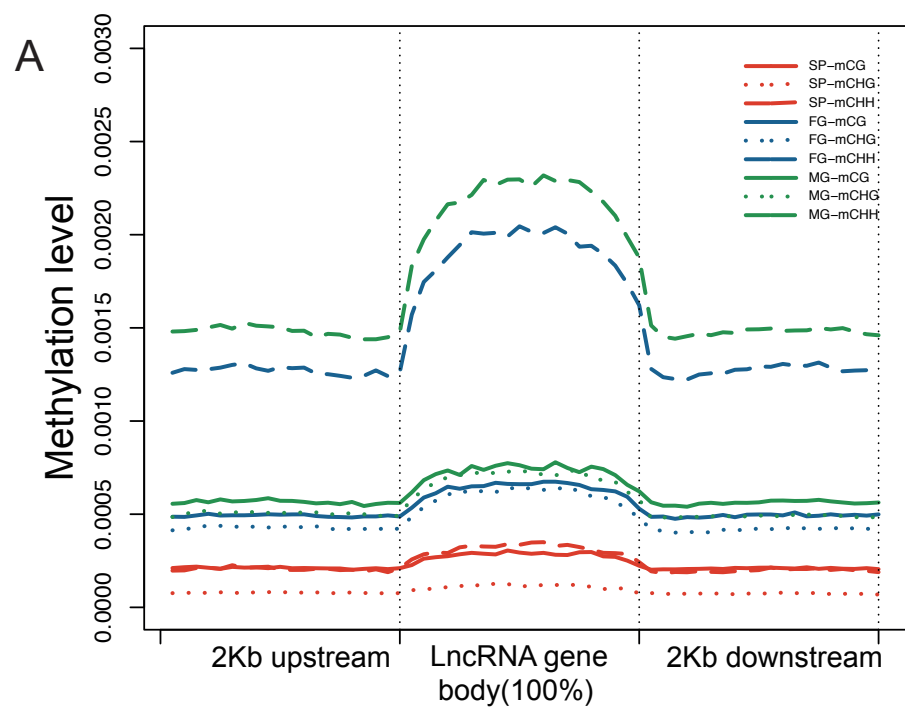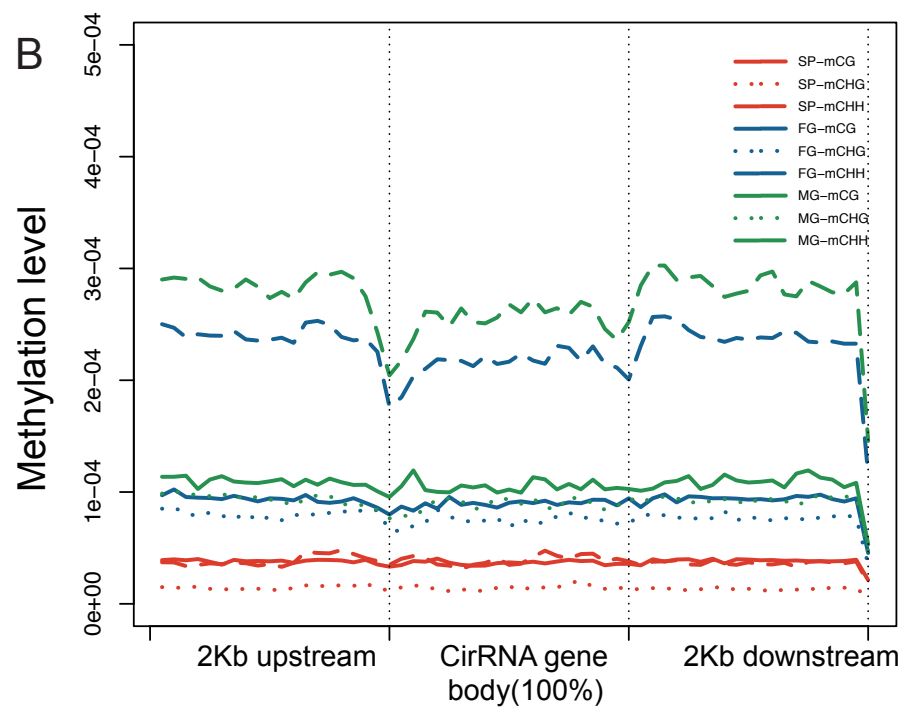

Fig. S16

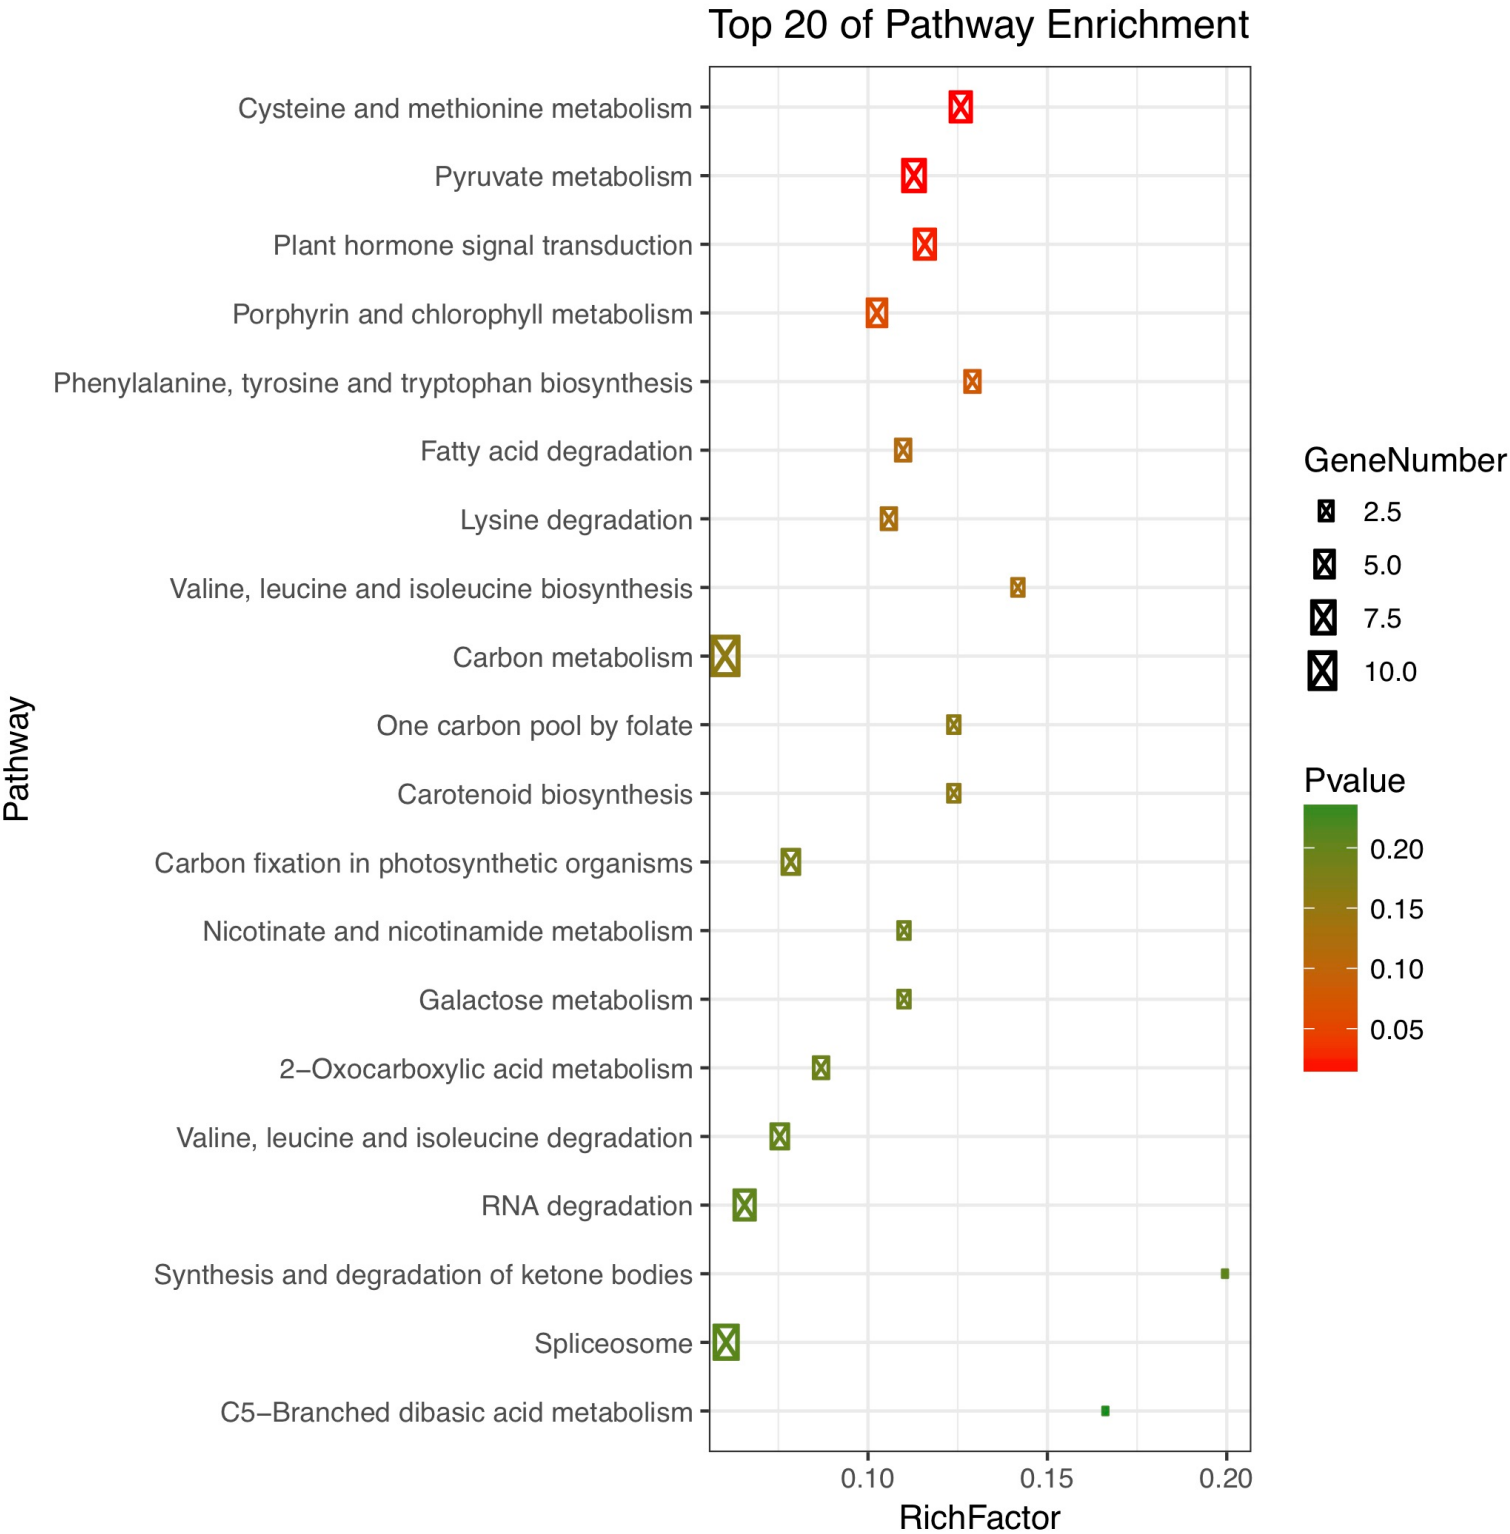

Fig. S17

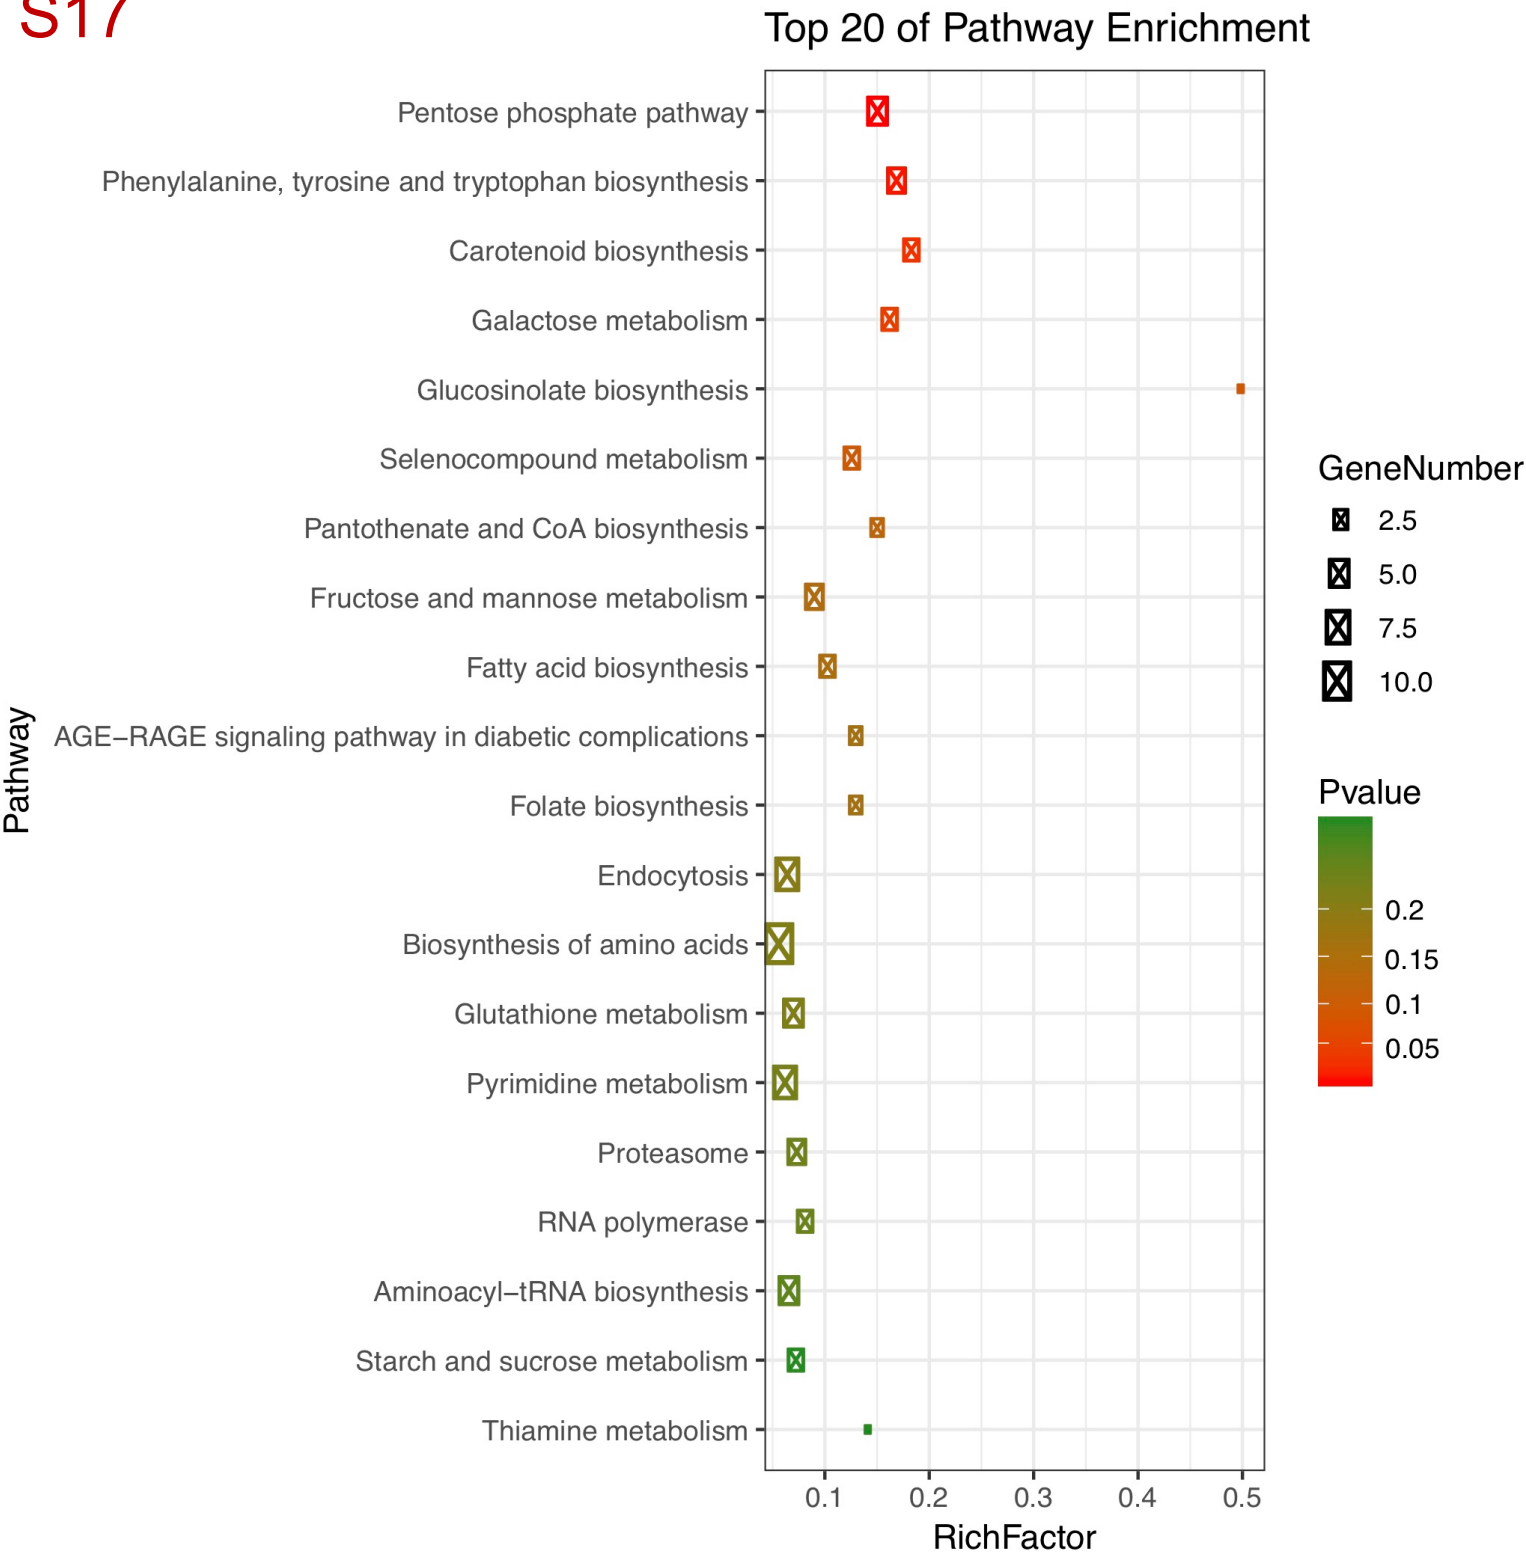

Fig. S18

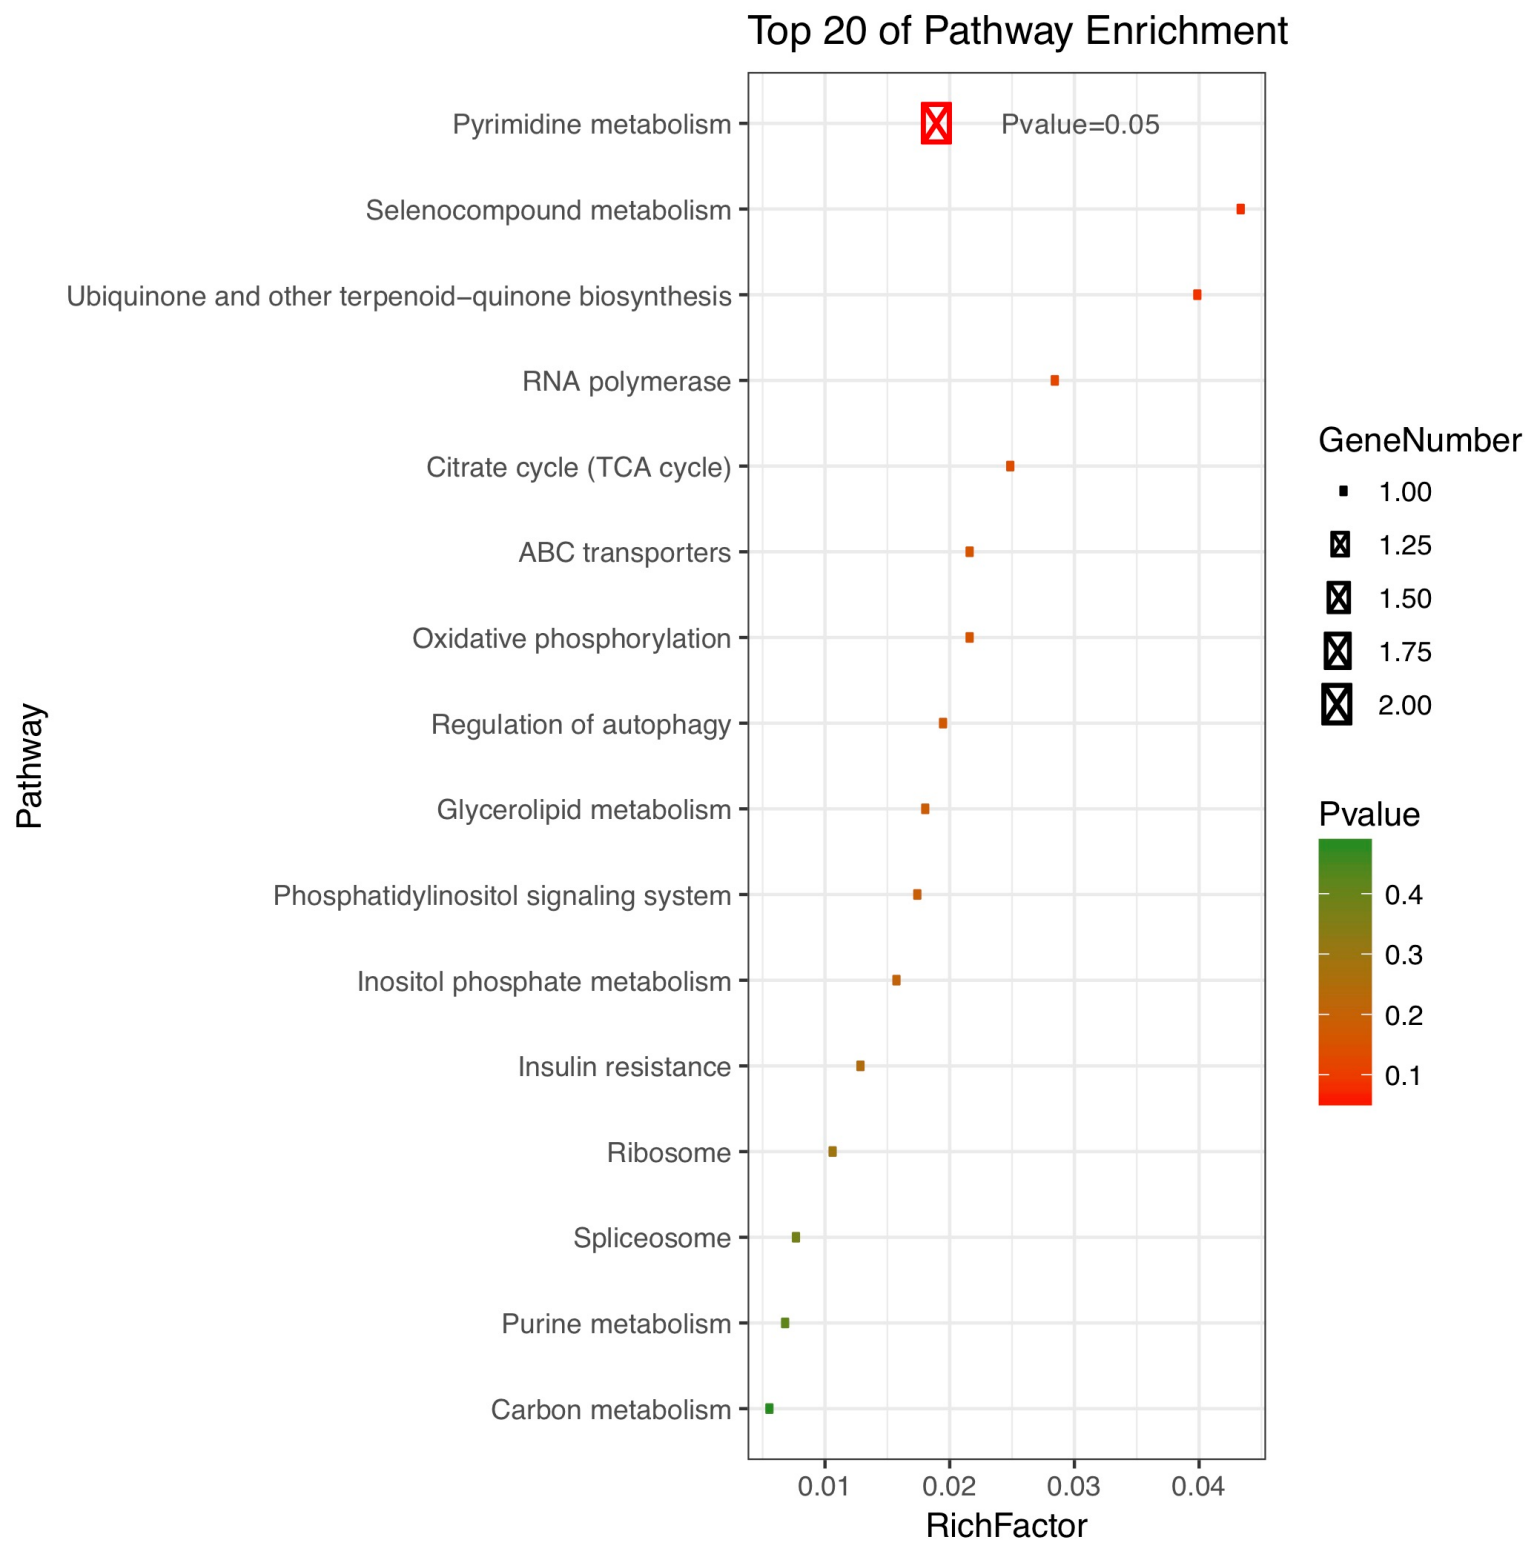

Fig. S19

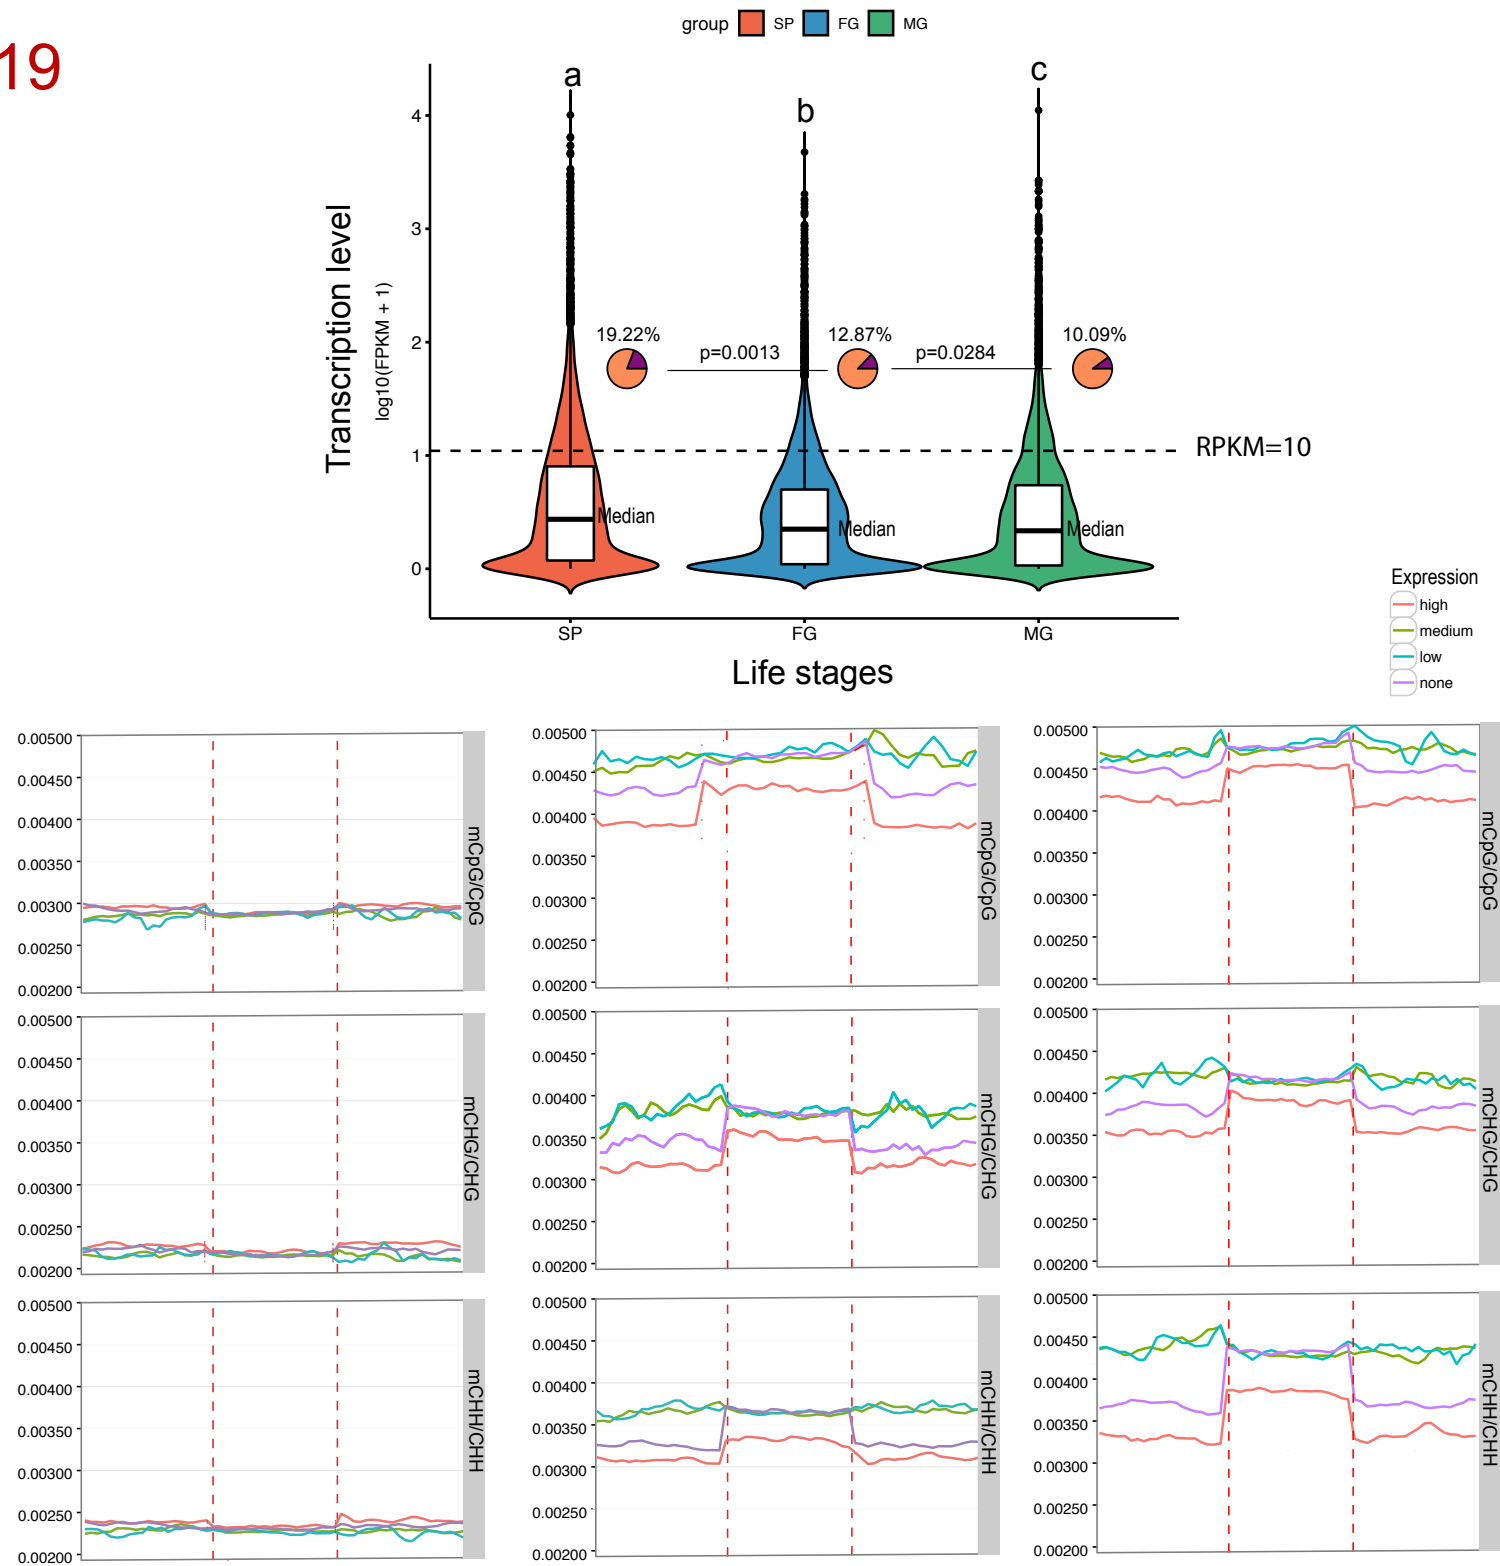

Fig. S20

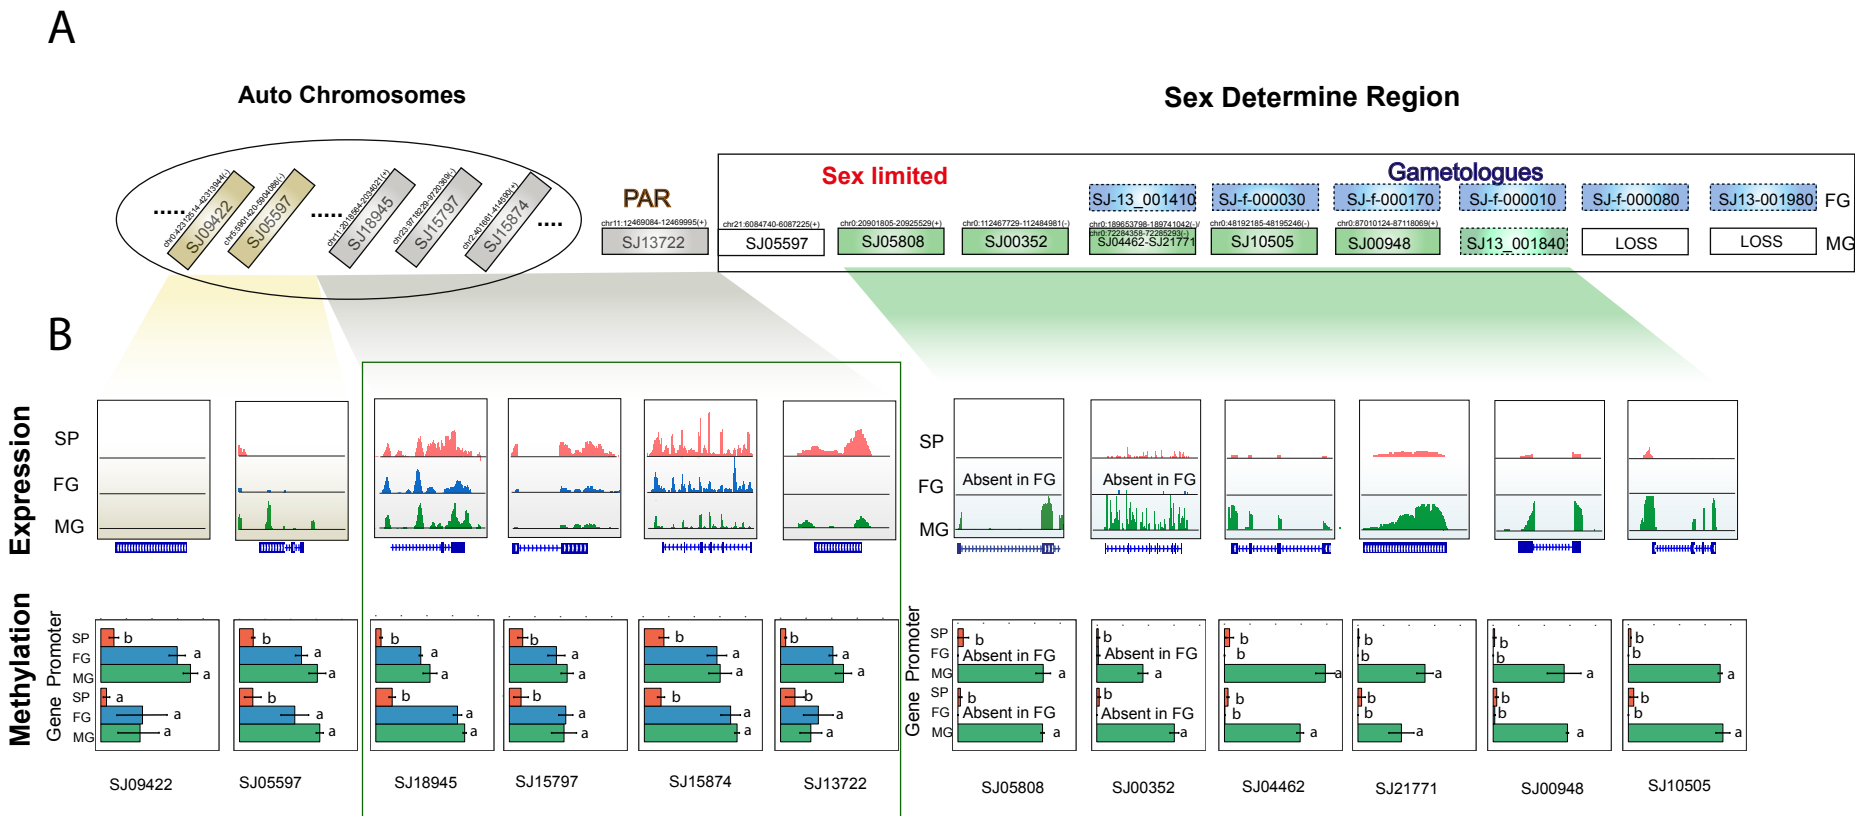

Fig. S21

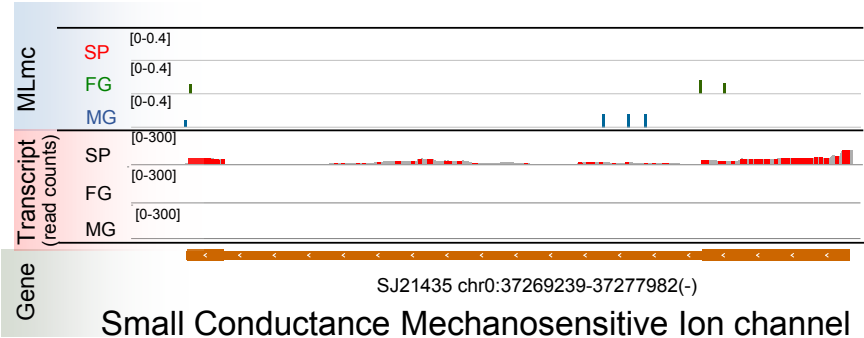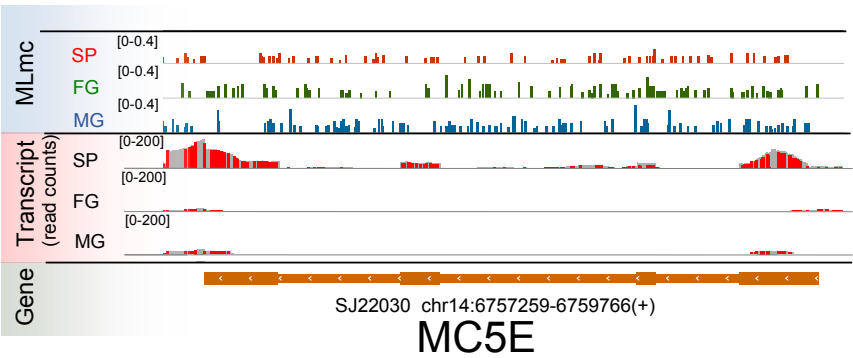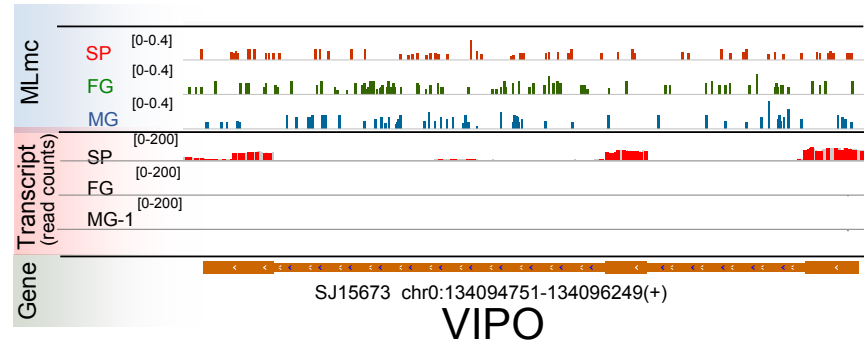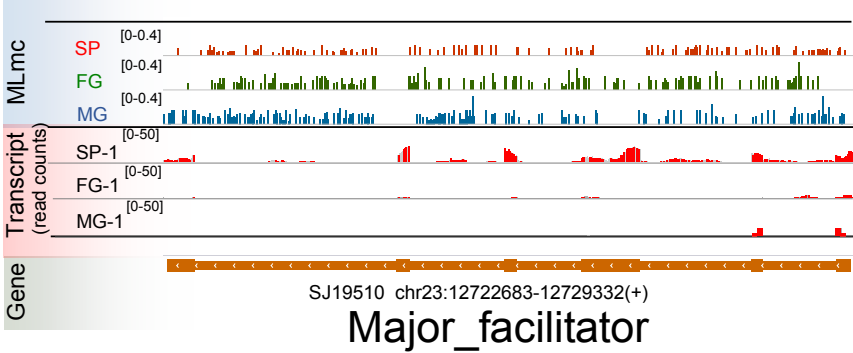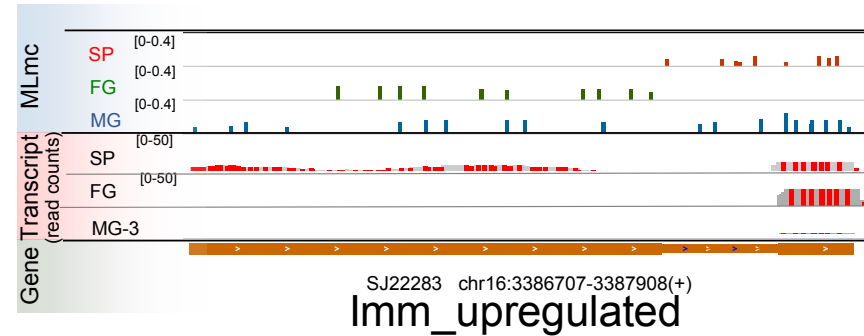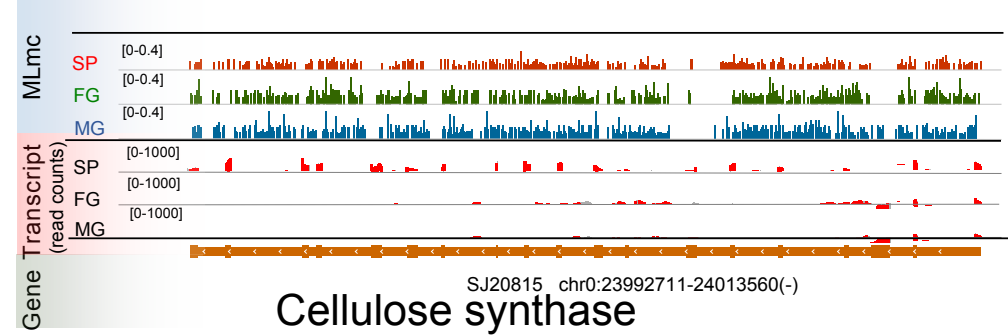

Fig. S22

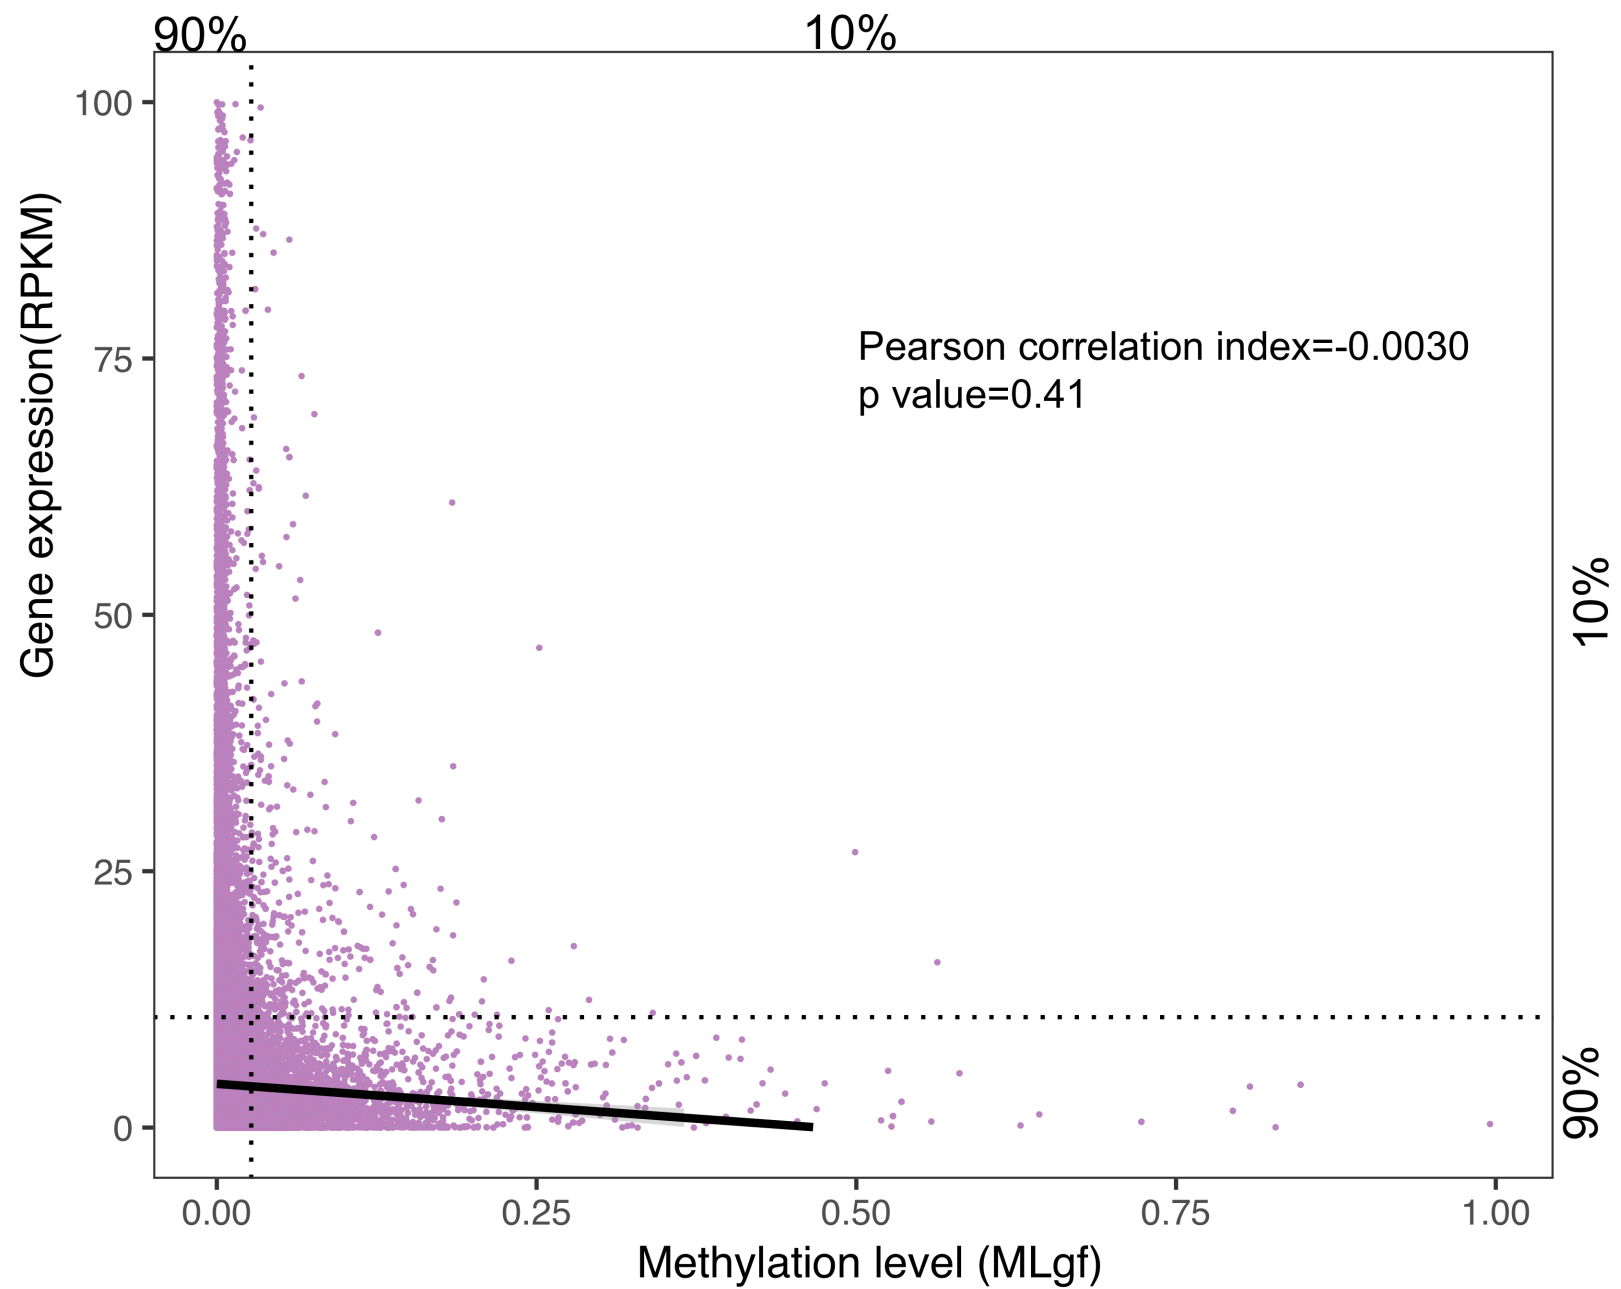

Fig. S23

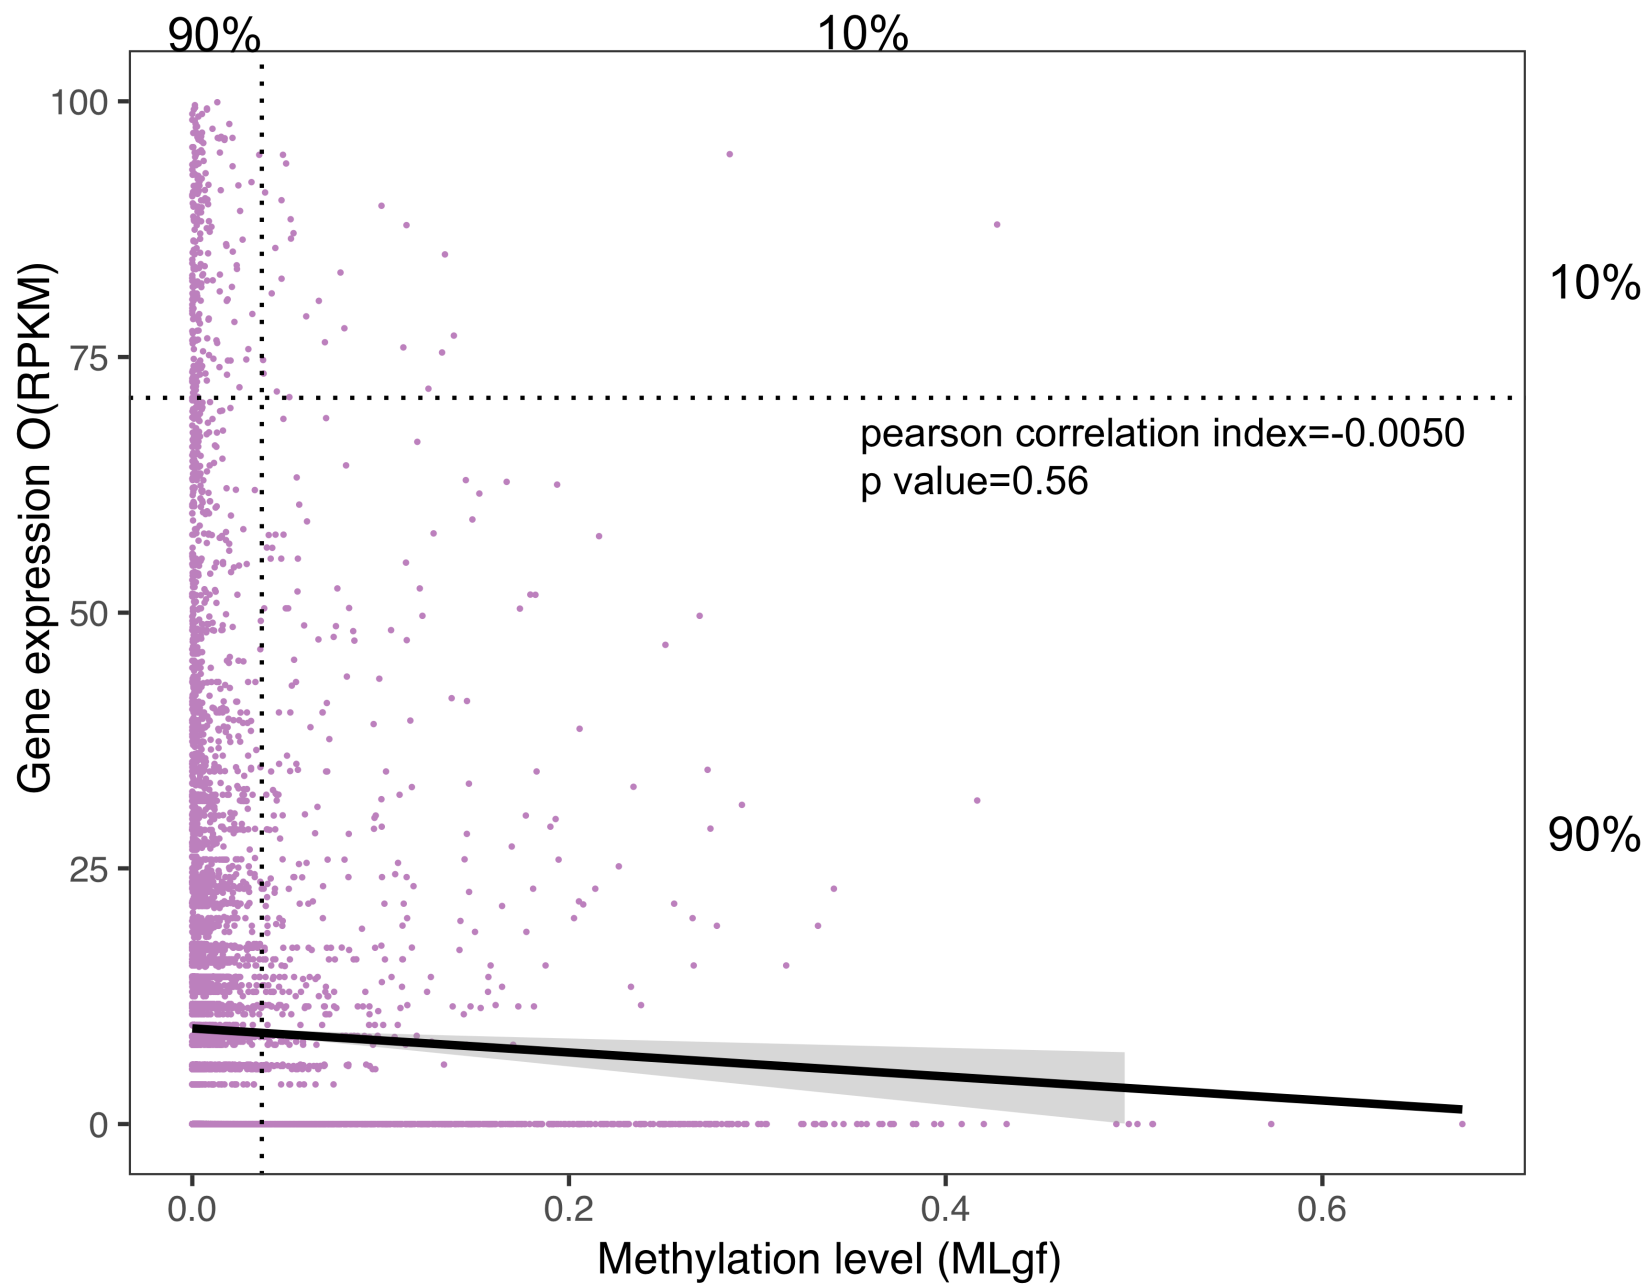

Fig. S24

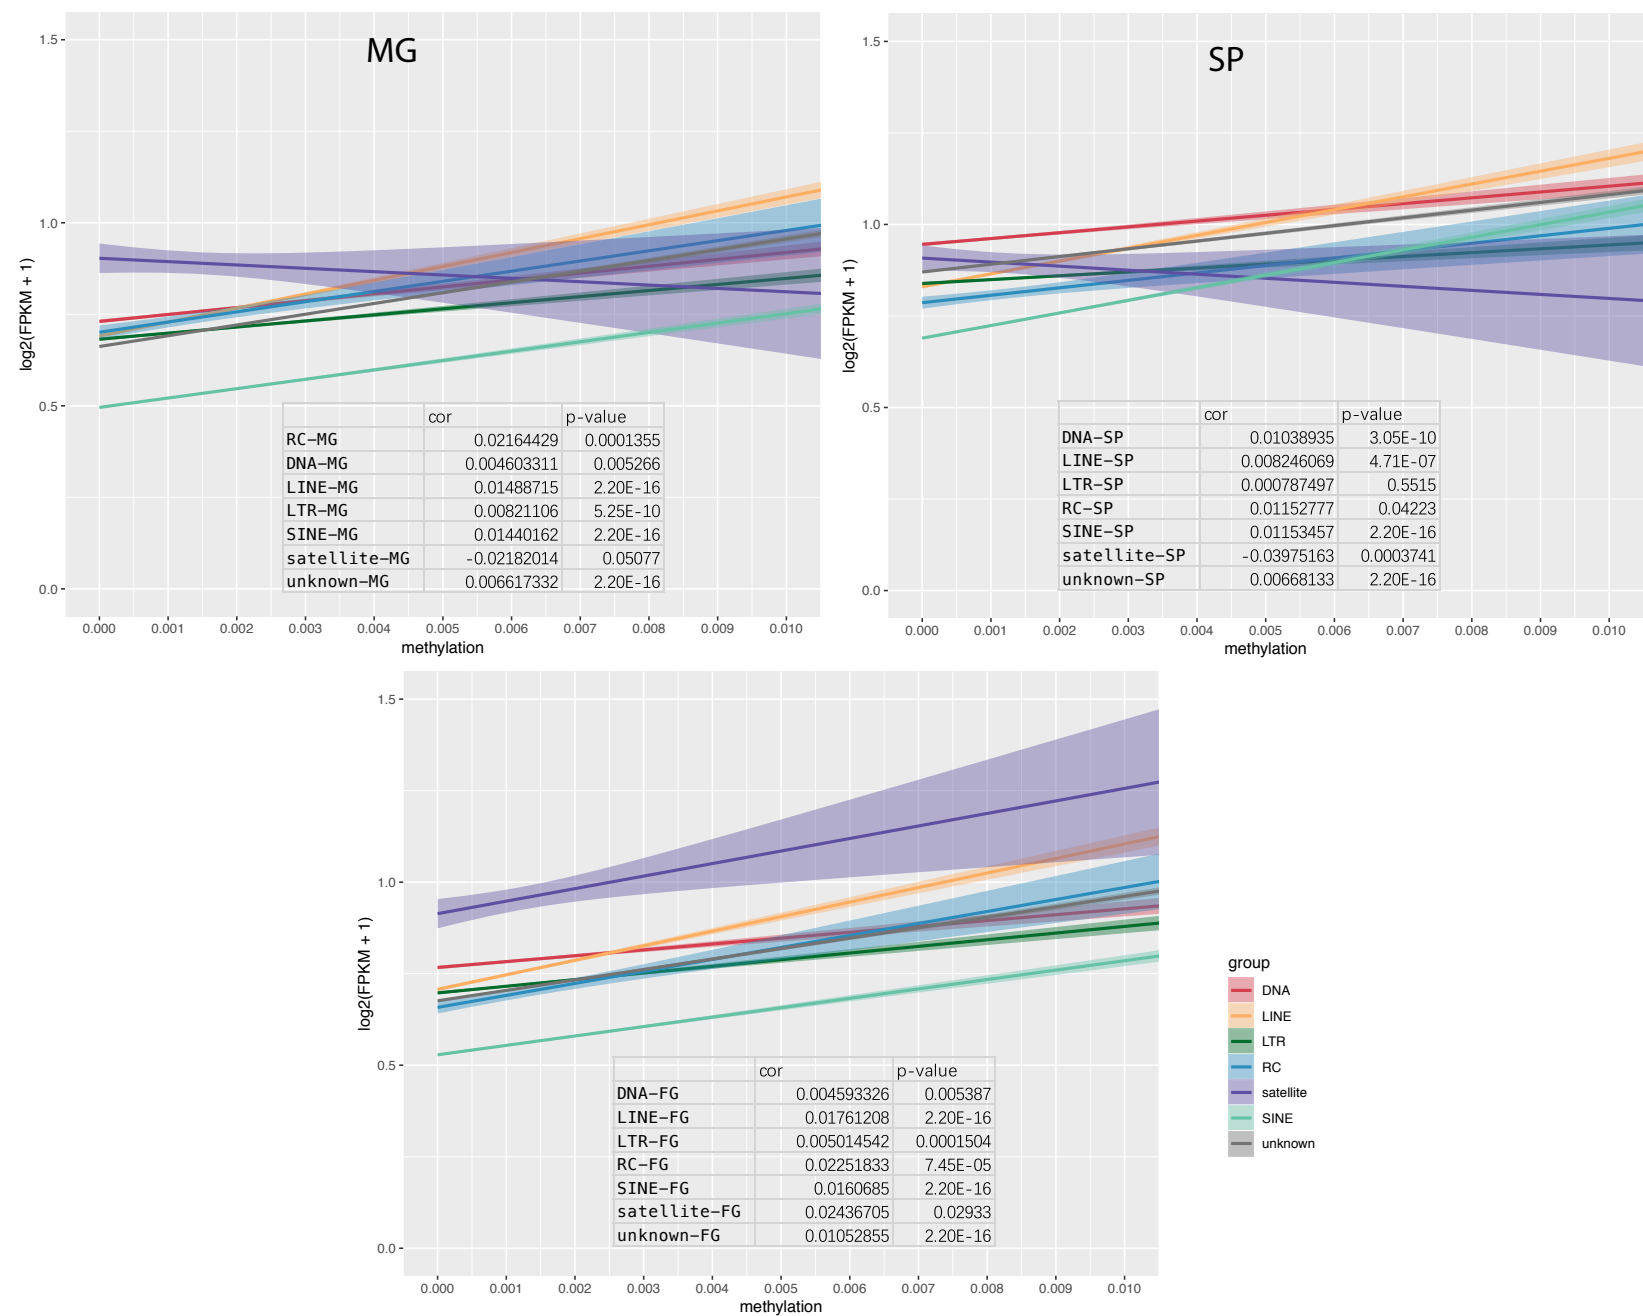

Fig. S25

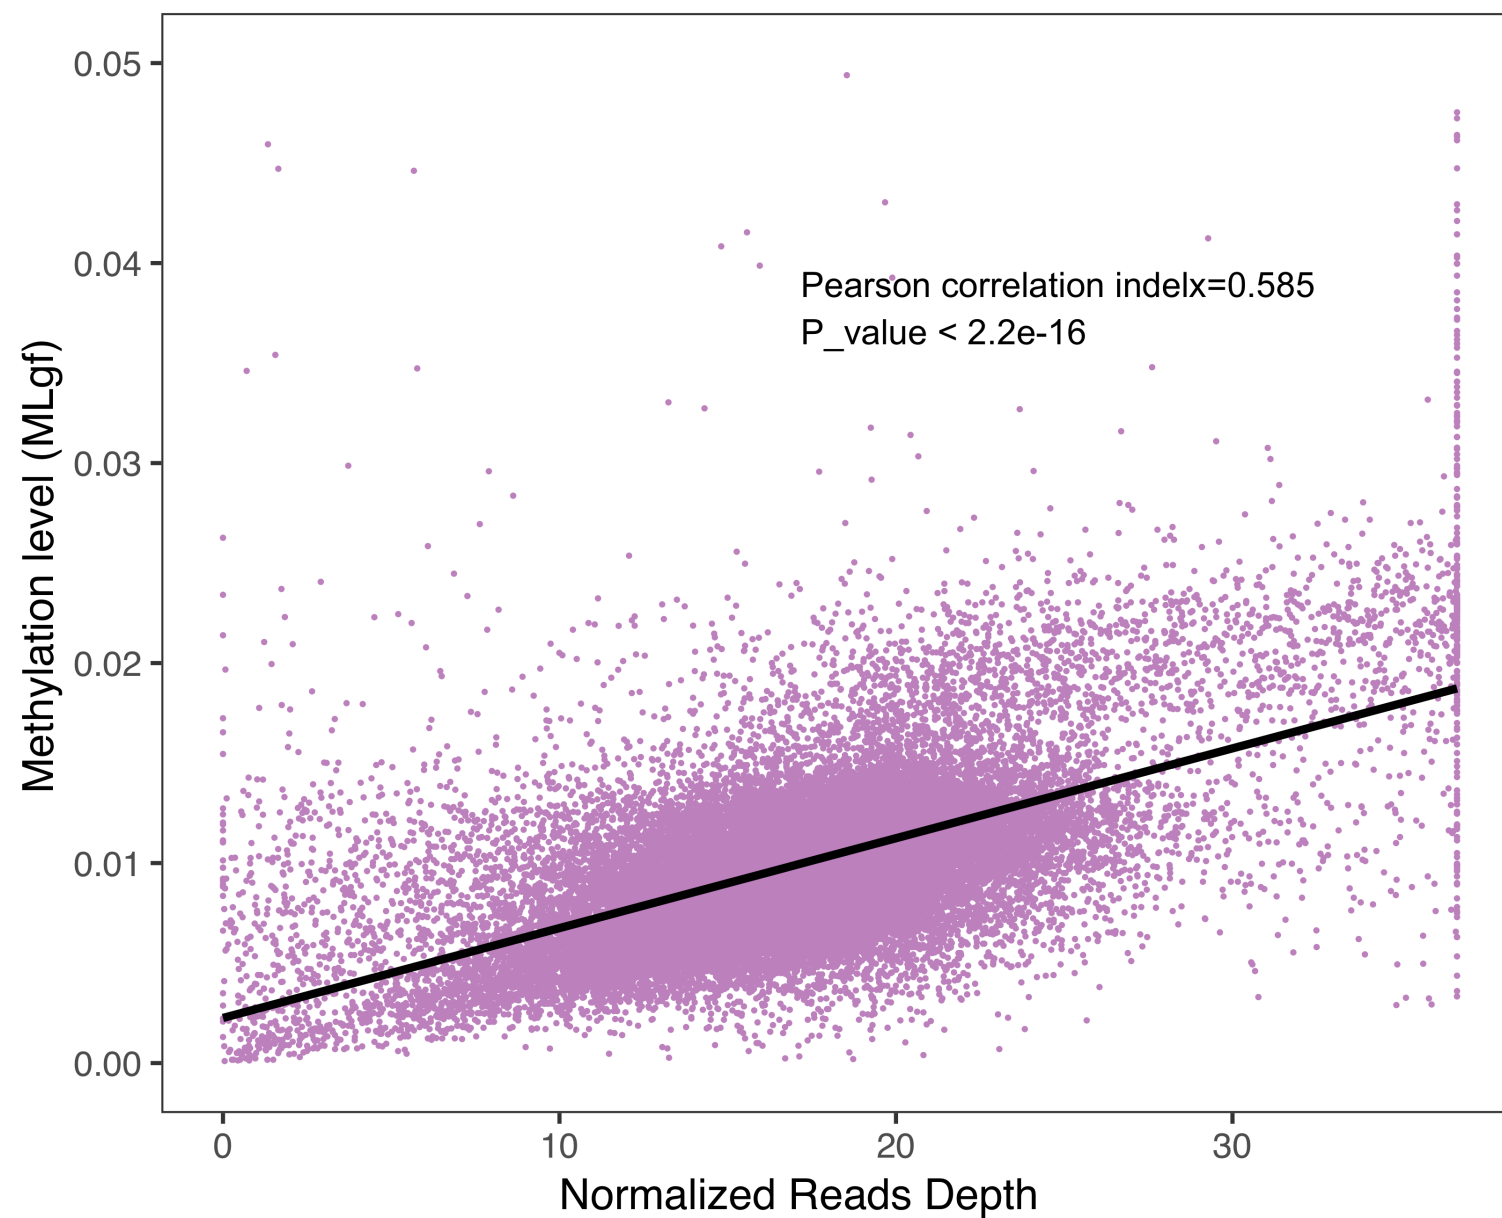

Fig. S26

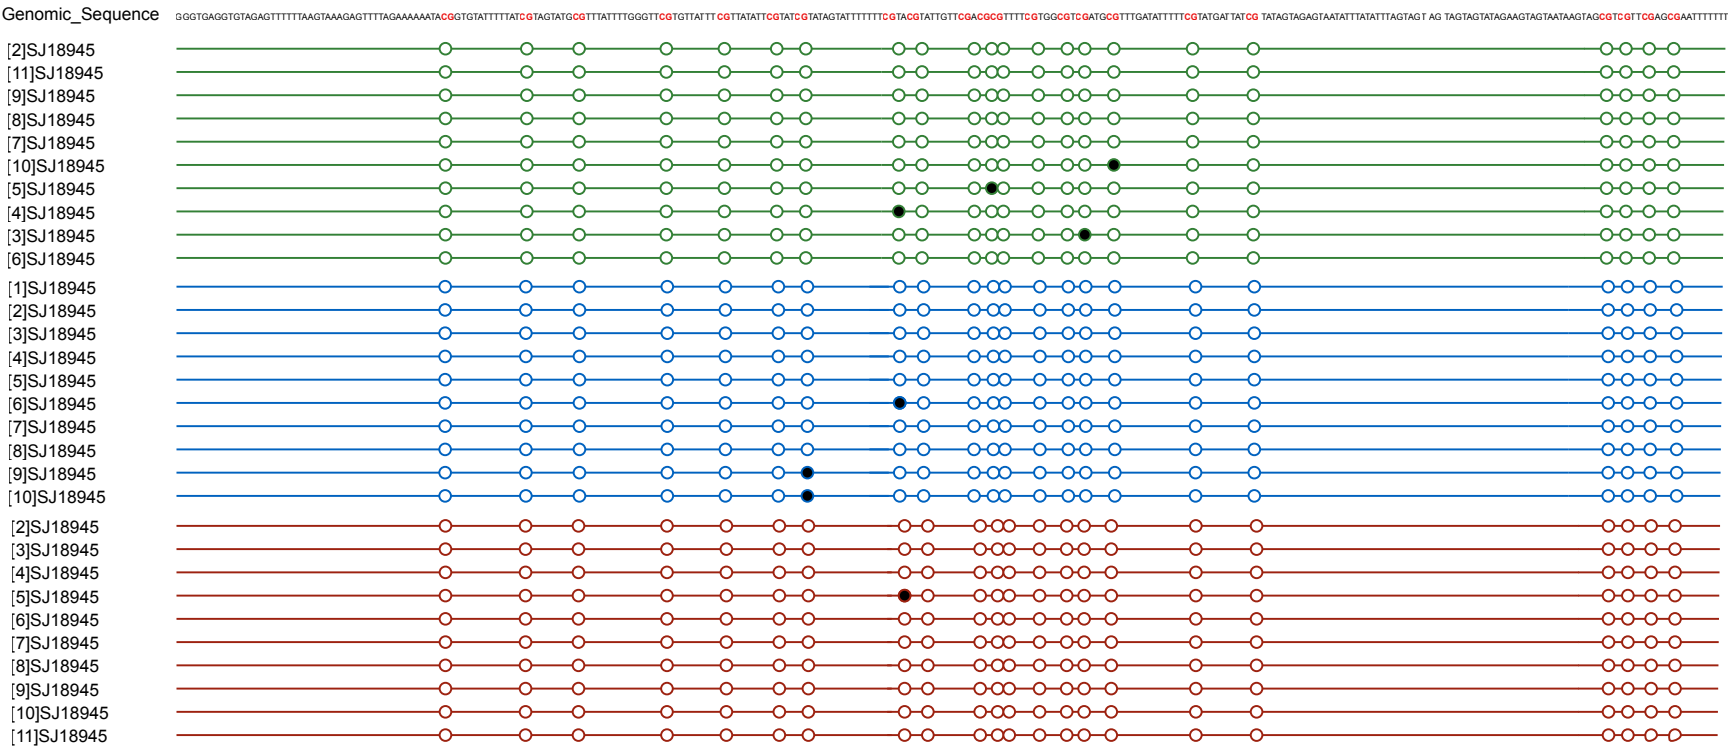

Fig. S27

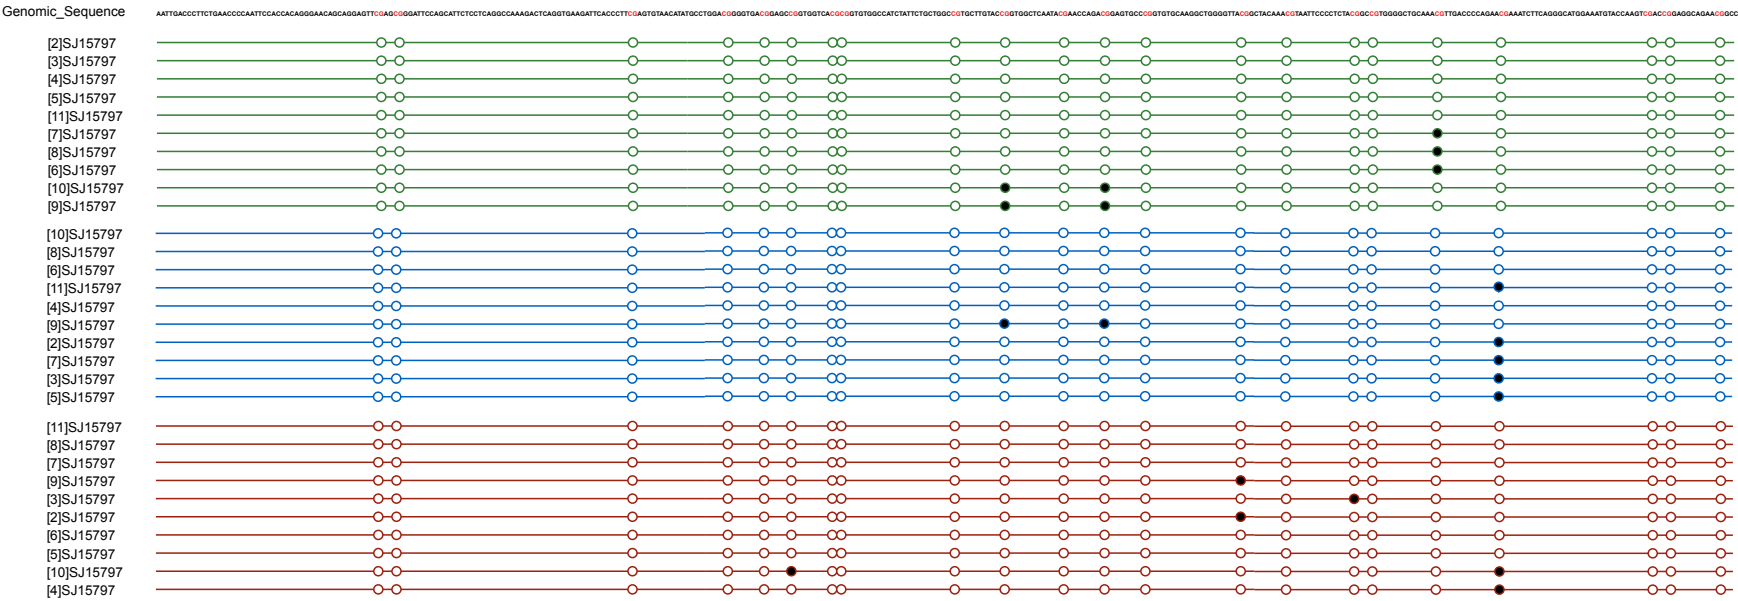

Fig. S28

Genomic\_Sequence

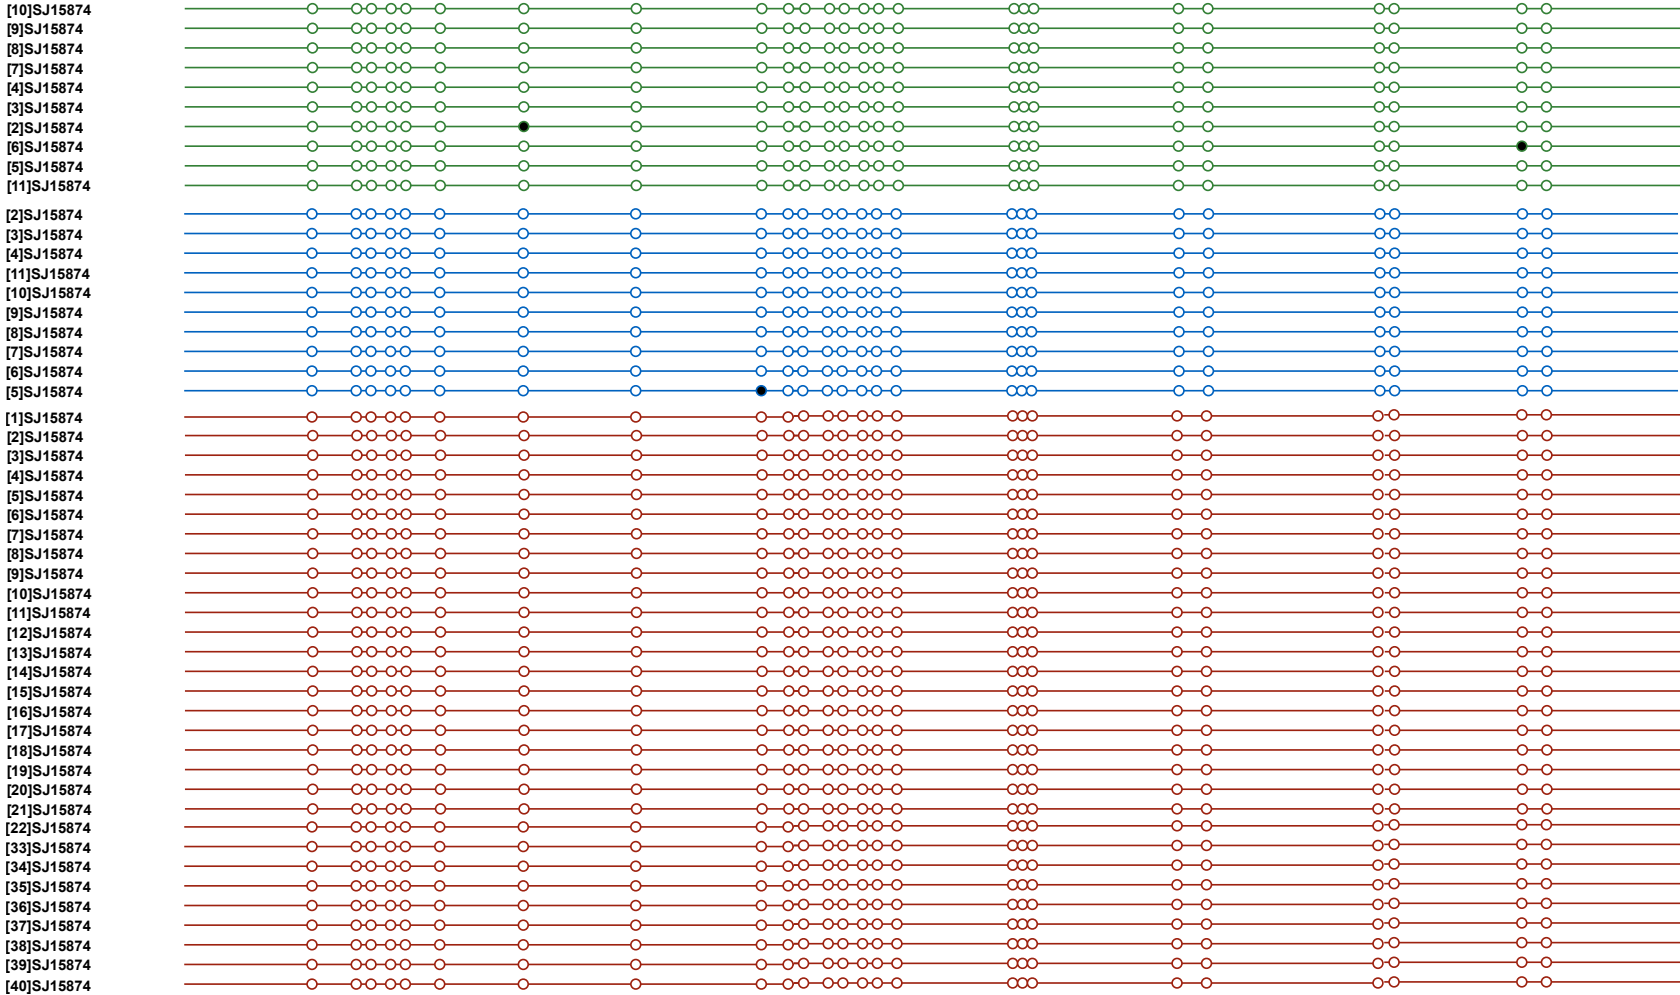

Fig. S29

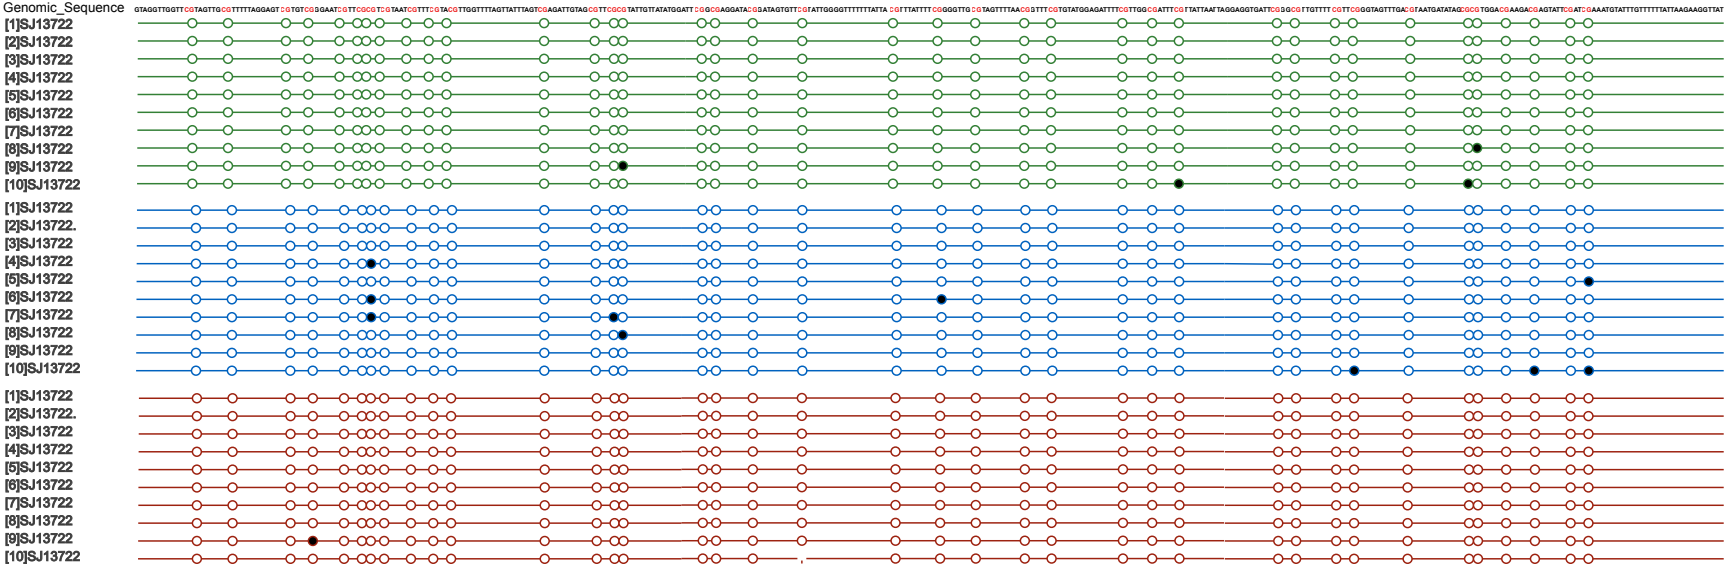

Fig. S30

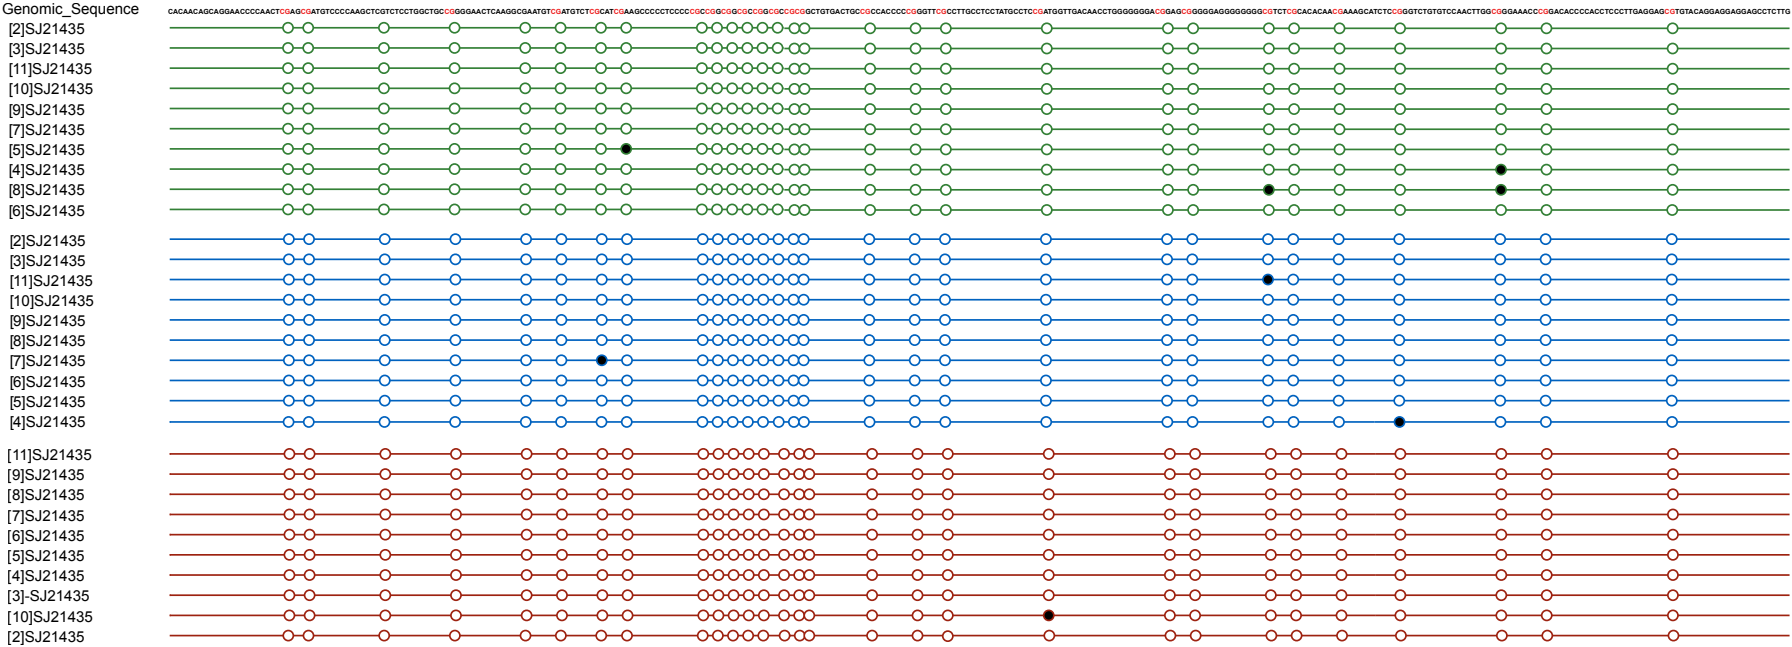

Fig. S31

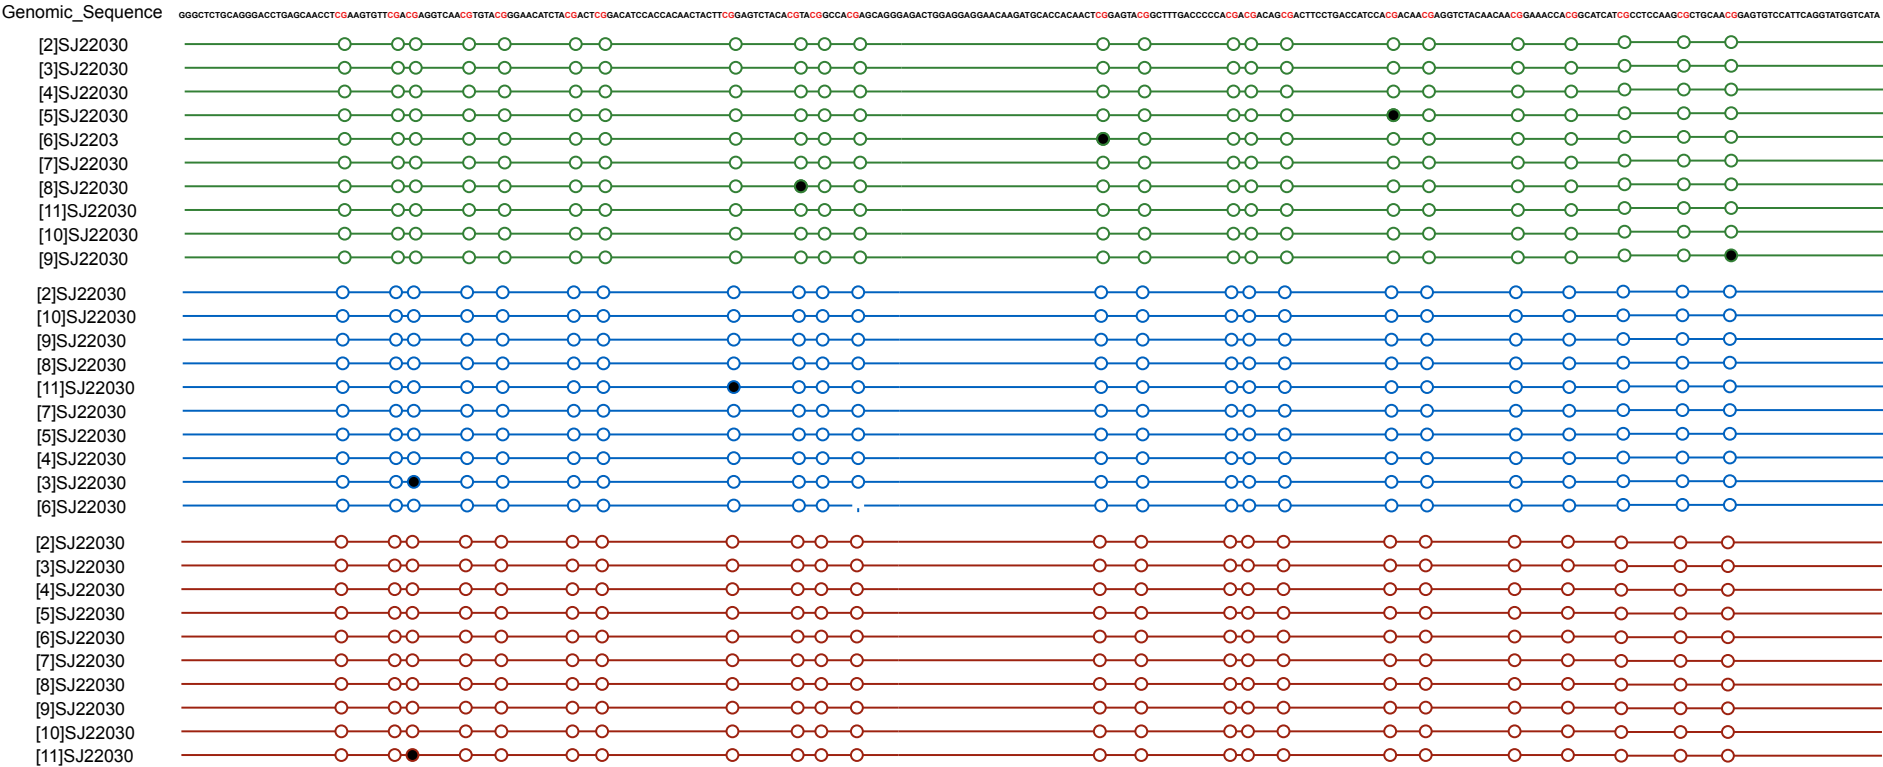

Fig. S32

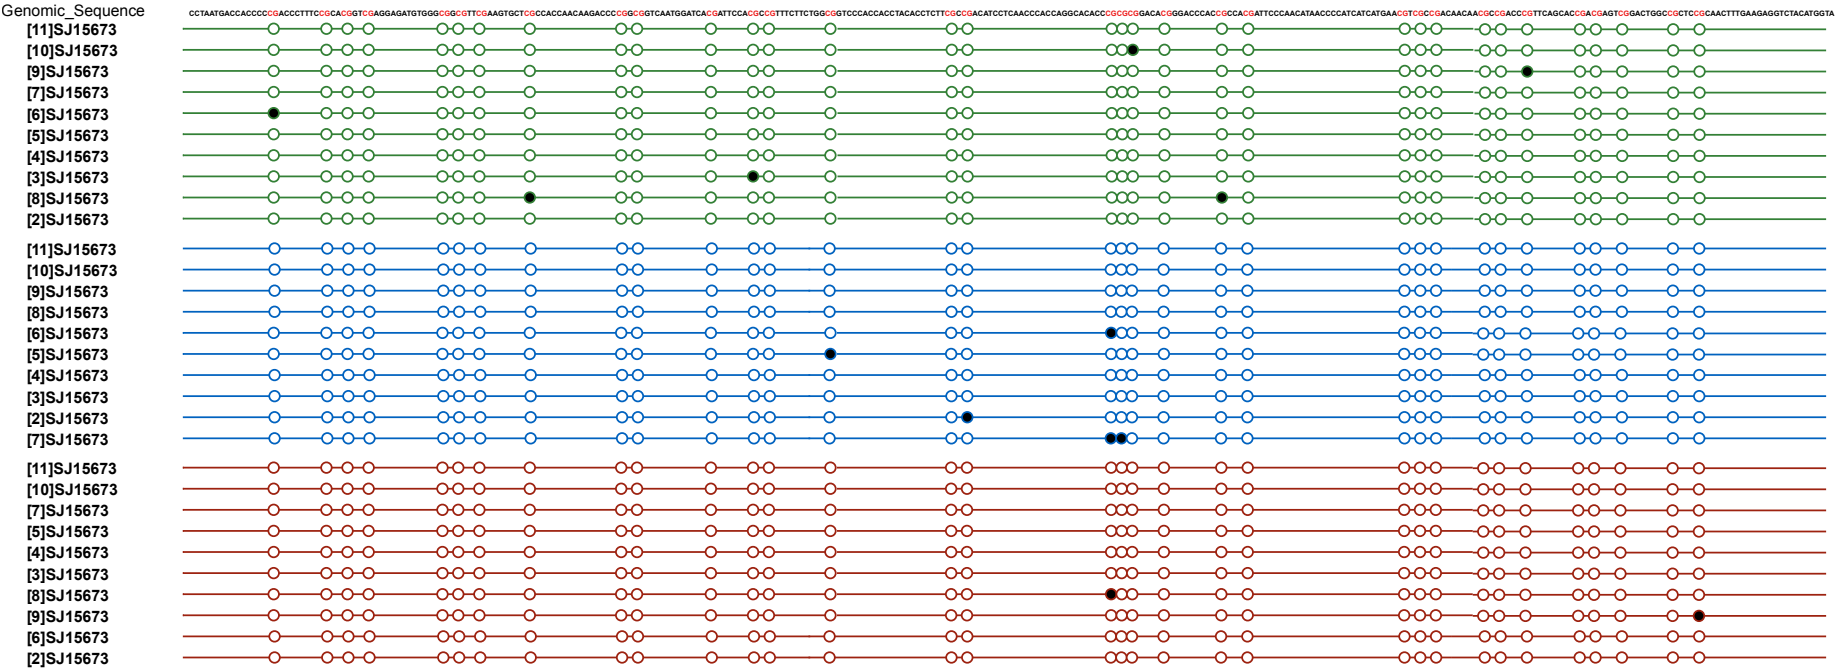

Fig. S33

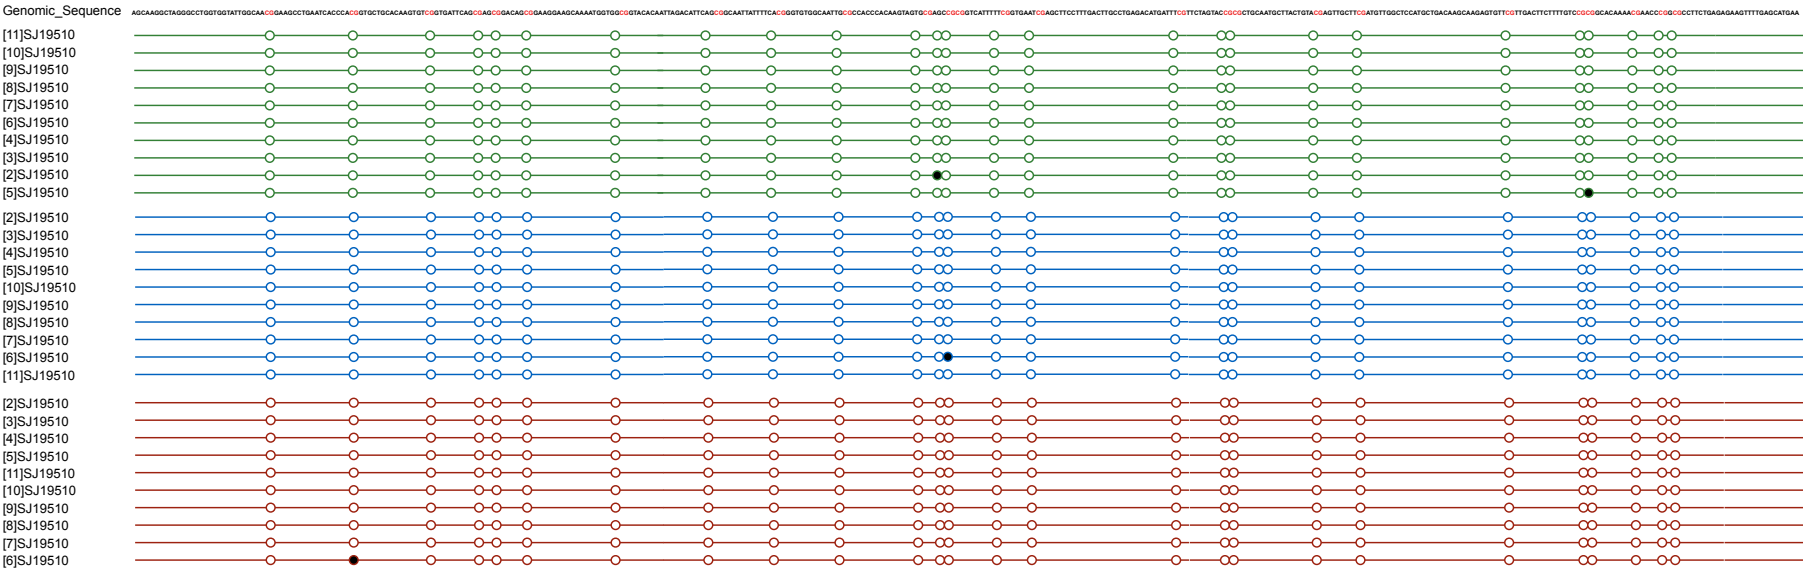

Fig. S34

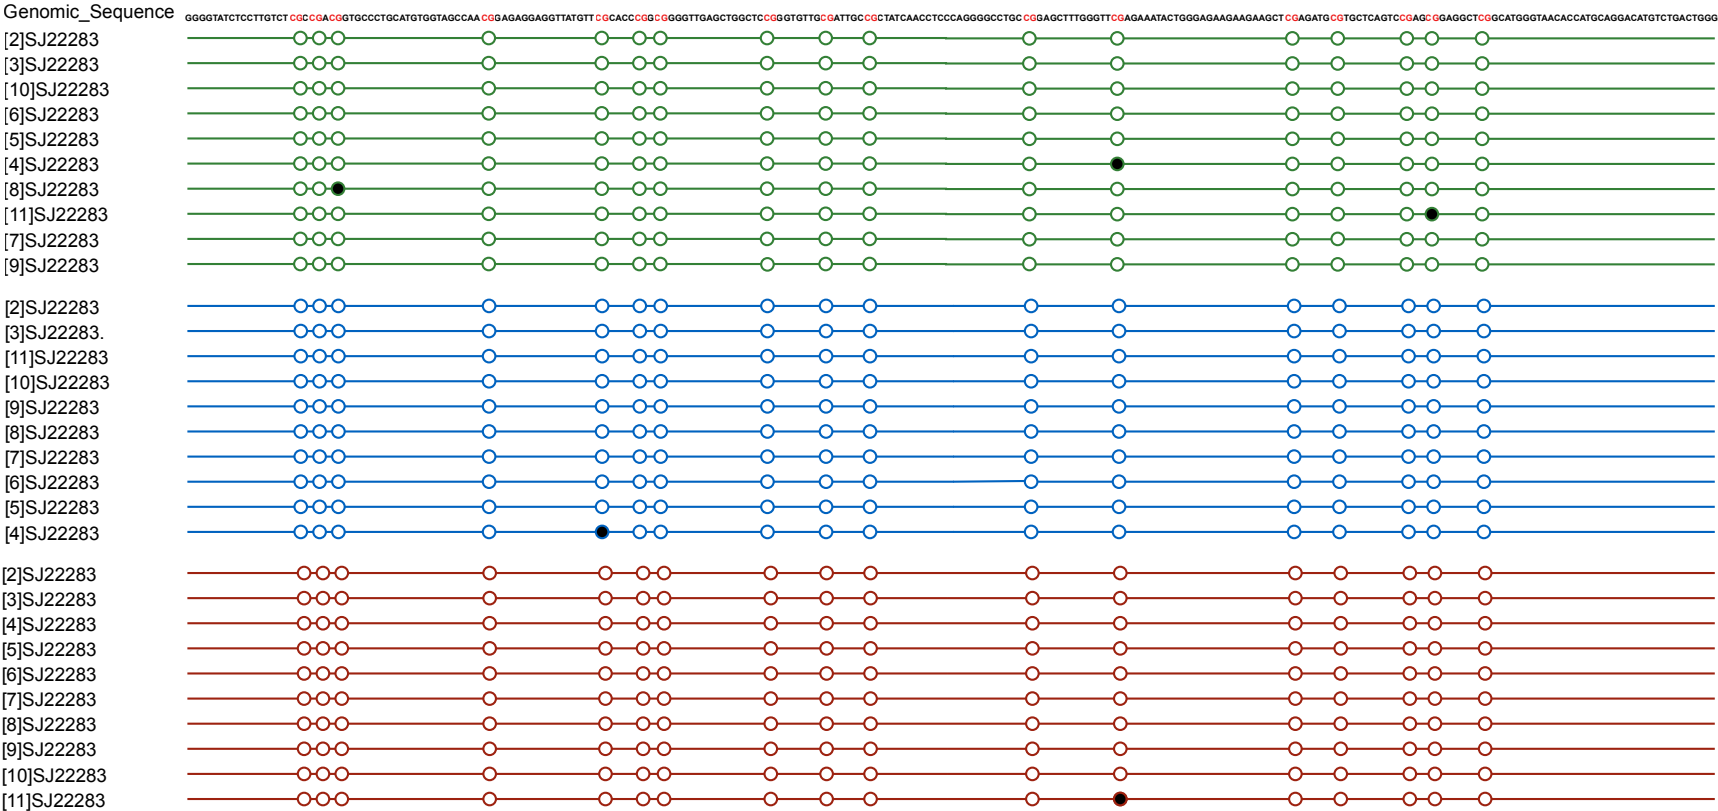

Fig. S35

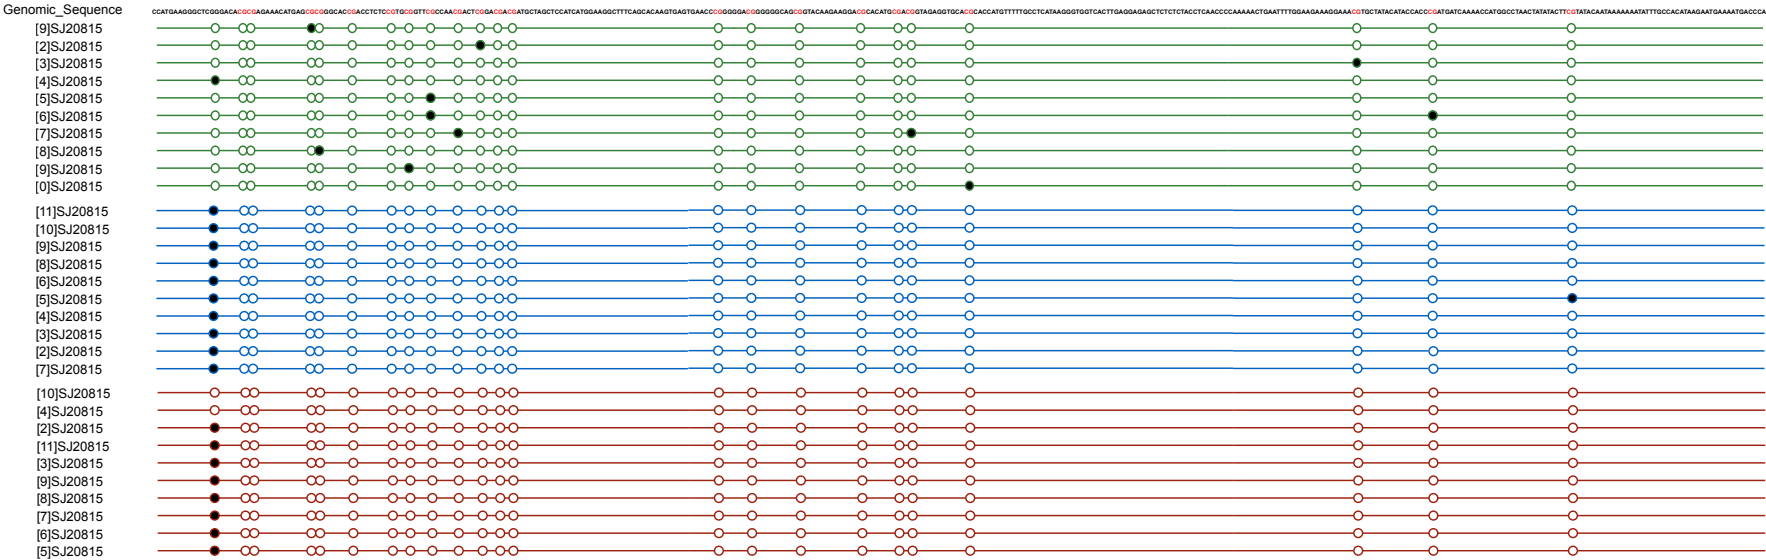

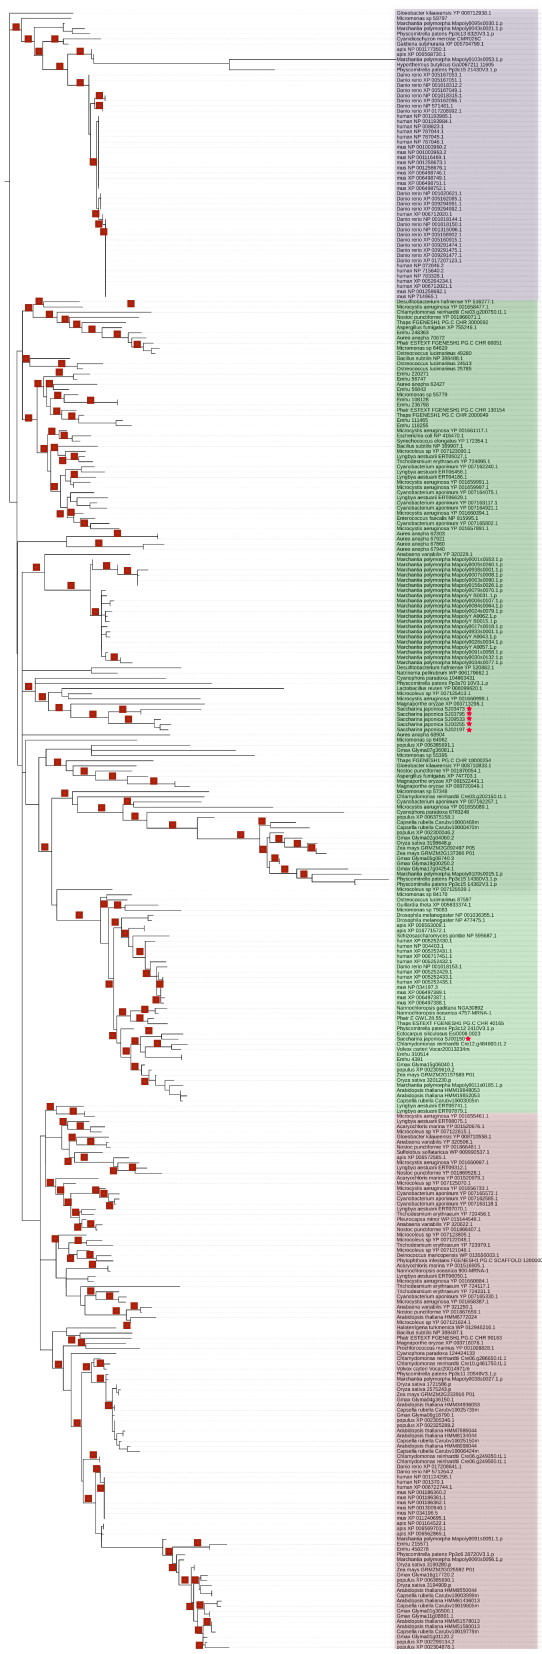

# DNMT1/MET

Fig. S37

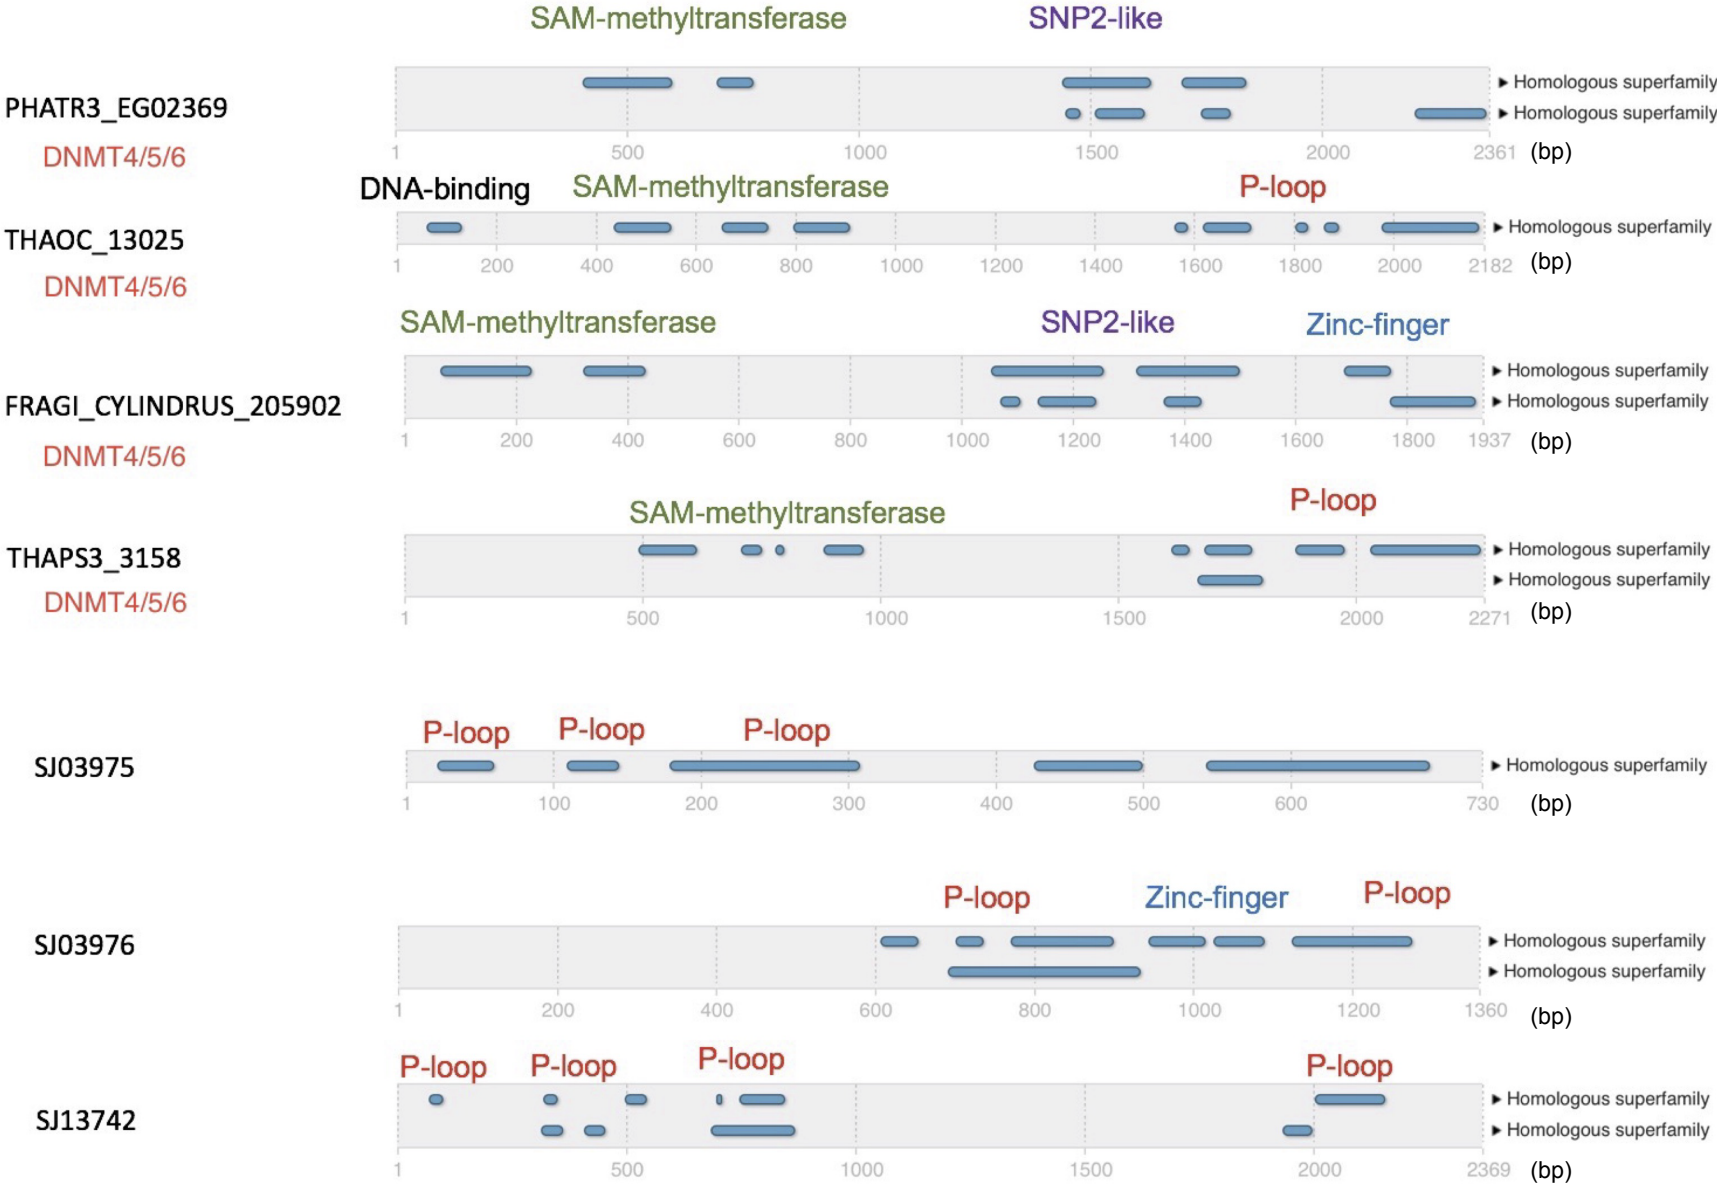

Fig. S38

[5-adenosyl-L-methine-dependent methyltransferase\(PF029063\)](#)

 DNA\_methylase PF000145

Methytransferase

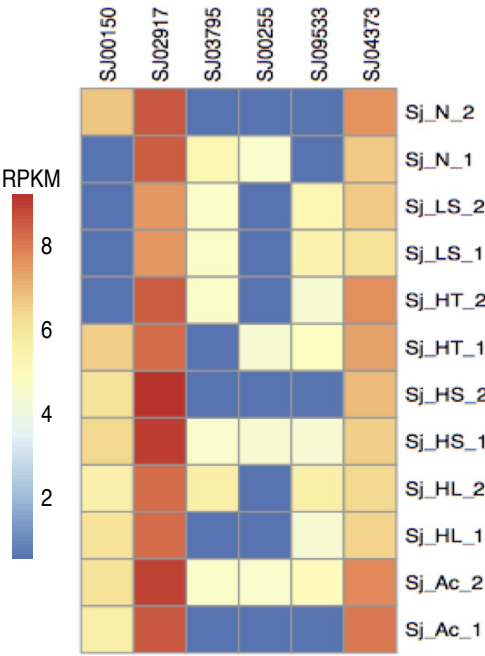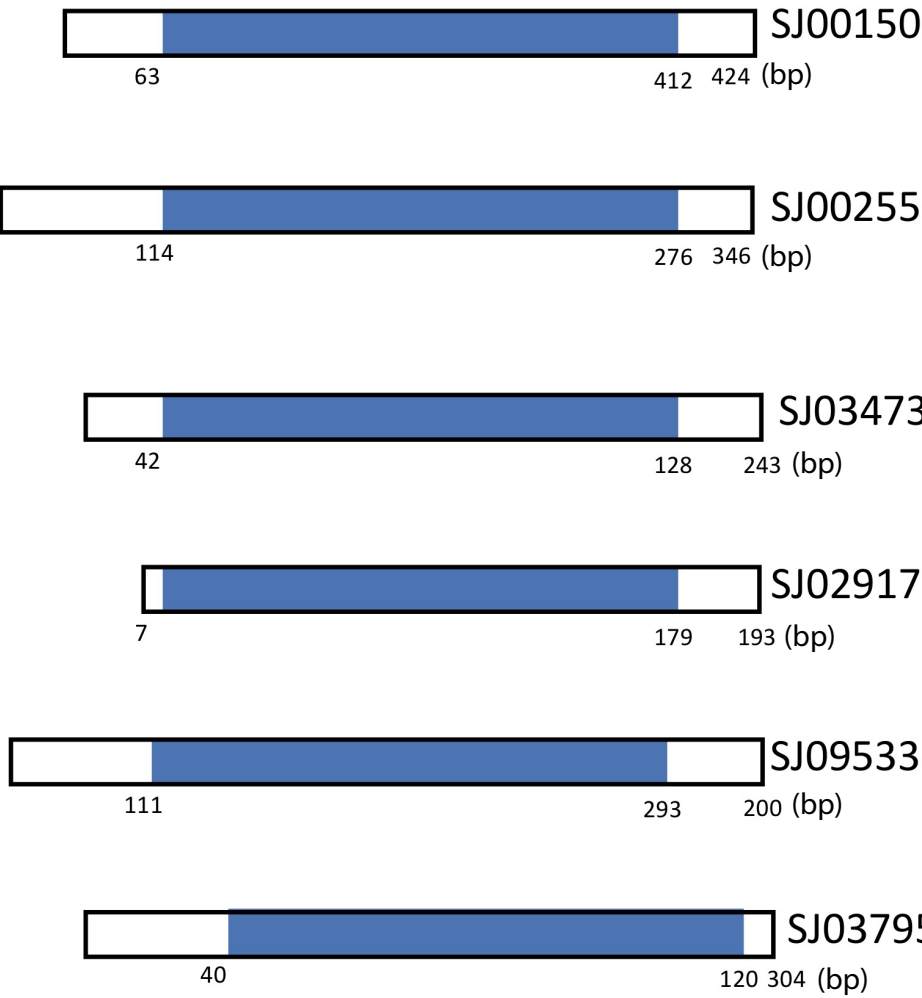

Fig. S39

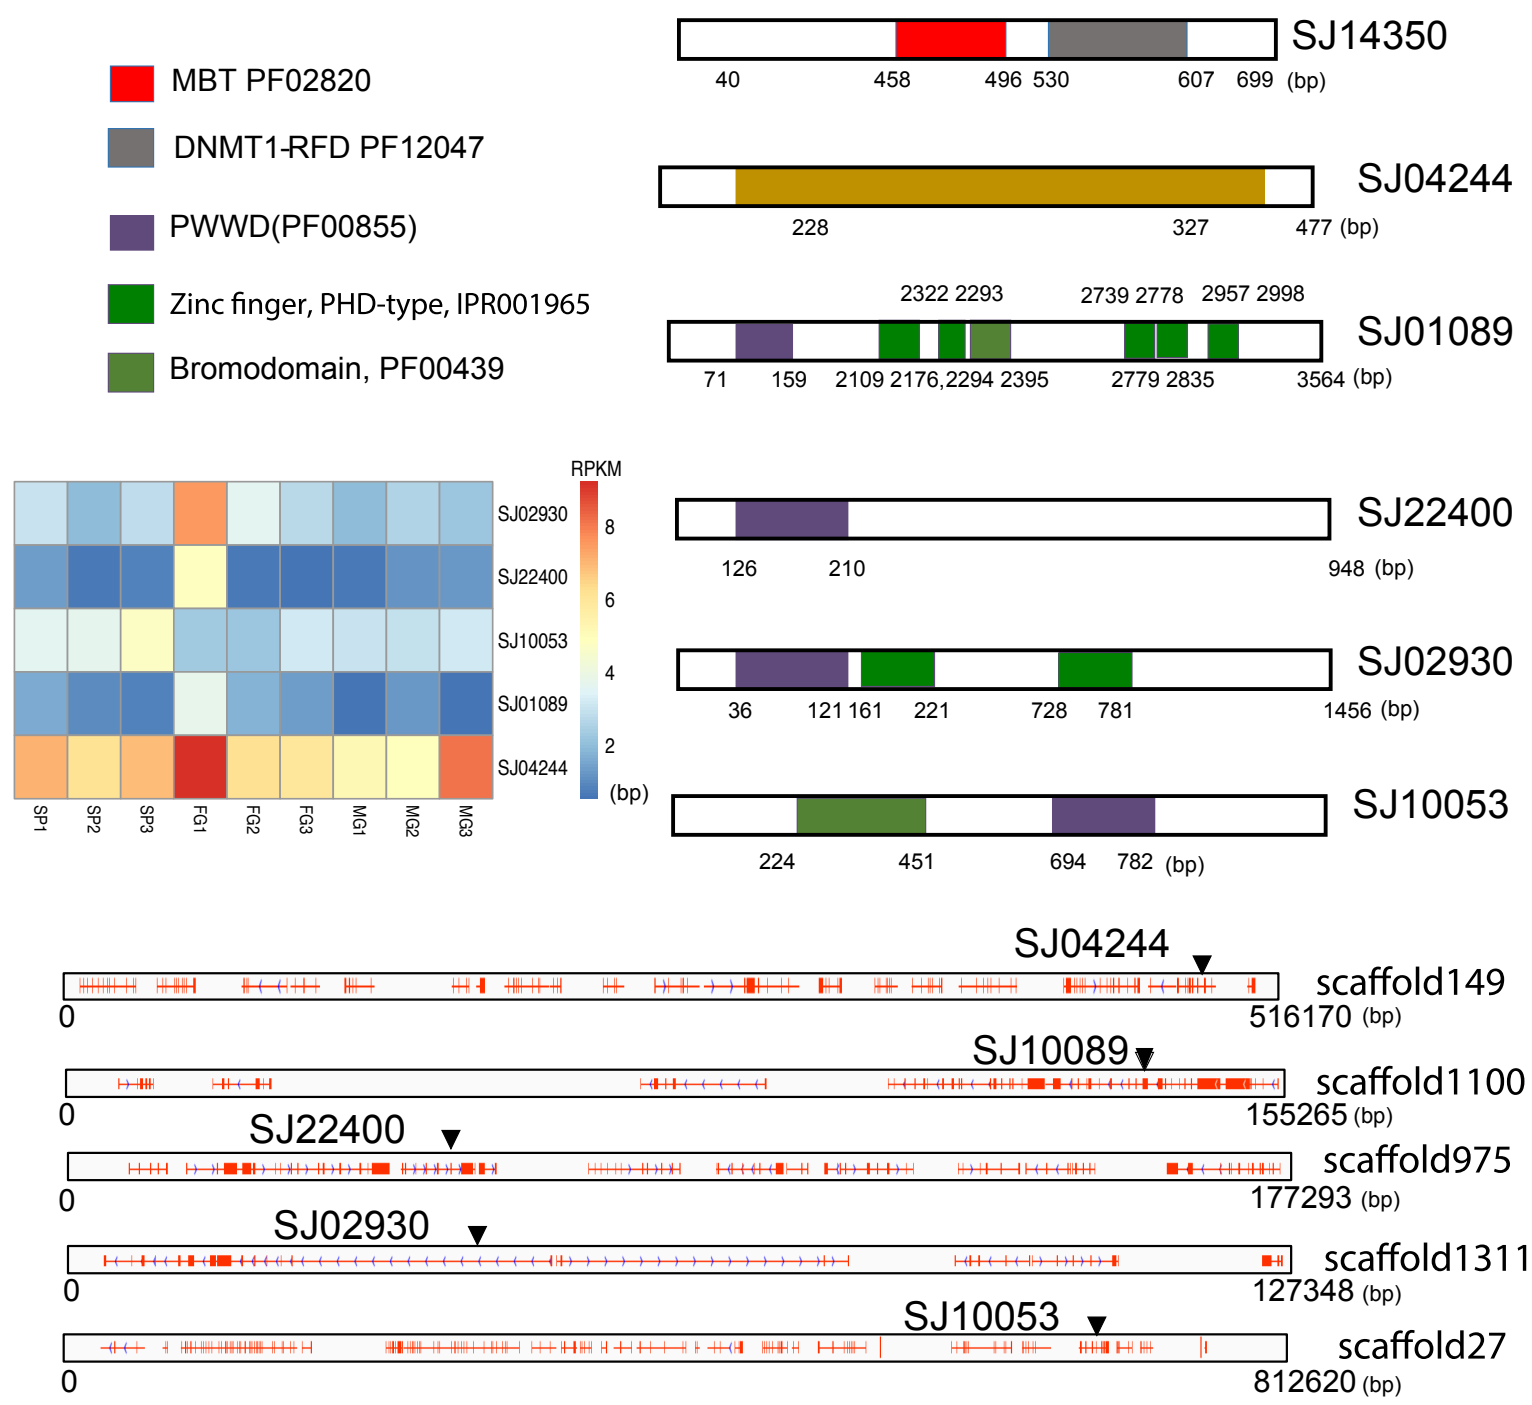

Fig. S40

**ADD**

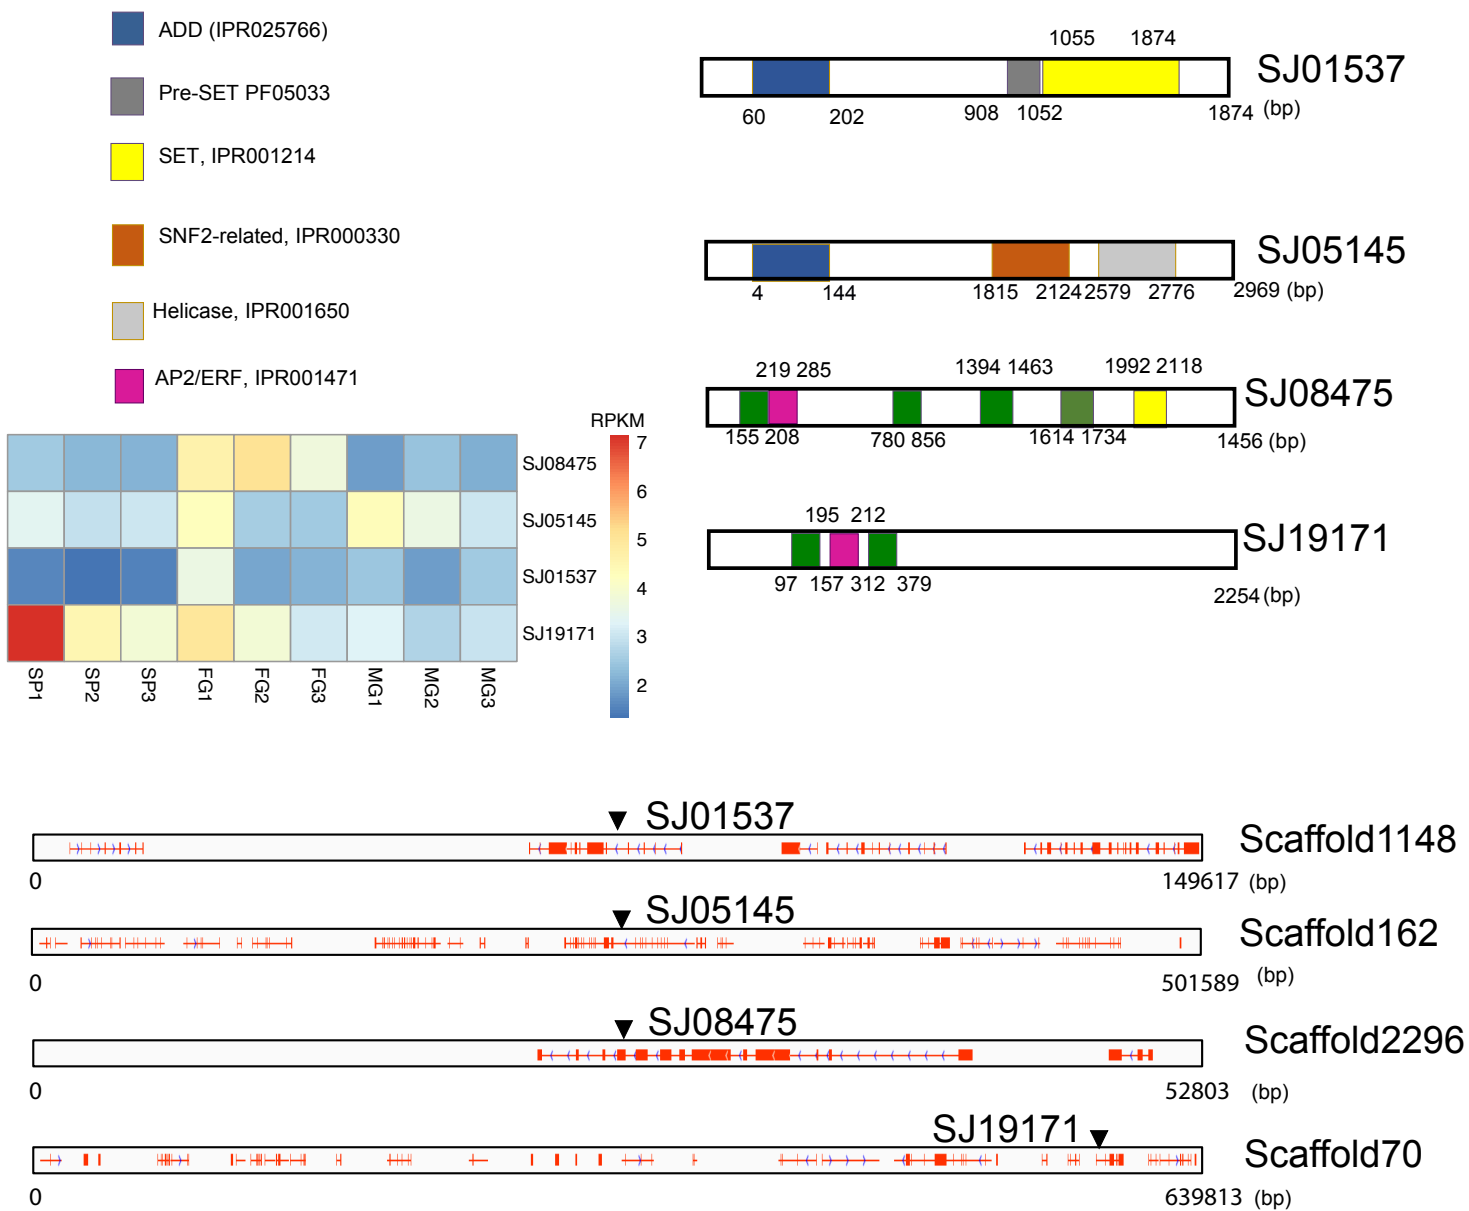

Fig. S41

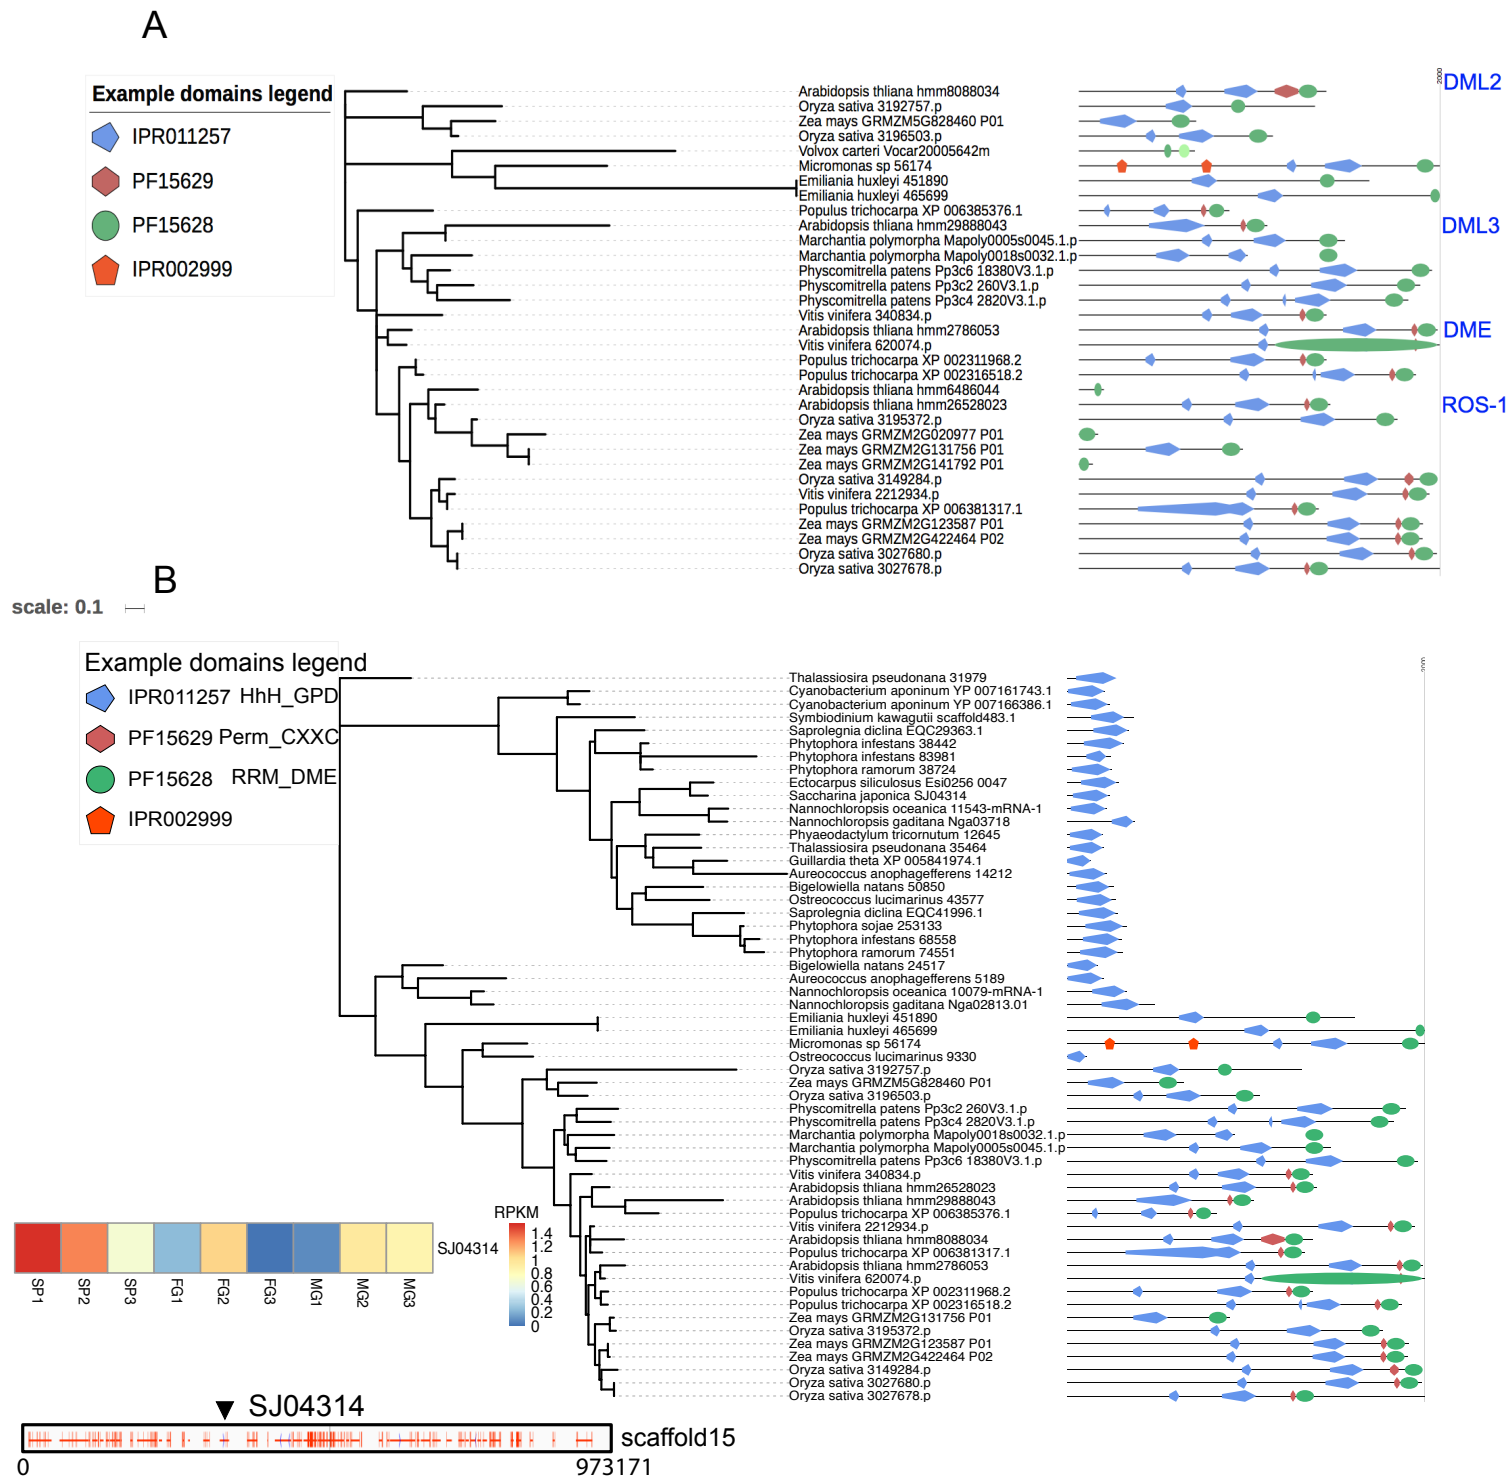

Fig. S42

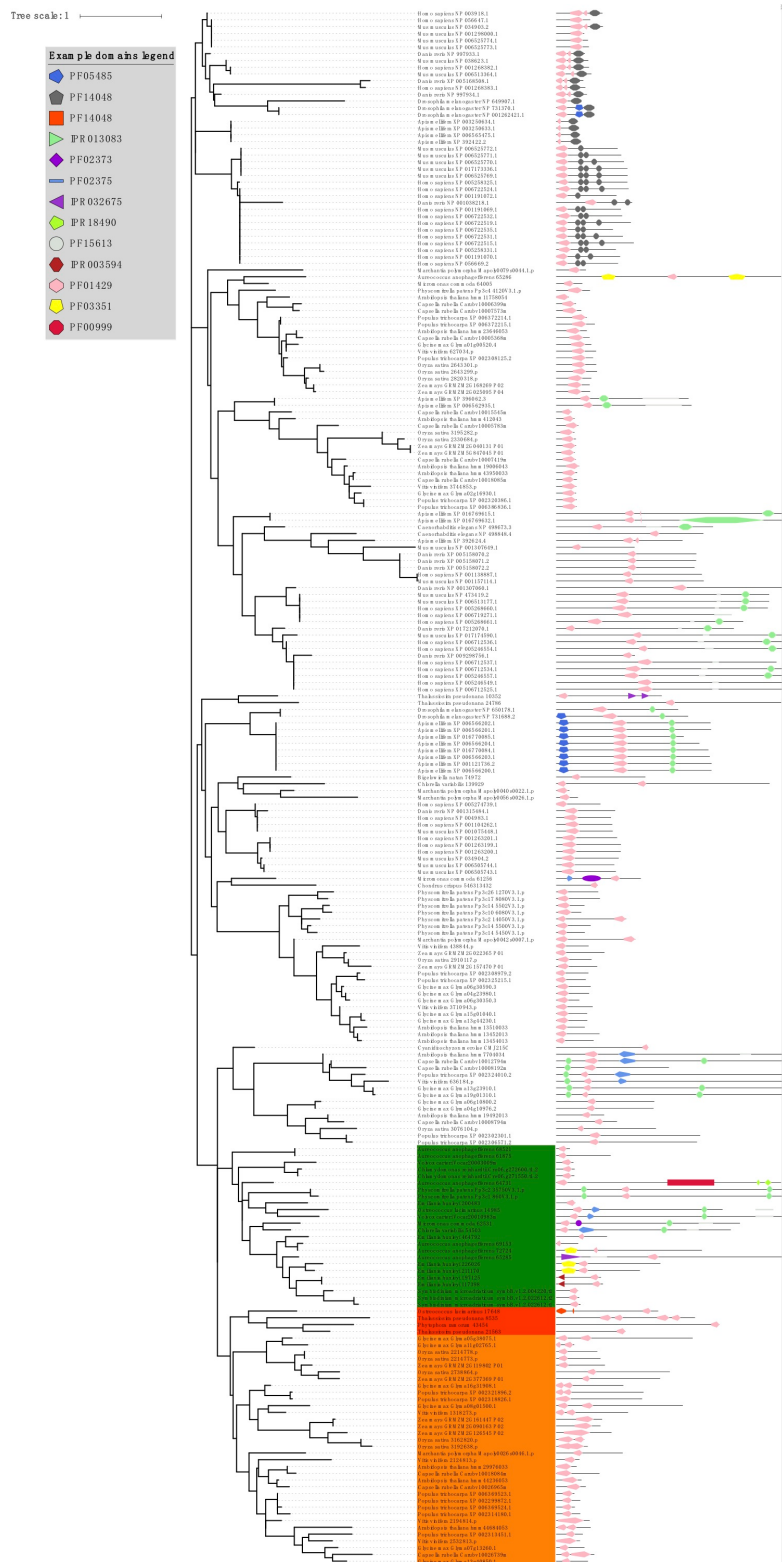

## MBD domain: methyl-CpG-binding domain

Methylation at CpG dinucleotide, the most common DNA modification in eukaryotes, has been correlated with gene silencing associated with various phenomena such as genomic imprinting, transposon and chromosome X inactivation, differentiation, and cancer. Effects of DNA methylation are mediated through proteins which bind to symmetrically methylated CpGs. Such proteins contain a specific domain of ~70 residues, the methyl-CpG-binding domain (MBD), which is linked to additional domains associated with chromatin, such as the bromodomain, the AT hook motif, The SET domain, or the PHD finger. MBD-containing proteins appear to act as structural proteins, which recruit a variety of histone deacetylase (HDAC) complexes and chromatin remodelling factors, leading to chromatin compaction and, consequently, to transcriptional repression. The MBD of MeCP2, MBD1, MBD2, MBD4 and BAZ2 mediates binding to DNA, in case of MeCP2, MBD1 and MBD2 preferentially to methylated CpG.

Fig. S43

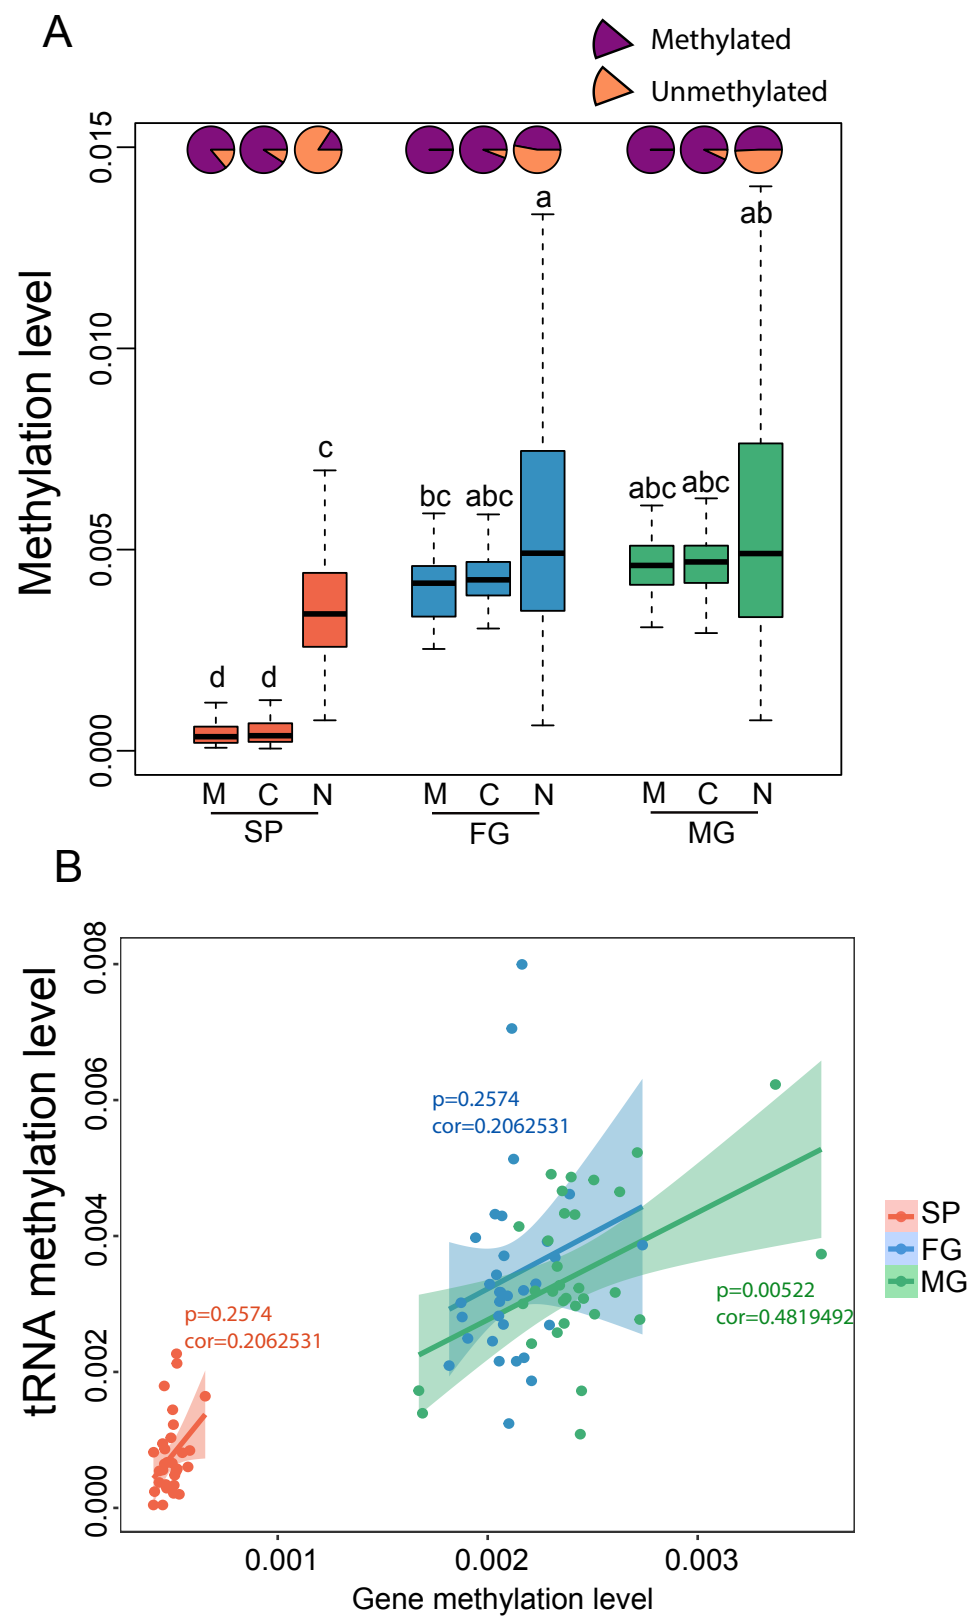

**Supplement:** Supplementary file 1 — Fig. S1 MeDIP‐seq libraries. Fig. S2 Methylation profiles of MG based on MeDIP‐seq. Fig. S3 Profiles of SP, MG and FG methylomes and transcriptomes of Chromosome 0. Fig. S4 Chromosome‐specific profiles for SP, MG and FG methylomes and transcriptomes. Fig. S5 GC characteristics and methylation levels of chromosomes. Fig. S6 Comparison between methylation levels of individual cytosines. Fig. S7 Correlation between CpGo/e and the methylation level. Fig. S8 Correlation between C+G percentage and the methylation level. Fig. S9 Correlation between CpG percentage and the methylation level. Fig. S10 Correlation between CHG percentage and the methylation level. Fig. S11 Correlation between CHH percentage and the methylation level. Fig. S12 Correlation between CpG islands ratio and the methylation level. Fig. S13 Difference in methylation levels for different types of genomic elements between life‐cyle stages. Fig. S14 Normalized methylation level for genomic elements. Fig. S15 Methylation for all methylation contexts of lncRNA genes and cirRNA genes. Fig. S16 Most enriched (top 20) KEGG pathways for methylated genes in FG. Fig. S17 Most enriched (top 20) KEGG pathways for methylated genes in MG. Fig. S18 Most enriched (top 20) KEGG pathways for methylated genes in SP. Fig. S19 Genome‐wide gene expression profiling and DNA methylation profiles. Fig. S20 Methylation profiles of the sex‐determining region. Fig. S21 Base‐specific methylation and transcriptional coverage of selected metabolic genes. Fig. S22 Correlation between MLgf and gene expression for lncRNA genes. Fig. S23 Correlation between MLgf and gene expression for circRNA genes. Fig. S24 The correlation ship between MLgf of TEs and their expression level. Fig. S25 Consistency assessment of MeDIP‐seq vs WGBS data. Fig. S26 BS‐PCR for SJ18945. Fig. S27 BS‐PCR for SJ15797. Fig. S28 BS‐PCR for SJ15874. Fig. S29 BS‐PCR for SJ13722. Fig. S30 BS‐PCR for SJ21435. Fig. S31 BS‐PCR for SJ22030. Fig. S32 BS‐PCR for SJ15673. Fig.

# Supplementary material for: Single‐base methylome profiling of the giant kelp Saccharina japonica reveals significant differences in DNA methylation to microalgae and plants
**Source:** New Phytol. 2019 Sep 27;225(1):234–49. doi: 10.1111/nph.16125
**Supplement:** Supplementary file 27 — Methods S1 1, Constructing the pseudo‐chromosomes using a genetic linkage map; 2, methylation profiles of sex‐determining regions and their gene expression; 3, DNA methyltransferases evolution and their putative function; 4, other methods in this article.

## Supporting Information

### *Title:*

**Single-base methylome profiling of the giant kelp *Saccharina japonica* reveals significant differences in DNA methylation to microalgae and plants**

### *Authors:*

Xiao Fan<sup>1,2,3</sup>, Wentao Han<sup>1</sup>, Linhong Teng<sup>1,4,5</sup>, Peng Jiang<sup>6</sup>, Xiaowen Zhang<sup>1</sup>, Dong Xu<sup>1</sup>, Chang Li<sup>7</sup>, Matteo Pellegrini<sup>8</sup>, Chunhui Wu<sup>6</sup>, Yitao Wang<sup>1</sup>, Michelle Joyce Slade Kaczurowski<sup>9</sup>, Xin Lin<sup>10</sup>, Leila Tirichine<sup>11</sup>, Thomas Mock<sup>12\*</sup>, Naihao Ye<sup>1,2\*</sup>

### *Corresponding authors\*:*

N. Ye: ; T. Mock: 

### *Article acceptance date:*

6 August 2019

### *Keywords:*

DNA methylation, WGBS-seq, MeDIP-seq, BS-PCR, brown algae, life-cycle stages, gene expression, DNMT2

## Supplementary Methods I:

### Part 1: Constructing the pseudo-chromosomes using a genetic linkage map

4994 markers of 31 linkage groups from the genetic linkage map analysis (1) were integrated into the assembled *Saccharina japonica* scaffolds to construct a physical map at the chromosomal level. All markers were aligned against the assembled kelp scaffolds using BLASTN (2) with an e-value cut-off 1E-15. Markers that mapped to more than one scaffold (150x) were discarded. A total of 88 scaffolds had markers from more than one linkage group, which could have been either the consequence of incorrect assembly or an incorrect linkage group. To correct the incompatibility between the physical map and linkage groups, reads from two mate-paired libraries (3kb and 5kb) were aligned to the assembled scaffolds with BWA (3). If the incompatible positions on scaffolds were not covered by mate-paired reads, the scaffold was split at the gaps (intergenic). If the incompatible positions were mapping to paired-end reads, we selected the linkage group with a larger number of markers and discarded markers in other linkage groups. Six scaffolds were split and 4687 markers were used to construct the physical map of *S. japonica*.

The order of scaffolds on chromosomes were sorted by mean value of markers on the same scaffolds. In order to determine the orientation of scaffolds, we compared the physical order of the markers with their linkage-map order. If the markers on a scaffold had the same order between the physical and the linkage map order, the orientation of the scaffold was considered in positive orientation and *vice versa*. At the end, scaffolds were concatenated into chromosomes with 200 bp gaps.

A total of 1,576 scaffold were anchored to the genetic map, accounting for 64.69 % (352.93 Mbp) of the assembled kelp scaffolds. The remaining scaffolds were used to construct the artificial chromosome 0.

### Part 2: Methylation profiles of sex-determining regions and their gene expression

Sex-determining regions were well studied in XY and ZW systems. Similar sex-determining processes were recently reported for the UV system that brown algae possess (4). To study the influence of DNA methylation on sex determination in *S. japonica*, we looked at genes and their regulatory elements involved in the UV system in relation to their expression and MLgf (Fig. S20, Table S23). In *S. japonica*, there are 18 genes known to be involved in sex determination of which, 12 are located in the sex-determining region (SDR) and 6 have moved out to auto-chromosomes (named as PAR) (Fig. S20). Of the 12 genes located in the SDR, 6 are for female and 6 are for male gametophytes. Interestingly, 4 genes that left the SDR were highly expressed in SP and had a significantly negative correlation with their MLgf in all life-cycle stages. These four genes include a MEMO domain (SJ13722), a glycosyltransferase family (PF01697, SJ18945), a RING-type zinc finger (15797) and

a Rab-GTPase-TBC domain (PF00566, SJ15874). The male genes inside the SDR show no correlation between the MLgf and their expression. However, they have a much lower MLgf in FG than in MG (Fig. S20).

### **Part 3: DNA methyltransferases evolution and their putative function in *S. japonica***

Recent rapid advances in next-generation sequencing technologies have enabled the establishment of methylation maps at a single-base resolution (6). To date, whole-genome methylomes have been reported from a range of most major eukaryotic groups (7) such as the early-diverging vascular plants *Selaginella moellendorffii*, the moss *Physcomitrella patens*, the silkworm *Bombyx mori* and honey bee *Apis mellifera* (8). Furthermore, several model eukaryotes are devoid of DNA methylation altogether including the yeast *Saccharomyces cerevisiae*, the nematode *Caenorhabditis elegans*, the fruit fly *Drosophila melanogaster* (except in the early stages of embryogenesis) and the brown alga *Ectocarpus siliculosus* (7). DNA methyltransferases (DNMTs or DNA MTases) usually methylated DNA in all of these organisms. These enzymes catalyze the transfer of the methyl group from a cofactor molecule S-adenosyl-l-methionine (AdoMet or SAM) to the C5 position of the cytosine residues. To uncover DNMTs in *S. japonica*, we identified and compared the DNMTs family of *S. japonica* with DNMTs from other eukaryotes. Potential candidates were identified and downloaded by using a hidden Markov model (HMM) corresponding to the C5-cytosine-specific DNA MTase domain in Pfam (9) (PF00145, named DNA\_methylase in <http://pfam.xfam.org>). All proteins with a score above 125 were regarded as members of the MTase family. This threshold was used instead of the default cutoff defined in Pfam (<http://pfam.xfam.org>) in order to increase the sensitivity. The presence of the crucial MTase domain was verified by using the Interpro database (10). For assessing phylogenetic relationships, only MTase domains were used to construct phylogenetic trees. Over 50 species with approximately 130 DNMTsbwere clustered into three main clades based on the MTase domain. Six different DNMTs were identified in *S. japonica* and all of them seem to belong to the DNMT2 family (Fig. 4A). To shed further light on the structure of DNMT2 in *S. japonica*, we identified every domain of the human DNMT3 and DNMT1 genes to see if any of those domains were associated with the DNMT2 domains in *S. japonica* (Fig. S26). Genes containing PWWP (PF00855) and ADD (IPR025766) were found in *S. japonica*, together with domains PHD (IPR001965) and the Bromodomain (PF00439). However, none of these domains were associated with any of the DNMT2 domains in *S. japonica* (11), (13), (Fig. S25-27).

However, DNA methylation can also be influenced by processes that demethylate either passively or actively by demethylases. For instance, a passive loss of 5mC can be achieved through successive cycles of DNA replication in the absence of functional DNMT1/MET1 (16,17). Furthermore, demeter (DME) / demeter-like1-3

(DML) / repressor of silencing 1 (ROS) family of DNA glycosylases could rapidly erase 5mC independent of DNA replication in specific biological settings in plants as they share the RRM-fold domain (PF15628) and DNA glycosylases domain (IPR011257), the first one is reported to catalyze the removal of the 5mC base and subsequently cleave the backbone through lyase activity and the second act to repair oxidative damage in DNA (16, 18-21). The methyl-CpG-binding domain protein 2 (MBD2, PF01429) was also reported to be able to catalyze the reaction of removal the methyl group (16). To uncover proteins involved in active DNA demethylation, we searched for DME, DML, ROS and MBD domains in coding genes of *S. japonica*. We found an RRM fold domain and a DNA glycosylase domain (Fig. S28, S29).

## **Part 4: Other Methods**

### DNA methylation

#### *Quality control*

We use FastQC to perform basic statistics on the quality of the raw reads. Then, those read sequences produced by the Illumina pipeline in FASTQ format were pre-processed through Trimmomatic software which can be summarized as below:

- (1) Remove low-quality reads: scan the read with a 4-base wide sliding window, cutting when the average quality per base drops below 15 (SLIDINGWINDOW: 4:15);
- (2) Remove leading low quality or N bases (below quality 3) and trailing low quality or N bases (below quality 3) (LEADING:3, TRAILING:3);
- (3) Remove adapters: there are two modes to remove the adapter sequence: a. alignment with the adapter sequence, the number of matching bases were greater than 10 and mismatch=2; b. when read1 and read2 overlapping base scoring greater than 30, removed non-overlapping portions (ILLUMINACLIP: adapter.fa: 2: 30: 10);
- (4) Drop reads below the 36 bases long;
- (5) Discard those reads that cannot form pairs;

The remaining reads that passed all the filtering steps were counted as clean reads and all subsequent analyses were based on them. We use FastQC to perform basic statistics on the quality of the final reads.

#### *Reads mapping to the reference genome*

Bismark software (22) was used to perform alignments of bisulfite-treated reads to a reference genome using default parameters. The reference genome was transformed to a bisulfite-converted version (C-to-T and G-to-A converted) and then indexed using bowtie2 (23). Sequence reads were also transformed into fully bisulfite-converted versions (C-to-T and G-to-A converted) before they were aligned to similarly converted versions of the genome in a directional manner. Sequence reads that produced a unique best alignment from the two alignment processes (original top and

bottom strand) were then compared to the genomic sequence and the methylation state of all cytosine positions in the reads were inferred. Read pairs that shared the same coordinates in genome were regarded as duplicated ones, which were removed before methylation state calling was conducted, thus avoiding a potential methylation level calculation bias. The results of the methylation extractor were transformed to bigWig format for visualizations using IGV browser. The bisulfite non-conversion rate was calculated as the percentage of cytosines sequenced at cytosine reference positions in the lambda genome.

### Transcriptome analysis

Sequencing libraries were generated using the rRNA-depleted RNA by NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer's recommendations. Briefly, fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNaseH). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. In the reaction buffer, dNTPs with dTTP were replaced by dUTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3' ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3µl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. After cluster generation, the libraries were sequencing on an illumine Hiseq 2500 platform and 125bp paired-end reads were generated. After quality control of the raw reads, clean data were mapped to the reference genome using Bowtie v2.0.6 and TopHat v2.0.9(25). The mapped reads of each sample were assembled by both Scripture (beta2) (26) and Cufflinks (v2.1.1) (27) in a reference-based approach.

### **References**

1. Zhang N, *et al.* (2015) Construction of a high density SNP linkage map of kelp (*Saccharina japonica*) by sequencing Taq I site associated DNA and mapping of a sex determining locus. *BMC Genomics* 16(1):189.
2. Altschul SF, Madden TL, & Schäffer AA (1997) Jinghui Zhang, Zheng Zhang, Webb Miller, and David J. Lipman (1997)," Gapped BLAST and PSI-BLAST: a new generation of protein database search.

3. Li H & Durbin R (2010) Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* 25(5):1754-1760.
4. Cokus SJ, *et al.* (2008) Shotgun bisulphite sequencing of the Arabidopsis genome reveals DNA methylation patterning. *Nature* 452(7184):215-219.
5. Lipinska AP, *et al.* (2017) Multiple gene movements into and out of haploid sex chromosomes. *Genome Biology* 18(1):104.
6. Feng S, *et al.* (2010) Conservation and divergence of methylation patterning in plants and animals. *Proceedings of the National Academy of Sciences of the United States of America* 107(19):8689.
7. Takuno S, Ran JH, & Gaut BS (2016) Evolutionary patterns of genic DNA methylation vary across land plants. *Nature Plants* 2(2):15222.
8. Veluchamy A, *et al.* (2014) Insights into the role of DNA methylation in diatoms by genome-wide profiling in *Phaeodactylum tricornutum*. *Nature communications* 4(7):2091-2091.
9. Punta M, *et al.* (2004) The Pfam protein families database. *Nucleic Acids Research* 32(1):D138.
10. Quevillon E, *et al.* (2005) InterProScan: protein domains identifier. *Nucleic Acids Research* 33(Web Server issue):W116-W120.
11. Ponger L & Li W-H (2005) Evolutionary diversification of DNA methyltransferases in eukaryotic genomes. *Molecular biology and evolution* 22(4):1119-1128.
12. Jurkowska RZ, Jurkowski TP, & Jeltsch A (2011) Structure and function of mammalian DNA methyltransferases. *Chembiochem* 12(2):206–222.
13. Goll MG & Bestor TH (2005) Eukaryotic cytosine methyltransferases. *Annual Review of Biochemistry* 74(74):481.
14. Feng S & Jacobsen SE (2011) Epigenetic modifications in plants: an evolutionary perspective. *Current opinion in plant biology* 14(2):179-186.
15. Dirk W, Francesca P, & Monika JB (2011) Epigenetics in *C. elegans*: facts and challenges. *Genesis* 49(8):647.
16. Wu H & Zhang Y (2014) Reversing DNA methylation: mechanisms, genomics, and biological functions. *Cell* 156(1-2):45.
17. He XJ, Chen T, & Zhu JK (2011) Regulation and function of DNA methylation in plants and animals. *Cell Research* 21(3):442.
18. Law JA & Jacobsen SE (2010) Establishing, maintaining and modifying DNA methylation patterns in plants and animals. *Nature Reviews Genetics* 11(3):204-220.
19. Ortégagalisteo AP, Moralesruiz T, Ariza RR, & Roldánarjona T (2008) Arabidopsis DEMETER-LIKE proteins DML2 and DML3 are required for appropriate distribution of DNA methylation marks. *Plant Molecular Biology* 67(6):671-681.
20. Ooi SKT & Bestor TH (2008) The Colorful History of Active DNA Demethylation. *Cell* 133(7):1145-1148.

21. Lang Z, *et al.* (2017) Critical roles of DNA demethylation in the activation of ripening-induced genes and inhibition of ripening-repressed genes in tomato fruit. *Proceedings of the National Academy of Sciences*:201705233.
22. Krueger F & Andrews SR (2011) Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics* 27(11):1571-1572.
23. Langmead B & Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. *Nature Methods* 9(4):357-359.
24. Wang Z, *et al.* (2015) swDMR: A Sliding Window Approach to Identify Differentially Methylated Regions Based on Whole Genome Bisulfite Sequencing. *Plos One* 10(7).
25. Trapnell C, Pachter L, & Salzberg SL (2009) TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25(9):1105-1111.
26. Guttman M, *et al.* (2010) Ab initio reconstruction of cell type-specific transcriptomes in mouse reveals the conserved multi-exonic structure of lincRNAs. *Nature Biotechnology* 28(5):503-510.
27. Trapnell C, *et al.* (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature Biotechnology* 28(5):511-515.
28. Memczak S, *et al.* (2014) *Circular RNAs are a large class of animal RNAs with regulatory potency* (Springer International Publishing) pp 333-338.
29. Sun L, *et al.* (2013) Utilizing sequence intrinsic composition to classify protein-coding and long non-coding transcripts. *Nucleic Acids Research* 41(17):e166-e166.
30. Kong L, *et al.* (2007) CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. *Nucleic Acids Research* 35(Web Server issue):W345.
31. Biswas S & Akey JM (2006) Genomic insights into positive selection. *Trends in Genetics* 22(8):437-446.
32. Chen F, Mackey AJ, Jr SC, & Roos DS (2006) OrthoMCL-DB: querying a comprehensive multi-species collection of ortholog groups. *Nucleic Acids Research* 34(Database issue):363-368.
33. Edgar RC (2004) MUSCLE: Multiple Sequence Alignment with Improved Accuracy and Speed. *Computational Systems Bioinformatics Conference, 2004. Csb 2004. Proceedings*, pp 728-729.
34. Yang Z (2007) Yang ZH.. PAML 4: Phylogenetic analysis by maximum likelihood. *Mol Biol Evol* 24: 1586-1591. 24(8):1586-1591.

## Supporting Information legends to Figs S1-S43 – see separate files for the figures

Fig. S1. Quantify the sequencing libraries constructed using DNA fragments derived from MeDIP. A) Fluorescence scanning of the sequencing libraries of MeDIP of *S. japonica*. The peak occurs on the expected range of DNA fragments. B) Fluorescence scanning of the sequencing libraries of MeDIP of bovine which is cited here as control.

Fig. S2. Methylation profiles of *Saccharina japonica* male gametophyte (MG) based on MeDIP-seq. A) Chromosome-specific profiles for *S. japonica* MG methylomes based on MeDIP-seq. For each track, upper panel present the peaks sites along the chromosome; color depth of each peak indicates one's false discovery rate (FDR). Middle panel present the CpG o/e ratio along the chromosome; the down panel present the normalized read depth (NRD) of each 10k bin along chromosome, black line for input sample while green lines for 3 MG samples. B) Normalized absolute read depth (NARD) of all genomic elements including genome wide methylation (GENOME), TSSUP (transcript start site), TESDOWN (transcript stop site), exon, intron, transposable elements (TEs), genes encoding for long non-coding RNAs (lncRNAs), circular RNAs (circRNAs) and tRNAs. See methods for definition of NARD. Statistics among replicates were based on Duncans and Student t-tests, the lowercase letters notations associated with plots indicate the level of significance among different groups. C) Meta-plots of DNA NARD across genomic elements and their 2k up and 2k down stream. Lines in different colors represents for different elements.

Fig. S3. Profiles of *S. japonica* sporophyte (SP, red track), male (MG, green track), and female (FG, blue track) gametophyte methylomes and transcriptome on

Chromosome 0, an artificial chromosome constructed by scaffolds that were not linked to other genetic linkages.

Fig. S4. Chromosome-specific profiles for *S. japonica* SP, MG, FG methylomes and transcriptomes. For each track, upper panel present the MLgf (average of the three duplicates) along the chromosome; middle panel present the CpG o/e ratio along the chromosome; the down panel present the transcriptome reads counts along chromosome. Chromosomes are split into 10k bins to calculate the MLgf. Lines for SP, FG and MG is colored as red, blue and green respectively. Green boxes represent regions where MG is hyper-methylated whereas blue boxes represent regions where FG is hyper-methylated.

Fig. S5. GC characteristics and methylation levels among chromosomes. A) Characteristics of GC content including CpG Observe/Except value, C+G ratio, CpG ratio, CHG ratio and CHH ratio for each chromosome; B) Methylation level of each chromosome for SP (red plots), MG (green plots) and FG (blue plots). Error bars marked on each plot represent for the standard deviation among three replicates of each life stage.

Fig. S6. Comparison (box plots) of methylation levels of individual cytosines for different contexts (CG, CHG, CHH) of SP, FG and MG. N = 3. P-values were calculated according to Kruskal-Wallis.

Fig. S7. Correlation between CpGo/e (observed/expected) and the methylation level of all life-cycle stages (SP, FG, MG). Genomes were split into 10kb bins according to their CpGo/e and the average methylation level. Each plot represents a 10kb bin of the genome.

Fig. S8. Correlation between C+G percentage (C+G ratio) and the methylation level

of all life-cycle stages. Each plot represents a 10kb bin of the genome.

Fig. S9. Correlation between CpG percentage (CpG ratio) and the methylation level of all life-cycle stages. Each plot represents a 10kb bin of the genome.

Fig. S10. Correlation between CHG percentage (CHG ratio) and the methylation level of life-cycle stages. Each plot represents a 10kb bin of the genome.

Fig. S11. Correlation between CHH percentage (CHH ratio) and the methylation level of all life-cycle stages. Each plot represents a 10kb bin of the genome.

Fig. S12. Correlation between CpG islands ratio and the methylation level of all life-cycle stages. Each plot represents a 10kb bin of the genome.

Fig. S13. Difference of methylation level for types of genomic element across stages. Methylation level for each type of genomic element (e.g. TE, gene, tRNA) was calculated. Error bars denote standard deviation.

Fig. S14. Normalized methylation level (methylation level of genomic elements divided by whole-genome methylation level) for each type of genomic element for SP, FG and MG separately. Different letters indicate significant differences between life-cycle stages ( $p$ -value  $< 0.05$ ).

Fig. S15. A) Methylation for all methylation contexts (e.g. CG, CHG, CHH) of lncRNA genes including their up- and down-stream flanks in SP, FG and MG. B) Methylation for all methylation contexts (e.g. CG, CHG, CHH) of cirRNA genes including their 2K up- and down-stream flanks in SP, FG and MG.

Fig. S16. Most enriched (top 20) KEGG pathways for methylated genes in *S. japonica* female gametophytes. Red color indicates significant enrichment ( $P\text{-value} \leq 0.05$ ). Richfactor is calculated as the number of methylated genes belong to a KEGG pathway / the number of all genes belong to this pathway. The bigger Richfactor indicate the more obvious enrichment.

Fig. S17. Most enriched (top 20) KEGG pathways for methylated genes in *S. japonica* male gametophytes. Red color indicates significant enrichment ( $P\text{-value} \leq 0.05$ ). Richfactor is calculated as the number of methylated genes belong to a KEGG pathway / the number of all genes belong to this pathway. The bigger Richfactor indicate the more obvious enrichment.

Fig. S18. Most enriched (top 20) KEGG pathways for methylated genes in *S. japonica* sporophytes. Richfactor is calculated as the number of methylated genes belong to a KEGG pathway / the number of all genes belong to this pathway. The bigger Richfactor indicate the more obvious enrichment.

Fig. S19. Upper panel: Genome-wide gene expression profiling integrating the expression of all genes (values given as  $\text{FPKM}+1 \log_{10}$ ) in SP, MG and FG. Lower panel: DNA methylation profiles and expression levels (high, medium, low, none) of each methylation context and life-cycle stage (SP, FG, MG).

Fig. S20. Methylation profiles of the sex-determining region in *S. japonica* including gene expression data. A) Sex-determination regions and their genomic loci in *S. japonica*. Genes inside the oval box are on the autosomal chromosomes, of which, the gray ones having recently been transferred out. The genes in the rectangle box are sex-determining genes, among which the green gene is the male-specific gene and the blue gene is the female-specific gene. The dotted line gene is one that exists but is

missing from the current version of the genome. B) MLgf and gene expression of sex-determination genes. It is noteworthy that it is the absence of the SJ05808 and SJ000352 in FG that lead to the trace-level methylation and gene expression in the stage.

Fig. S21. Base-specific methylation and transcriptional coverage of selected metabolic genes (e.g. cellulose synthase) in *S. japonica*. The different tracks correspond to different life-cycle stages (SP, MG, FG) and biological replicates (1-3). The bottom part shows the gene structure including all exons (thick parts in lines).

Fig. S22. Correlation between the MLgf and gene expression for lncRNA. Dash line indicate the 90% of all data.

Fig. S23. Correlation between the MLgf and gene expression for circRNA. Dash line indicate the 90% of all data.

Fig. S24. The correlation ship between the methylation level (MLgf) of TEs and their expression level. The abbreviation of different TE class: LINE (long interspersed nuclear element), LTR (Long terminal repeat), RC (rolling circle), SINE (short interspersed nuclear element).

Fig. S25. Consistency assessment the result of MeDIP-seq and WGBS by correlating the MLgf of 10k bins from WGBS (Fig. 2 and Fig. S2) with their corresponding NRD from MeDIP-seq (data in Fig1. A and chromosome 0). Only data of MG were used because of the absence of MeDIPseq in SP and FG. Pearson correlation index is employed.

Fig. S26. Validation of the methylation of WGBS data for SJ18945 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methylated site.

Fig. S27. Validation of the methylation of WGBS data for SJ15797 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methylated site.

Fig. S28. Validation of the methylation of WGBS data for SJ15874 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methylated site.

Fig. S29. Validation of the methylation of WGBS data for SJ13722 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methylated site.

Fig. S30. Validation of the methylation of WGBS data for SJ21435 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as

methyated site.

Fig. S31. Validation of the methylation of WGBS data for SJ22030 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methyated site.

Fig. S32. Validation of the methylation of WGBS data for SJ15673 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methyated site.

Fig. S33. Validation of the methylation of WGBS data for SJ19510 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methyated site.

Fig. S34. Validation of the methylation of WGBS data for SJ22283 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which, green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methyated site.

Fig. S35. Validation of the methylation of WGBS data for SJ20815 using BS-PCR. The tracks in 3 colors are Green tracks are the result of Sanger sequence, of which,

green tracks stand for the MG, blue tracks stand for FG and red tracks stand for FG. The circle stand for the CpG site and the black plots mean this site are detected as methylated site.

Fig. S36. Phylogeny of methytransferases based on Pfam PF00145. Bootstrap values bigger than 50 are marked using red rectangles.

Fig. S37. Domain architecture of candidate methytransferases (DNMT4/5/6) in diatoms (UP5 genes) and homologs in *S. japonica*.

Fig. S38. Methytransferases (DNA methylase domain PF000145) (6x) and their expression under different stress conditions in SP, FG, MG. N (Control), LS (Low salinity), HT (High temperature), HS (High salinity), HL (High light), AC (acidification).

Fig. S39. Genes structure, expression pattern and chromosomal location of genes containing MBT, PWWD, DNMT1, Zinc finger PHD-type and bromodomains in the genome of *S. japonica*.

Fig. S40. Genes Structure, expression pattern and chromosomal location of genes containing ADD, Pre\_SET, SET, SNF, helicase and AP2/ERF domains in the genome of *S. japonica*.

Fig. S41. Genes structure (e.g. DME, ROS domains) and phylogeny of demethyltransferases.

Fig. S42. Genes structure of MBD domains and their phylogeny.

Fig. S43. Methylation levels of tRNAs and their correlation with the level of gene methylation. A) Upper panel show the ratio of unmethylated to methylated tRNA genes. Lower panel: MLgf of tRNAs in mitochondria (M), chloroplasts (C) and the nucleus (N) for all life-cycle stages. B) MLgf of tRNA in relation to the gene expression for all three life-cycle stages. Correlation analysis was done using the R package.

How the deposited data were processed for this re-analysis (not part of the article)

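Whole-genome bisulfite sequencing was analysed for 9 libraries of *S. japonica*, 3 each of sporophytes (SP), female gametophytes (FG) and male gametophytes (MG). All 9 libraries were assigned to a stage and a replicate from the sample labels and from Tables S1 and S4, which use the same names.

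The authors trimmed the reads, aligned them with Bismark at default parameters to the scaffolds of their assembly and to the chloroplast and mitochondrial genomes, removed duplicate read pairs and deposited 1 list of methylated cytosines (mCs) per library. The deposited counts are the methylated and the unmethylated reads at each listed cytosine, without normalization. The deposited fraction is the methylation level of the site (MLmc), the methylated reads over all reads. The authors' p-value and corrected p-value of each site come from a test that is not named in the sources used here. A two-sided binomial test with 1 background rate per library and context gives the same p-values within 1%. Every listed site has a coverage of at least 5 reads, at least 1 methylated read and a corrected p below 0.05. Cytosines without a call are absent, so a share of methylated reads over a region cannot be formed, and a region without listed sites can be unmethylated or uncovered.

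From these lists, the number of mCs, their contexts, their MLmc and MLwg were computed per library over nuclear scaffolds. MLwg follows the paper, the sum of MLmc divided by the number of C and G of the genome from Table S4. Levels per chromosome are the sum of MLmc per Mb of the scaffolds that Table S25 places on it. Methylated reads were also counted in bins of 10 kb and in adjacent windows of 1 kb over all scaffolds. Sharing of mCs between libraries was set against independent draws from all cytosines covered by at least 5 reads. That expectation was not made separately per context.

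Values of single libraries were compared between stages with exact two-sided permutation tests, whose smallest p for 3 libraries against 3 is 0.1, and contexts within libraries with an exact sign-flip permutation over 9 libraries. Chromosome levels were compared with limma on the log2 scale over all 9 libraries. Apart from relative levels, the fit shared 1 spread over chromosomes that moved together within a library, so its p-values can be too small. Bins and windows with at least 10 methylated reads over the libraries compared were tested with edgeR's quasi-likelihood test in a fit of the 2 stages compared, with the mapped reads of Table S1 as library sizes and no further scaling. The Benjamini-Hochberg adjusted p had to be below 0.05, and windows also needed a fold change above 6. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

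The models were tested on simulated counts. Of 200 bins changed 4-fold, 98.5% were recovered for MG against FG, 67% for FG against SP and 87.5% for MG against SP. Of 200 windows changed 16-fold, 97% were recovered for MG against FG, 79% for FG against SP and 87.5% for MG against SP. All 4 chromosomes changed 2-fold were recovered in a simulated comparison of 3 libraries against 3. Its chromosomes were independent and its spread was far smaller than in the real fit. That fit used 9 libraries, had a standard error of 0.298 and had chromosomes that moved together. The log2 ratios of MG to FG were at most 0.74, below the simulated change. The recovery therefore says nothing about the power of the real fit.

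Depth limits single sites more than totals. At a median coverage of 7 to 9 reads per mC, the level of a site with 1 methylated read cannot be told from a lower level, and a site unlisted in another library is not shown to be unmethylated there. Reads are not independent molecules, so counts carry more error than counting alone gives.

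The alternatives were a coverage of at least 10 reads, at least 2 or 4 methylated reads per mC, a read-weighted level, a denominator of covered cytosines, levels relative to the mean of the library, single contexts, edgeR's TMM scaling, DESeq2, limma, other filters and window lengths, a block for the replicate number, and leaving out each library in turn. Chromosomes named in the text are those the paper names and those with the largest and smallest ratio of MG to FG. For each comparison and direction, up to 3 bins with the largest fitted change were taken among called bins whose libraries do not overlap. The bins named in the text are from this list, and not all of the list is named. These choices were made before the data were examined, but after the paper's tables had been seen. The correction for multiple tests over all covered cytosines, leaving out a library under it or under the minimum of 4 methylated reads, and the comparison of sites within classes of coverage were chosen afterwards.

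Genes were not analysed here, because their coordinates in the paper are on chromosomes while the lists use scaffolds, and a map between them for the whole genome was not used here. For the same reason chromosome 0 was not left out of genome-wide values. DMRs as the paper defines them were not called again.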

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

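The tests of lower depth in SP, of unconverted reads over whole libraries, of the background rate and of the conversion rate of lambda DNA were chosen after the difference between the stages had been seen; the tests of organelle evenness and of sequence absent from FG were not.

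Cytosines are listed as mCs all over the organelle genomes. The paper's text reports on the tRNA genes of both organelles, with the lowest level in SP, and gives no level over the whole organelle genomes. Of the 36312 chloroplast cytosines listed in any library, a mean of 81.4% were listed in the FG and MG libraries, against 36.4%, 6.75% and 8.19% in the SP libraries. Of 12824 mitochondrial cytosines, a mean of 76.0% were listed in FG and MG, against 26.6%, 5.49% and 6.02% in SP. The levels were low. With unlisted sites at 0, the mean chloroplast level was 0.499%, 0.424% and 0.493% in FG, 0.505%, 0.480% and 0.517% in MG, and 0.0830%, 0.0234% and 0.0265% in SP. Listing depends on coverage, which on the chloroplast had a median of 881 to 2196 reads, so far lower levels can be called there than in the nucleus.

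Unconverted reads spread evenly over organelle cytosines would put most of them on the lists at levels close together. The upper quartile of the levels was at most 1.8 times the lower one in FG and MG. CpG sites were listed less often than the others, at 34.5% in FG replicate 1 against 85.2% for CHH. The background rate for calling in that library was 0.286% for CpG and 0.0688% for CHH, which makes CpG sites harder to list. The lower CpG share therefore decides nothing here. Evenly spread unconverted reads would give levels this close together, but so would methylation of organelle DNA at a low and even level. The levels of FG and MG lie above the 0.05% that the paper's conversion rate of lambda DNA leaves. These explanations cannot be told apart here.

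If unconverted reads were spread over a whole library, the organelle level would differ between the stages as the nuclear level does. The chloroplast level of FG and MG was 10.97 times that of SP with unlisted sites at 0, and 1.86 times with unlisted SP sites set at the median of the listed ones, a bound chosen after the values had been seen. The nuclear level was 4.80 times higher, which lies between these. The chloroplast level was 0.424% to 0.517% in the FG and MG libraries, above their nuclear level of 0.241% to 0.340% over covered cytosines. Unconverted reads at the chloroplast level could thus give the whole nuclear level there. In SP replicates 2 and 3 the chloroplast level was below the nuclear one. A difference in conversion between the SP and the gametophyte libraries therefore stays open, and it cannot be told apart here from a difference between the stages in both genomes. The paper's conversion rate of lambda DNA, above 99.95%, goes against it as the whole of the higher nuclear level. Unconverted reads at 0.05% of the reads of all cytosines would give at most 38.2% of the methylated reads listed in a FG or MG library. The same share was 109.8%, 259% and 247% in the SP libraries, so that rate could give every methylated read listed there. The rate is 1 value and not given per library, which keeps the explanation open. The background rates behind the p-values of FG and MG were also above 0.05%, at no less than 0.0591% in CHH and 0.250% in CpG. What those rates measure is not stated. The share of 38.2% is therefore a limit only if the lambda rate holds for these libraries. A lower depth of the SP libraries is argued against, since their mean coverage was 1.197 times that of FG and MG. Unconverted reads at the background rate behind the p-values are argued against as the whole of it in CHG and CHH. FG and MG listed at least 1.61 times the CHG and CHH methylated reads which the higher of both rates gives over the reads of every cytosine, CpG included. The same ratio was 1.87, 0.115 and 0.116 in the SP libraries, so that rate is no measure of conversion there, and unconverted reads at another rate in FG and MG stay open. CpG was not tested, since the number of CpG cytosines was not used here. Life-cycle stage, ploidy and culture differ between SP and the gametophytes as well and were not separated.

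In 376 bins of 10 kb on 144 scaffolds, every MG library had at least 10 methylated reads and no FG library had any. Only 3 bins on 1 scaffold showed the reverse. Of the 376 bins, 199 had mCs in every SP library and 8 in none. Sequence present in MG and absent from FG, such as a male-specific region, might leave this pattern. In that case SP, which carries the genomes of both parents, would be covered at 0.5 of its usual depth. The median coverage of SP mCs in these bins was 0.889, 1.14 and 1.00 times the library median, with 1.0 as the middle value, but only cytosines with 5 reads or more are listed, which keeps that median up whatever the depth. This test decides nothing. Relative to the mean bin of the same library, the bins held 0.299, 0.241 and 0.210 times the methylated reads in SP and 1.17, 1.18 and 1.10 times in MG, where they had been chosen for having reads. A single copy in SP would lower the share there, but so would less methylation in SP. Absence of sequence, low coverage and absence of methylation in FG cannot be told apart. The number of reverse bins, 3, was too small to test sequence absent from MG.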

How the results depend on the processing

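The correction over all covered cytosines, and leaving out a library under it or under the minimum of 4 methylated reads, were chosen after the data had been seen; the other settings were not. Where a value changed, the cause was not tested unless it is given.

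Over all contexts together, the difference of FG and of MG from SP kept its direction in the number of mCs and MLwg under every setting tried, apart from some libraries left out under the minimum of 4 methylated reads. With 1 library left out of all listed mCs, the log2 ratio of mCs was 1.88 to 2.63 for FG and 2.15 to 2.90 for MG, and that of MLwg was 1.96 to 2.55 and 2.17 to 2.76. The smallest differences came with at least 4 methylated reads per mC, where the libraries overlapped: the log2 ratios were 1.45 and 1.29 for mCs (exact permutation test, p = 0.3 for both) and 0.86 and 0.0051 for MLwg (exact permutation test, p = 0.5 and p = 1). No p can fall below 0.1 in these tests. MLwg was then 2.83e-05 in SP replicate 1 and 3.20e-08 and 3.49e-08 in the other SP libraries, and without SP replicate 1 the log2 ratios were 5.35 and 5.19 for mCs and 9.01 and 8.15 for MLwg. Those of MLwg with 1 library left out there were -0.076 to 9.01 for FG, the lowest without FG replicate 3, and -0.87 to 8.15 for MG, the lowest without MG replicate 3, with -0.58 without SP replicate 2 or 3. MG stayed above FG with 1 library left out, by 0.10 to 0.48 for mCs and 0.08 to 0.34 for MLwg. With at least 4 methylated reads per mC the ratio of MG to FG turned to -0.16 for mCs and -0.86 for MLwg, and with the correction over all covered cytosines to -0.077 and -0.14. Both rest on FG replicate 3. With 1 library left out, the former were -0.54 to 0.46 and -1.73 to 0.081 and the latter -0.43 to 0.59 and -0.44 to 0.41, each highest without FG replicate 3. Without MG replicate 2 the ratio of mCs was 0.0009 in the former, and without MG replicate 1 the latter were 0.12 and 0.034. In CpG, CHG and CHH the ratios of MG to FG were -0.16, -0.13 and -0.17 for mCs and -0.86, -0.79 and -0.88 for MLwg with at least 4 methylated reads, and with the correction they were -0.22 and -0.61 in CpG, -0.012 for MLwg in CHG, and -0.12 and -0.14 in CHH. MLwg of MG to SP turned to -0.042 in CHG and -0.069 in CHH with at least 4 methylated reads. The difference in CpG share between MG and FG turned to 0.472 percentage points with at least 2 methylated reads and 0.0708 with at least 4, and ranged from -1.27 to 0.432 with 1 library left out, the last without MG replicate 3. The CpG share of SP stayed above that of FG and MG in the mean, but the libraries overlapped with at least 2 methylated reads for MG (exact permutation test, p = 0.2) and with at least 4 for both (exact permutation test, p = 0.4). The median MLmc of CpG exceeded those of CHG and CHH by 0.0066 at a coverage of at least 10 (exact sign-flip permutation, p = 0.0156). The higher background rate for calling CpG can by itself raise its median. With at least 4 methylated reads the difference was -0.0207 from CHG (p = 1) and 0.0229 from CHH (p = 0.0312) in the same exact test. CpG was lower than CHG in MG replicate 3 only, and with 1 library left out the difference was -0.0342 to 0.0184 from CHG, above 0 without MG replicate 3 only, and 0.0149 to 0.026 from CHH (p of 0.0312 or 0.0625 in the same exact test).

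The number of highly methylated sites depended on single libraries. The log2 ratio of MG to FG was -2.00 to 0.19 with 1 library left out, the highest without FG replicate 3. That of FG to SP was -0.36 to 9.85, the lowest without FG replicate 3, and that of MG to SP was -0.94 to 8.62, the highest without SP replicate 1, with 0.18 without MG replicate 1 and 0.02 without MG replicate 2. A coverage of 10 and 2 methylated reads leave these counts as they are, since the sites meet both by definition.

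For 10-kb bins, a coverage of at least 10 left 629 bins lower in MG than in FG, 2232 higher and 39 lower in FG than in SP, and 33148 higher in MG than in SP. With at least 2 methylated reads the counts were 162 higher and 61 lower in MG than in FG, 24554 and 31 in FG against SP, and 35338 higher in MG than in SP. With TMM 2800 were lower in MG than in FG, 64 higher and 761 lower in FG than in SP, and 2095 and 1843 in MG against SP. With DESeq2's own size factors the same 5 counts were 2387, 40, 491, 1324 and 1135. Both scalings set the typical bin to no change by construction, while the median log2 ratio of all bins was 0.16 for MG to FG, 2.42 for FG to SP and 2.60 for MG to SP. DESeq2 with the mapped reads gave 140 bins lower in FG than in SP. With limma 1556 were higher and 54 lower in MG than in FG, and 4 lower in MG than in SP. A fold above 2 left 3155 higher and 577 lower in MG than in FG. With 1 library left out, 4397 to 7026 were higher and 868 to 1517 lower in MG than in FG, the fewest lower without MG replicate 2. The ranges were 54339 to 55576 higher and 38 to 230 lower in FG than in SP, and 56065 to 56759 higher and 1 to 45 lower in MG than in SP, with both lowest counts of lower bins found without SP replicate 1.

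For 1-kb windows, a coverage of at least 10 gave 4051 higher and 1289 lower in MG than in FG, 13748 higher in FG than in SP, and 86285 higher and 88 lower in MG than in SP. With at least 2 methylated reads they were 385 and 194 for MG against FG, 5484 and 28 for FG against SP and 10021 higher in MG than in SP. TMM gave 229 higher and 454 lower in FG than in SP and 582 higher and 309 lower in MG than in SP. DESeq2 gave 221 lower in MG than in FG. In 2-kb windows, which are fewer, 4400 were higher and 169 lower in MG than in FG, 91400 higher and 141 lower in FG than in SP, and 124779 higher in MG than in SP. With 1 library left out, 6479 to 7799 were higher and 281 to 468 lower in MG than in FG, 135615 to 268505 and 116 to 249 in FG against SP, and 187616 to 313755 and 1 to 62 in MG against SP. Without SP replicate 1 the counts were 268505 and 116 in FG against SP and 1 lower in MG than in SP.

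For chromosomes, 2 were higher in MG than in FG with at least 2 methylated reads, with CpG only, with relative levels and without SP replicate 1, and 0 to 2 with 1 library left out. Apart from relative levels, these calls rest on a spread shared by chromosomes that moved together within a library. Relative levels put 5 lower in MG than in FG, 14 higher and 1 lower in FG than in SP, and 11 higher and 4 lower in MG than in SP. A relative level takes out the overall difference between the stages, so log2 ratios that were above 0 fell below it: chromosome 9 to -0.040 and 17 to -0.43 in FG against SP, chromosomes 7, 12 and 29 to -0.46, -0.0055 and -0.37 in MG against SP, and chromosomes 0 and 12 to -0.086 and -0.0073 in MG against FG. At a coverage of at least 10, chromosome 17 in FG against SP (0.69, adjusted p = 0.419 from limma) and chromosomes 7 and 29 in MG against SP (adjusted p = 0.0826 and 0.096) no longer passed. Chromosome 0 also fell to -0.46 with at least 2 methylated reads and to -0.048 without FG replicate 2, with a range of -0.048 to 0.35.

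The single chromosomes named in the text were tallied with the bins of largest fitted change, only some of which the text names. Under settings other than a left-out library, 260 values kept their direction and their side of the threshold. Another 8 passed it anew, 16 no longer passed it and 8 changed direction. With 1 library left out 281 kept both, 2 passed it anew and 1 changed direction. The 1 that no longer passed it was the bin of scaffold 2215 from 20001 without FG replicate 2.

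The excess of sharing of mCs within a stage was 0.23 on the log2 scale with at least 2 methylated reads, past no threshold (permutation of stage labels, p = 0.229), and 0.046 for CpG only (p = 0.05 in the same permutation). With 1 library left out it was 0.11 to 0.32, the lowest without SP replicate 2 or 3. The share of mCpGs with a listed partner fell to 1.06% at a coverage of at least 10.

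Replicate numbers were not treated as pairs. Same-number libraries had correlated deviations of -0.0015 to 0.258, and 1 of 9 pairs exceeded 0.1. With the replicate number as a block, 5688 bins were higher and 1844 lower in MG than in FG, 54976 and 202 in FG against SP and 56427 and 35 in MG against SP. The windows were 7422 and 333, 172745 and 210, and 229929 and 43. The block changed no count by more than 1.5 times and no chromosome call. Of the named bins, the one of scaffold 2215 from 20001, higher in FG than in SP, did not pass the threshold with it (adjusted p = 0.0601 from edgeR, with 1.79e-167 to 0.0815 over all settings).

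The analysis without chromosome 0 was not run, since its scaffolds cannot be told from those not placed here, and neither were both results on genes.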

Differences from the paper's values

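All values in this part come from tests and settings chosen before the data were examined, apart from the correction over all covered cytosines and from leaving out FG replicate 3 under it or under the minimum of 4 methylated reads, which were chosen after they had been seen.

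The paper's counts of DMRs in Table S15 and the counts of 1-kb windows here differ in every comparison. They are different measures, since adjacent windows of methylated reads were tested across replicates and the paper's sliding windows, Fisher's exact test and areaStat were not repeated. The paper's table lists 558 DMRs with a higher level in MG than in SP, and 227737 windows were higher here. The count with TMM scaling, 582, is within 1.5 times of the paper's, and those of the other settings are not. In the other direction the paper lists 5 DMRs, and 52 windows were lower in MG than in SP. None of the settings brought that count within 1.5 times of the paper's. For FG higher than SP the paper lists 497 DMRs against 176014 windows here, and for FG lower than SP it lists 6 against 220, again with no setting within 1.5 times. The paper lists 223 DMRs higher in MG than in FG, and 7773 windows were called here, with the nearest count, 385, at no fewer than 2 methylated reads per mC. It lists 139 DMRs lower in MG than in FG, and 337 windows were called here. With at least 2 methylated reads per mC the count was 194 and in 2-kb windows it was 169, both within 1.5 times of the paper's, while the other settings stayed outside. The entries of Table S15 with a chromosome name add up to fewer DMRs per stage than the text gives, and they carry the same position as start and end.

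The paper names chromosomes 4 and 17 as hypermethylated in MG. Both had the highest ratios of MG to FG here, 0.67 and 0.74 on the log2 scale, but neither passed the threshold in limma (adjusted p = 0.404 for both). They passed it with at least 2 methylated reads per mC, with CpG alone, with levels relative to the mean of the library, and without SP replicate 1. Apart from relative levels, these passes rest on 1 spread shared by chromosomes that moved together within a library, so they do not settle the call. The paper also names regions on chromosomes 9 and 12, whose log2 ratios over their placed scaffolds were 0.30 and 0.22 (adjusted p = 0.606 from limma). Chromosomes 7 and 29 had the lower level in MG that the paper gives, with log2 ratios of -0.31 and -0.32 (adjusted p = 0.606 from limma), and they passed the threshold with relative levels only.

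The paper ranks MG above FG in overall methylation. The mean number of mCs was 1.21 times higher in MG, within the spread of the libraries (exact permutation test, p = 0.3), and with at least 4 methylated reads per mC the mean was 0.895 times that of FG. The correction over all covered cytosines, chosen after the values had been seen, gave 0.948 times. Both rest on FG replicate 3, with 13043 mCs at 4 methylated reads or more against 5661 and 4292 in the other FG libraries, and without it the log2 ratio of MG to FG was 0.46 and 0.59.

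The paper states that the median level of methylated CpG is the highest of the contexts. The medians here were tied in 6 of 9 libraries and CpG was highest in 3. With a coverage of at least 10 reads it was highest in 7 and tied in 2. At 2 methylated reads or more it was above CHG in 8 and below it in 1, and above CHH in 6, tied in 2 and below in 1, a mean difference from CHH of 0.0043 (exact sign-flip permutation, p = 0.75). At 4 methylated reads or more it was above either context in 6, tied in 2 and below in 1, which was MG replicate 3 for CHG and FG replicate 1 for CHH. The paper compared sites and the values here compare libraries. CpG sites were called against a higher background rate, which can by itself raise their median, so these values do not show more methylation at CpG.

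The paper gives CHH as the most frequent context of mCs. That held in 7 of 9 libraries, while in SP replicates 2 and 3 CpG took 59.1% and 59.7%.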

Other observations

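The comparison of sites within classes of coverage and the fit of depth in its present form were chosen after the chromosome levels and coverage had been seen, and the rules for the highly methylated sites and the threshold of the test of sharing at no more than 20 reads were set after their values; the other tests in this part were not.

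The higher level of chromosomes 4 and 17 in MG went with more reads per mC. The relative median coverage of mCs on chromosome 4 was 0.349 higher in MG than in FG. Dividing the levels by an estimated share of covered cytosines could not settle the matter, because the model of coverage missed the share in Table S1 by up to 80.0 percentage points, so that test was void for chromosomes 4, 7, 17 and 29. Among sites with 1 methylated read at 5 to 8 reads, the log2 ratio of MG to FG, relative to unnamed chromosomes, was -0.057 on chromosome 4, -0.23 on chromosome 17 and 0.156 on chromosome 29, while at 13 to 20 reads it was 2.33, 3.27 and -3.29. A candidate explanation is that these chromosomes are covered by more reads in one sex, so that more cytosines reach a call, without more methylation per read. A chromosome with more reads has fewer cytosines in the lowest class, so a rise in methylation per read in addition is not excluded. Why the coverage differs, such as by copy number of the placed scaffolds, was not tested. Chromosome 9, which the paper names for hypermethylated regions in MG, showed the same to a smaller extent, with log2 ratios of -0.019 at 5 to 8, 0.28 at 9 to 12 and 1.18 at 13 to 20 reads, and the same explanation is open for it. Chromosome 12 did not, at 0.044 for 13 to 20 reads. On chromosome 7 the ratio at 5 to 8 reads was -0.362, below the unnamed chromosomes, so both explanations stay open there. In called bins the ratios at 5 to 8 reads were 0.247 where MG was higher and -0.148 where it was lower, but these bins were chosen for the difference and the test decides nothing.

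Most mCs rest on 1 methylated read. Pairs of FG and pairs of MG libraries shared a mean of 1.661 times the mCs that independent draws give. Unconverted reads scattered at random would put this near 1, and repeated methylation would put it several times higher. It lies between, so random reads with uneven coverage or conversion cannot be told apart from weak recurrent methylation. Regions of high coverage as the whole cause are argued against, since the lowest ratio was 1.385 at no more than 20 reads, although differences in coverage below that stay open. Sharing within a stage exceeded that between stages by 0.27 on the log2 scale (permutation of stage labels, p = 0.00357). The excess was 0.11 without SP replicate 2 or 3 (p = 0.00357 for both in the same permutation). It was 0.046 for CpG only (p = 0.05), 0.26 for CHG only and 0.33 for CHH only (p = 0.00357 for both) in the same permutation. The expectation does not separate contexts, which matters most for SP replicates 2 and 3, whose ratio was 4.25 and whose mCs are mostly CpG.

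A minority of mCpGs, 1.94% on average, had a listed partner on the opposite strand. Methylation kept on both strands would make this several times the share that independent strands give. Over all listed mCs the highest lower bound of observed over expected partners was 0.361, which does not reach 1, and since a partner with few reads may go unlisted, the low depth leaves the question open. Among mCs with at least 2 methylated reads, 10.95% of the mCpGs of SP replicate 1 had a partner, at least 9.12 times the share of independent strands, while in the other 8 libraries this bound was 0.136 to 0.537. The independent share takes mCs as spread evenly, and 1 library does not settle it. Over all listed mCs, pairs within 50 bp lay on the same strand at least 1.556 times as often as on opposite strands, up to 2.13 times. The ratio went down to 1.27 in MG replicate 1 with at least 2 methylated reads. It went up to 2.56 in SP replicate 3 at a coverage of at least 10. Molecules that escaped conversion over a stretch might give such an excess, but it was not several-fold, and strand-specific methylation would give it too.

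SP replicate 1 differed from the other SP libraries in the number of mCs and in their contexts. Its lower background rate is argued against as the cause, because with the rates of SP replicate 2 it still had 2.416 times the mCs of that library, with 25.8% in CpG. A difference in conversion or in the material of that library was not tested.

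Sites with at least 0.5 of their reads methylated at a coverage of at least 10 were few and uneven, at 2650, 1 and 3 in SP, 748, 627 and 4149 in FG and 360, 562 and 1436 in MG. They lay in 1 to 59 clusters per library. Of the 2650 sites of SP replicate 1, only 4 were listed in SP replicate 2 and 6 in SP replicate 3, but 1275, 870 and 474 in the FG libraries and 811, 593 and 375 in MG. An artefact or variant present in every library would be listed wherever it is covered, but the coverage of unlisted sites is not known, so the 4 sites leave this open. FG replicate 3 and MG replicate 3 shared 785 such sites, while FG replicates 3 and 1 shared 1. This grouping does not follow the stages, and no explanation for it was tested.

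Other splits of the libraries were counted to see whether chance could give as many calls. With 3 libraries against 3, the rank of the real split alone cannot exclude it in any comparison. For 10-kb bins the real split called 55397 higher in FG and 56835 higher in MG than in SP. The other splits gave at most 26 and 34 calls there. Each of them put libraries of both stages into the same group, which widens the spread and leaves few calls. The gap between these counts and those of the real split therefore decides nothing about chance. For chromosomes in MG against FG, all 10 of 10 splits gave as many calls, since none gave any. With no call in the real split this was fixed in advance, so it decides nothing. For FG against SP and for MG against SP only the real split did, 1 of 10. For 10-kb bins it was 1 of 10 in each comparison, and other splits gave at most 34 calls. For 1-kb windows it was 1 of the 5 splits fitted in each comparison, and the others gave at most 3.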
